# *NCBP2* modulates neurodevelopmental defects of the 3q29 deletion in *Drosophila* and *Xenopus laevis* models

**DOI:** 10.1371/journal.pgen.1008590

**Published:** 2020-02-13

**Authors:** Mayanglambam Dhruba Singh, Matthew Jensen, Micaela Lasser, Emily Huber, Tanzeen Yusuff, Lucilla Pizzo, Brian Lifschutz, Inshya Desai, Alexis Kubina, Sneha Yennawar, Sydney Kim, Janani Iyer, Diego E. Rincon-Limas, Laura Anne Lowery, Santhosh Girirajan

## Abstract

The 1.6 Mbp deletion on chromosome 3q29 is associated with a range of neurodevelopmental disorders, including schizophrenia, autism, microcephaly, and intellectual disability. Despite its importance towards neurodevelopment, the role of individual genes, genetic interactions, and disrupted biological mechanisms underlying the deletion have not been thoroughly characterized. Here, we used quantitative methods to assay *Drosophila melanogaster* and *Xenopus laevis* models with tissue-specific individual and pairwise knockdown of 14 homologs of genes within the 3q29 region. We identified developmental, cellular, and neuronal phenotypes for multiple homologs of 3q29 genes, potentially due to altered apoptosis and cell cycle mechanisms during development. Using the fly eye, we screened for 314 pairwise knockdowns of homologs of 3q29 genes and identified 44 interactions between pairs of homologs and 34 interactions with other neurodevelopmental genes. Interestingly, *NCBP2* homologs in *Drosophila* (*Cbp20*) and *X*. *laevis* (*ncbp2*) enhanced the phenotypes of homologs of the other 3q29 genes, leading to significant increases in apoptosis that disrupted cellular organization and brain morphology. These cellular and neuronal defects were rescued with overexpression of the apoptosis inhibitors *Diap1* and *xiap* in both models, suggesting that apoptosis is one of several potential biological mechanisms disrupted by the deletion. *NCBP2* was also highly connected to other 3q29 genes in a human brain-specific interaction network, providing support for the relevance of our results towards the human deletion. Overall, our study suggests that *NCBP2-*mediated genetic interactions within the 3q29 region disrupt apoptosis and cell cycle mechanisms during development.

## Author summary

Rare copy-number variants, or large deletions and duplications in the genome, are associated with a wide range of neurodevelopmental disorders. The 3q29 deletion confers an increased risk for schizophrenia and autism. To understand the conserved biological mechanisms that are disrupted by this deletion, we systematically tested 14 individual homologs and 314 pairwise interactions of 3q29 genes for neuronal, cellular, and developmental phenotypes in *Drosophila melanogaster* and *Xenopus laevis* models. We found that multiple homologs of genes within the deletion region contribute towards developmental defects, such as larval lethality and disrupted cellular organization. Interestingly, we found that *NCBP2* acts as a key modifier gene within the region, enhancing the developmental phenotypes of each of the homologs for other 3q29 genes and leading to disruptions in apoptosis and cell cycle pathways. Our results suggest that multiple genes within the 3q29 region interact with each other through shared mechanisms and jointly contribute to neurodevelopmental defects.

## Introduction

Rare copy number variants (CNVs), including deletions and duplications in the human genome, significantly contribute to complex neurodevelopmental disorders such as schizophrenia, intellectual disability/developmental delay, autism, and epilepsy [1,2]. Despite extensive phenotypic heterogeneity associated with recently described CNVs [3], certain rare CNVs have been linked to specific neuropsychiatric diagnoses. For example, the 22q11.2 deletion (DiGeorge/velocardiofacial syndrome), the most frequently occurring pathogenic CNV, is found in about 1–2% of individuals with schizophrenia [4,5], and animal models of several genes within the region show neuronal and behavioral phenotypes on their own [6,7]. Similarly, the 1.6 Mbp recurrent deletion on chromosome 3q29, encompassing 21 genes, was initially identified in individuals with a range of neurodevelopmental features, including intellectual disability, microcephaly, craniofacial features, and speech delay [8,9]. Further studies have implicated this deletion as a major risk factor for multiple disorders [10]. In fact, the deletion confers a >40-fold increase in risk for schizophrenia [11,12] as well as a >20-fold increase in risk for autism [13]. More recently, two studies have reported decreases in body and brain sizes as well as a range of behavioral and social defects in mouse models of the entire deletion, mimicking the human developmental phenotypes associated with the deletion [14,15].

Identifying the biological underpinnings of the 3q29 deletion is contingent upon uncovering the conserved molecular mechanisms linking individual genes or combinations of genes within the 3q29 region to the neurodevelopmental phenotypes observed in individuals with the entire deletion. Recent studies have suggested a subset of genes in the 3q29 region as potential candidates for these phenotypes based on their established roles in neuronal development [16,17]. For example, *DLG1* is a scaffolding protein that organizes the synaptic structure at neuromuscular junctions [18], affecting both synaptic density and plasticity during development [19]. However, mouse models of *Dlg1*^*+/-*^ did not recapitulate the behavioral and developmental phenotypes observed in mice with the entire deletion [14], suggesting that haploinsufficiency of *DLG1* by itself does not account for the wide range of phenotypes associated with the deletion. Given that genes within rare pathogenic CNV regions tend to share similar biological functions [20] and interact with each other to contribute towards developmental phenotypes [21,22], it is likely that multiple genes within 3q29 jointly contribute to these phenotypes through shared cellular pathways. Therefore, an approach that integrates functional analysis of individual genes within the 3q29 deletion and their combinatorial effects on neuronal and cellular phenotypes is necessary to understand the pathways and mechanisms underlying the deletion.

Systematic testing of genes within 3q29 towards developmental and cellular phenotypes requires model systems that are amenable for rapid phenotypic evaluation and allow for testing interactions between multiple dosage-imbalanced genes without affecting the viability of the organism. *Drosophila melanogaster* and *Xenopus laevis* provide such powerful genetic models for studying conserved mechanisms that are altered in neurodevelopmental disorders, with the ability to manipulate gene expression in a tissue-specific manner in *Drosophila* [23] and examine developmental defects in *X*. *laevis* [24]. Both model systems contain homologs for a majority of disease-causing genes in humans, and show a high degree of conservation in key developmental pathways [23,25–27]. For example, *Drosophila* knockdown models of the candidate schizophrenia gene *DTNBP1* showed dysregulation of synaptic homeostasis and altered glutamatergic and dopaminergic neuron function [28,29], and fly models for *UBE3A*, the gene associated with Angelman syndrome, showed sleep, memory and locomotor defects [30]. Furthermore, *X*. *laevis* models have been widely used to identify morphological and neuronal defects associated with developmental disorders [24], such as dendritic connectivity defects with overexpression of *MECP2*, the causative gene for Rett syndrome [31]. Thus, *Drosophila* and *X*. *laevis* models of individual CNV homologs and their interactions would allow for a deeper dissection of the molecular mechanisms disrupted by the deletion, complementing the phenotypes documented in mouse models of the entire deletion [14,15].

Here, we used a mechanistic approach to understand the role of individual homologs of 3q29 genes and their interactions towards the cellular processes underlying the deletion. We systematically characterized developmental, cellular, and nervous system phenotypes for 14 conserved homologs of human 3q29 genes and 314 pairwise interactions using *Drosophila*, and validated these phenotypes using *X*. *laevis*. We found that multiple homologs of genes within the 3q29 region, including *NCBP2*, *DLG1*, *FBXO45*, *PIGZ*, and *BDH1*, contribute to disruptions in apoptosis and cell cycle pathways, leading to neuronal and developmental defects in both model systems. These defects were further enhanced when each of the homologs were concomitantly knocked down with homologs of *NCBP2* in *Drosophila* (*Cbp20*) and *X*. *laevis* (*ncbp2*), resulting in increased apoptosis and dysregulation of cell cycle genes. Our results support an oligogenic model for the 3q29 deletion, and implicate specific cellular mechanisms disrupted by genes in the deletion region.

## Results

### Reduced expression of individual homologs of 3q29 genes causes global developmental defects

We used reciprocal BLAST and orthology prediction tools (see Methods) to identify fly homologs for 15 of the 21 genes within the 3q29 deletion region (**Fig 1, S1 Table**). We note that the genes and crosses tested in this study are represented as fly gene names along with the human counterparts at first mention in the text, i.e. *Cbp20* (*NCBP2*), and fly genes with allele names in the figures, i.e. *Cbp20*^*KK109448*^. We found that the biological functions of these 15 genes were also conserved between *Drosophila* and humans, as 61 of the 69 Gene Ontology (88.4%) annotations for the human genes were also annotated for their respective fly homologs (**S1 File**). For example, *dlg1* (*DLG1*) and *Cbp20* (*NCBP2*) share the same roles in both flies and vertebrates, as a scaffolding protein at the synaptic junction [32] and a member of the RNA cap binding complex [33], respectively. We used RNA interference (RNAi) and the *UAS-GAL4* system to knockdown expression levels of fly homologs of genes within the 3q29 region ubiquitously and in neuronal, wing and eye tissues [34] (**Fig 1**). A stock list of the fly lines used in this study and full genotypes for all experiments are provided in **S2 File**. Quantitative PCR (qPCR) confirmed partial knockdown of gene expression for each of the tested homologs (**S2 Table**); fly lines for *CG5359* (*TCTEX1D2*) were excluded from further analysis after additional quality control assessment (see Methods). To identify genes essential for organism survival and neurodevelopment, we first assessed the effect of ubiquitous knockdown of homologs of 3q29 genes using the *da-GAL4* driver (**Fig 2A**). Seven of the 14 homologs, including *dlg1*, *Cbp20*, and *Tsf2* (*MFI2*), showed lethality or severe developmental defects with ubiquitous knockdown, suggesting that multiple homologs of 3q29 genes are essential for viability during early development. Similarly, wing-specific *bx*^*MS1096*^*-GAL4* knockdown of *Tsf2*, *Cbp20*, *CG8888* (*BDH1*), and *Pak* (*PAK2*) showed severe wing defects, and wing-specific knockdown of *dlg1* showed larval lethality (**S1 Fig**).

**Fig 1:**
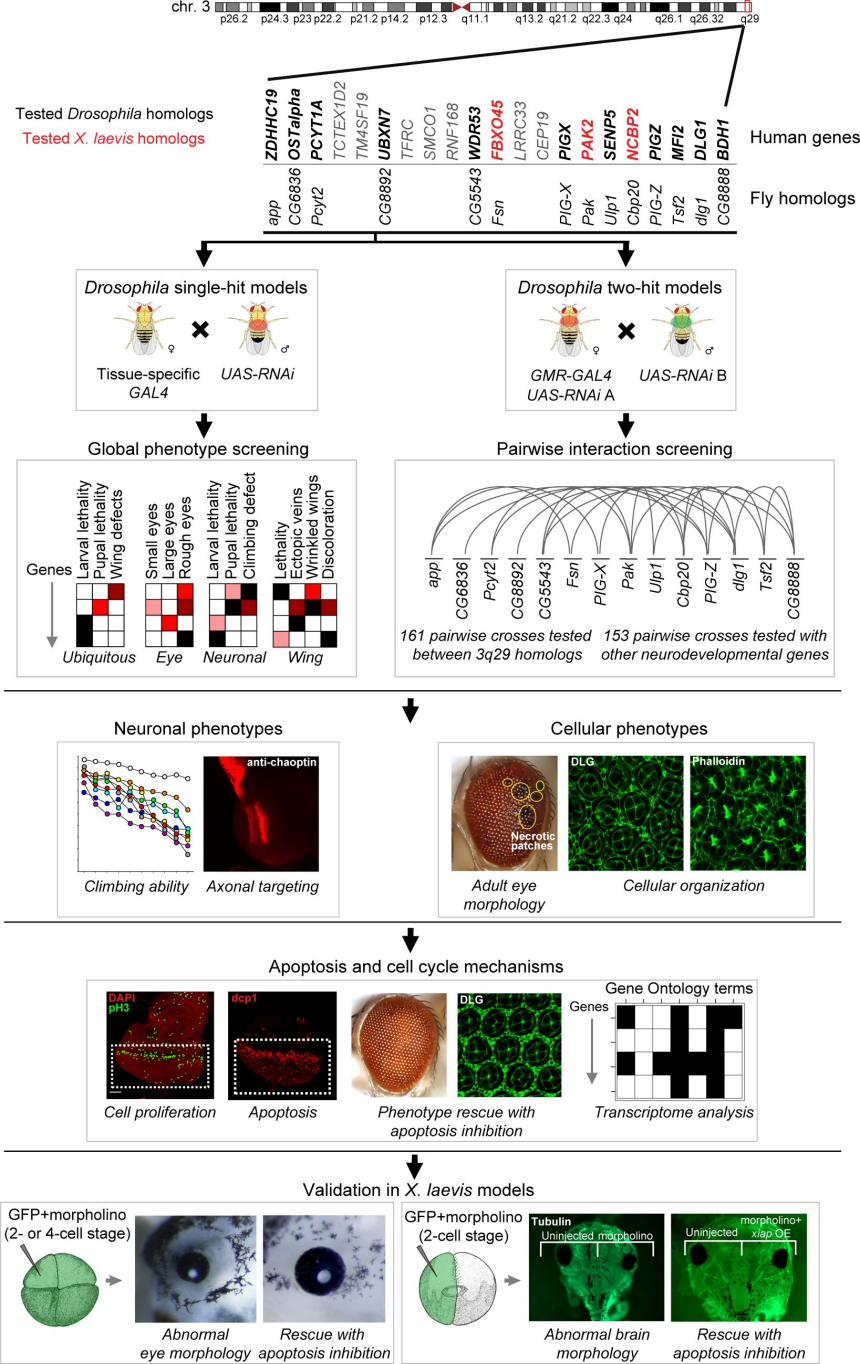
Strategy for identifying cellular phenotypes and genetic interactions of homologs of 3q29 genes. We first knocked down individual or pairs of 14 *Drosophila* homologs of human genes in the 3q29 region using tissue-specific RNAi. After screening for global phenotypes of RNAi lines for individual homologs of 3q29 genes, we tested 314 pairwise gene interactions using the fly eye, and found that *Cbp20* (*NCBP2*) enhanced the phenotypes of other homologs of 3q29 genes and also interacted with homologs of known neurodevelopmental genes outside of the 3q29 region. Next, we assayed for deeper cellular and neuronal phenotypes of flies with individual and pairwise knockdown of homologs of 3q29 genes, and observed cellular defects due to disrupted apoptosis and cell cycle mechanisms. We confirmed our results by rescuing cellular phenotypes with overexpression of the apoptosis inhibitor *Diap1* and by analyzing genes differentially expressed with knockdown of homologs of 3q29 genes. Finally, we tested a subset of three homologs of 3q29 genes in the *X*. *laevis* vertebrate model system by injecting two- or four-cell stage embryos with GFP and morpholinos (MOs) for *X*. *laevis* homologs of 3q29 genes to observe abnormal eye morphology, as well as injecting one cell with GFP and MOs at the two-cell stage to observe abnormal brain morphology. We found similar developmental defects in *X*. *laevis* to those observed in *Drosophila*, including increased apoptosis that was enhanced with pairwise knockdown of homologs of 3q29 genes and rescued with overexpression of the apoptosis inhibitor *xiap*. *X*. *laevis* embryo diagrams were produced by Nieuwkoop and Faber [117] and adapted from Xenbase [120].

**Fig 2:**
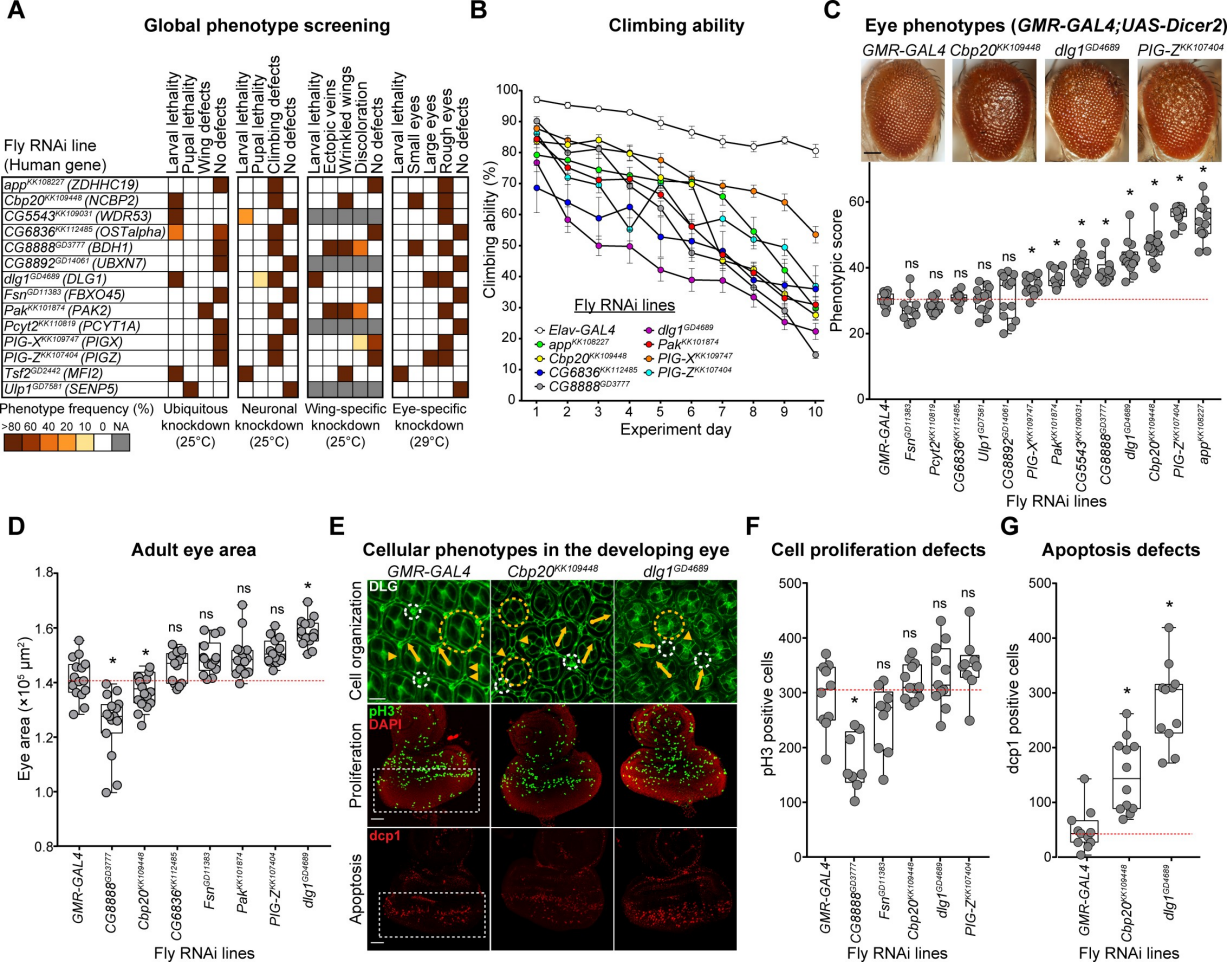
Neurodevelopmental defects in flies with knockdown of individual homologs of 3q29 genes. (**A**) Percentage of flies with tissue-specific RNAi knockdown of homologs of 3q29 genes (listed with their human counterparts) that manifest lethality or developmental phenotypes. (**B**) Eight homologs of 3q29 genes with pan-neuronal RNAi knockdown showed defects in climbing ability over ten days (two-way repeated measures ANOVA, p<1×10^−4^, df = 8, F = 21.097). Data represented show mean ± standard deviation of 10 independent groups of 10 flies for each homolog. (**C**) Representative brightfield adult eye images of flies with eye-specific *GMR-GAL4;UAS-Dicer2* (scale bar = 100 μm) RNAi knockdown of individual homologs of 3q29 genes show rough eye phenotypes. The boxplot shows *Flynotyper*-derived phenotypic scores for eyes with knockdown of homologs of 3q29 genes (n = 10–14, *p < 0.05, one-tailed Mann–Whitney test with Benjamini-Hochberg correction). (**D**) Boxplot of adult eye area in flies with *GMR-GAL4* RNAi knockdown of fly homologs of 3q29 genes (n = 13–16, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction). (**E**) Confocal images of pupal eyes (scale bar = 5 μm) stained with anti-DLG (top) and larval eye discs (scale bar = 30 μm) stained with anti-pH3 (middle) and anti-dcp1 (bottom) illustrate cellular defects posterior to the morphogenetic furrow (white box) upon knockdown of select fly homologs of 3q29 genes. Yellow circles in DLG images indicate cone cell defects, white circles indicate bristle cell defects, yellow arrows indicate rotation defects, and yellow arrowheads indicate secondary cell defects. We note that pupal eye images were taken at a higher intensity for lines with knockdown of *dlg1* to account for reduced expression of DLG (see Methods), as these images were only for visualization of cell boundaries in the pupal eye and not for any quantitative analysis. (**F**) Boxplot of pH3-positive cells in larval eye discs of flies with knockdown of homologs of 3q29 genes (n = 9–12, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction). (**G**) Boxplot of dcp1-positive cells in larval eye discs of flies with knockdown of homologs of 3q29 genes (n = 11–12, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction). All boxplots indicate median (center line), 25th and 75th percentiles (bounds of box), and minimum and maximum (whiskers), with red dotted lines representing the control median. Results for a subset of climbing ability, adult eye area, and pH3 staining experiments were replicated in independent experimental batches (**S14 Fig**). A list of full genotypes for fly crosses used in these experiments is provided in **S2 File**.

Several fly homologs for genes within the 3q29 region have previously been associated with a range of neuronal defects during fly development (**S3 Table**). For example, loss of *dlg1* contributed to morphological and physiological defects at the neuromuscular junction (NMJ), as well as increased brain size, abnormal courtship behavior, and loss of gravitaxis response [35–37]. Similarly, *Pak* mutant flies exhibited extensive defects in the axonal targeting of sensory and motor neurons [38,39], in addition to abnormal NMJ and mushroom body development [40,41]. We sought to determine whether fly homologs for other genes in the 3q29 region also contribute to defects in neuronal function, and therefore performed climbing assays for motor defects and staining of larval brains for axonal targeting with pan-neuronal knockdown of the fly homologs. Interestingly, *Elav-GAL4* mediated pan-neuronal knockdown caused larval or pupal lethality in *dlg1*, *Tsf2*, and *CG5543* (*WDR53*) flies (**Fig 2A**), and about 30% of adult flies with knockdown of *dlg1* did not survive beyond day 5 (**S1 Fig**), indicating an essential role for these genes in neuronal development. Furthermore, we found that flies with pan-neuronal knockdown of several homologs of 3q29 genes, including *dlg1* and *Cbp20*, exhibited a strong reduction in climbing ability over ten days (**Fig 2B, S1 Video**), suggesting that these genes could contribute to abnormalities in synaptic and motor functions [42]. We next examined the axonal projections of photoreceptor cells into the optic lobe by staining third instar larval brains with anti-chaoptin. We found that *GMR-GAL4* mediated eye-specific knockdown of *Cbp20*, *dlg1*, *Pak* and *Fsn* (*FBXO45*) showed several axonal targeting defects (**S1 Fig, S4 Table**). Our results recapitulated the previous findings in *Pak* mutant flies [38], and were similar to targeting defects observed in models of other candidate neurodevelopmental genes, including *Drosophila* homologs for human *DISC1* and *FMR1* [43,44]. Overall, our data show that multiple conserved homologs of genes in the 3q29 region beyond just *dlg1* or *Pak* are important for *Drosophila* neurodevelopment.

### *Drosophila* eye models for genes within the 3q29 region show cellular defects

The *Drosophila* compound eye has been classically used to perform high-throughput genetic screens and quantitative assays of cellular and neurodevelopmental defects [45]. In fact, about two-thirds of all vital genes in the fly genome are predicted to be involved in fly eye development [46]. For instance, the *Drosophila* eye model was recently used to screen a large set of intellectual disability genes [47], and genetic interaction studies using the fly eye have identified modifier genes for Rett syndrome, spinocerebellar ataxia type 3, and other conserved developmental processes [48–50]. We used the developing fly eye as an *in vivo* system to quantify the effect of gene knockdown on adult eye morphology, cellular organization in the pupal eye, and cell proliferation and death in the larval imaginal eye disc (**Fig 1**, **S2 Fig**). The wild-type adult *Drosophila* eye consists of about 750 ommatidia containing different cell types arranged in a regular hexagonal structure, which can be easily perturbed by genetic modifications [51,52]. Because of this, we first performed eye-specific RNAi knockdown of fly homologs of genes in the 3q29 region using *GMR-GAL4*, and measured the rough eye phenotype of each knockdown line using *Flynotyper*, a quantitative tool that calculates a phenotypic score based on defects in ommatidial arrangement [53]. We found that eye-specific knockdown of 8/13 homologs of 3q29 genes showed significant external eye phenotypes compared with control *GMR-GAL4* flies, while knockdown of *Tsf2* caused lethality (**Fig 2C, S3 Fig**). For example, knockdown of *Cbp20* resulted in a severe rough eye phenotype that was comparable to knockdown of other neurodevelopmental genes [53], such as *Prosap* (*SHANK3*) and *kis* (*CHD8*) (**S5 Table**).

To examine the cellular mechanisms underlying the rough eye phenotypes observed with knockdown of fly homologs of 3q29 genes, we first measured changes in area and ommatidial size of the adult eyes. We found a significant reduction in eye size with knockdown of *CG8888* and *Cbp20*, while the eyes of flies with knockdown of *dlg1* were significantly larger than *GMR-GAL4* controls (**Fig 2D**). Similarly, we observed decreases in ommatidial diameter with knockdown of *Cbp20* and *CG8888*, suggesting that these genes may also contribute to abnormal cell growth phenotypes (**S3 Fig**). We also assessed the cellular structure of 44 hour-old pupal eyes by staining the ommatidial and photoreceptor cells with anti-DLG, a septate junction marker, and Phalloidin, a marker for F-actin at cell boundaries (**S2 Fig**). We found that knockdown of 11/12 tested homologs of 3q29 genes caused disorganization or loss of the photoreceptor neurons and ommatidial cells (**Fig 2E, S4 Fig, S6 Table**). For example, pupal eyes with knockdown of *CG8888*, *dlg1*, *Cbp20* and *CG5543* all showed defects in cone cell orientation and ommatidial rotation compared with control *GMR-GAL4* flies. Furthermore, *Cbp20* and *dlg1* knockdown flies showed hexagonal defects and severe disorganization of photoreceptor neurons, while *Cbp20* knockdown flies also showed fused secondary cells and *dlg1* knockdown flies showed a complete loss of bristle cells.

We next hypothesized that abnormal proliferation and apoptosis could contribute to the cellular defects observed with knockdown of fly homologs of 3q29 genes. To test this, we stained the third instar larval eye discs for select knockdowns of individual homologs of 3q29 genes with anti-pH3 (phospho-Histone H3 (Ser10)) and *Drosophila* caspase-1 (dcp1), markers for proliferating and apoptotic cells, and quantified the number of cells posterior to the morphogenetic furrow (**S2 Fig**). We observed a significant decrease in pH3-positive cells for *CG8888* knockdown flies and trends towards increased pH3-positive cells for *PIG-Z* (*PIGZ*) knockdown flies compared with *GMR-GAL4* controls (p = 0.165) (**Fig 2F, S4 Fig**), while knockdown of *dlg1* led to significant increases in cells stained with bromodeoxyuridine (BrdU), a marker for replicating cells (**S4 Fig**). Flies with knockdown of *Cbp20 or dlg1* also showed a significant increase in apoptotic dcp1-positive cells compared with controls (**Fig 2G**), which we validated using TUNEL assays for these lines (**S4 Fig**). We further tested for proliferation and apoptosis in the third instar larval wing discs of flies with knockdown of homologs of 3q29 genes using the *bx*^*MS1096*^*-GAL4* driver, and observed changes in both processes with knockdown of *dlg1*, *CG8888* and *Cbp20* (**S5 Fig**). Knockdown of *Cbp20* in particular showed dcp1-positive staining across the entire wing pouch in the larval wing disc. These data suggest that knockdown of multiple fly homologs of genes in the 3q29 region contribute to defects in apoptosis and proliferation during early development, leading to the observed defects in cell count and organization (**Table 1**).

**Table 1:** Summary of major experiments for knockdown of homologs of 3q29 genes show widespread cellular and neuronal defects.

**Experiment**		**RNAi knockdown of *Drosophila* homologs of 3q29 genes**						
**Phenotype**	**Assay**	*Cbp20*	*dlg1*	*Cbp20/dlg1*	*Cbp20/Fsn*	*Cbp20/CG8888*	*Cbp20/Diap1*	*dlg1/Diap1*
Adult eye morphology	Rough eye phenotype	Rough eye	Rough eye	Enhanced rough eye	Enhanced rough eye	Enhanced rough eye	Rescue	Rescue
	Necrotic patches	None (Present in homozygous KD)	None	Yes (more severe in homozygous KD)	Yes	None	None	None
	Eye area	Decreased area	Increased area	NA	NA	NA	Rescue	Rescue
Neuronal phenotypes	Climbing ability	Climbing defects	Climbing defects	Enhanced climbing defects	Enhanced climbing defects	NA	NA	NA
	Axonal targeting	Axon targeting defects	Axon targeting defects	Enhanced targeting defects	Enhanced targeting defects	NA	Rescue	Rescue
Cell organization (pupal eye)	DLG staining	Cellular defects	Cellular defects	Enhanced cellular defects	Enhanced cellular defects	Enhanced cellular defects	Rescue	Rescue
	Phalloidin staining	Loss of photoreceptors	Loss of photoreceptors	No change	Enhanced photoreceptor loss	Enhanced photoreceptor loss	Rescue	Rescue
Cell cycle (larval eye disc)	pH3 staining	No change	No change	No change	No change	Decreased proliferation	NA	NA
	BrdU staining	No change	Increased proliferation	NA	NA	NA	NA	NA
Apoptosis (larval eye disc)	dcp1 staining	Increased apoptosis	Increased apoptosis	Increased apoptosis	Increased apoptosis	Increased apoptosis	Rescue	Rescue
	TUNEL assay	Increased apoptosis	Increased apoptosis	Increased apoptosis	Increased apoptosis	Increased apoptosis	Rescue	Rescue
Cellular phenotypes (larval wing disc)	pH3 staining	Decreased proliferation	Increased proliferation	NA	NA	NA	NA	NA
	dcp1 staining	Increased apoptosis	Increased apoptosis	NA	NA	NA	NA	NA
RNA sequencing (adult heads)	Differential gene expression	Synaptic transmission, metabolism	Synaptic transmission, ion transport	Cellular respiration, protein folding	Cell cycle, response to stimulus	NA	NA	NA
**Experiment**		**Morpholino knockdown of *X*. *laevis* homologs of 3q29 genes**						
**Phenotype**	**Assay**	*ncbp2*	*fbxo45*	*pak2*	*ncbp2/fbxo45*	*ncbp2/pak2*	*ncbp2/xiap*	*fbxo45/xiap*
Craniofacial morphology	Eye area	Decreased area	Decreased area	Decreased area	NA	NA	Rescue	NA
	Midbrain area	Decreased area	Decreased area	Decreased area	No change	No change	Rescue	NA
	Forebrain area	Decreased area	Decreased area	Decreased area	Decreased area	No change	Rescue	NA
Apoptosis	Cleaved caspase-3 levels	Increased caspase-3	Increased caspase-3	NA	Increased caspase-3	NA	Rescue	Rescue

### Interactions between fly homologs of 3q29 genes enhance neuronal phenotypes

As knockdown fly models for homologs of multiple 3q29 genes showed a variety of neuronal, developmental, and cellular defects, we hypothesized that these genes could interact with each other to further disrupt cellular processes during development. We therefore generated *GMR-GAL4* recombined lines for nine fly homologs of 3q29 genes, and crossed these lines with multiple RNAi or mutant lines for other homologs to generate 161 two-hit crosses for testing 94 pairwise gene interactions (**Fig 1, S7 Table**). We found a significant enhancement in eye phenotypic severity, measured using *Flynotyper* and validated with a second line when available, for 39 pairwise knockdowns compared with recombined lines crossed with control flies (represented in the figures as *Cbp20*^*KK109448*^/*Control*) (**Fig 3A, S6 Fig, S7 Fig**). In fact, we found that 19 out of 21 pairwise interactions involving *Cbp20* as either a first or second-hit gene resulted in more severe eye phenotypes, suggesting that reduced expression of *Cbp20* drastically modifies the morphological phenotypes of other homologs of 3q29 genes (**Fig 3B–3D**). For further validation, we compared pairs of reciprocal crosses (i.e. *Fsn/CG8888* versus *CG8888*/*Fsn*) and confirmed concordant results for 19/26 reciprocal interactions, including 14/16 reciprocal interactions involving *Cbp20* (**S7 Table**). We also found a non-significant increase in severity for *dlg1/Pak* knockdown flies using both RNAi and mutant lines, concordant with enhanced neuromuscular junction and circadian rhythm defects observed in mutant *dlg1/Pak* flies described by Grice and colleagues [54].

**Fig 3:**
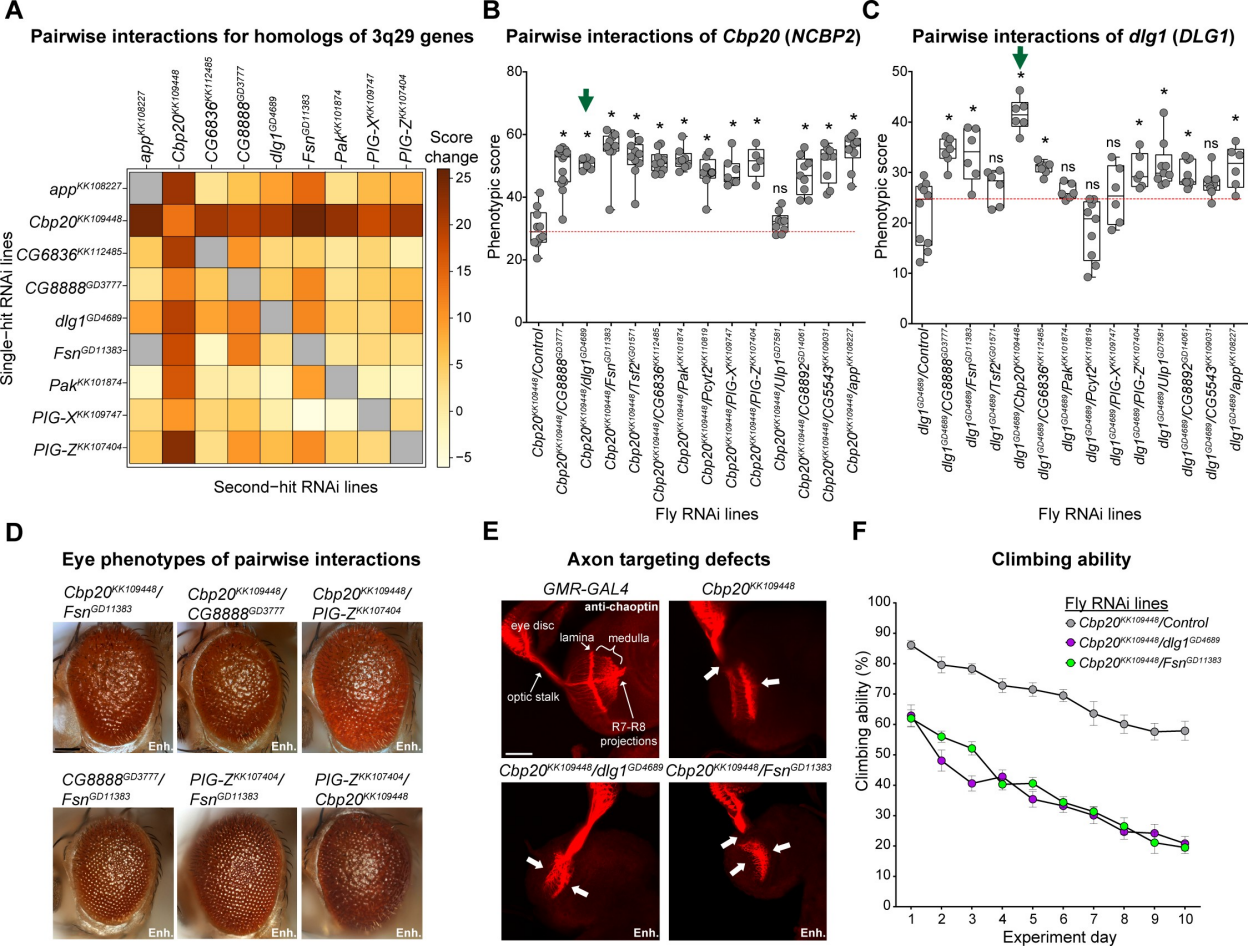
Screening for pairwise interactions of fly homologs of 3q29 genes in the *Drosophila* eye and nervous system. (**A**) Heatmap showing average changes in phenotypic scores for pairwise *GMR-GAL4* RNAi knockdown of fly homologs of 3q29 genes in the adult eye, compared with recombined lines for individual homologs of 3q29 genes crossed with controls. Gray boxes indicate crosses without available data. Boxplots of phenotypic scores for pairwise knockdown of (**B**) *Cbp20* and (**C**) *dlg1* with other fly homologs of 3q29 genes are shown (n = 5–14, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction). Green arrows indicate an example pair of reciprocal lines showing enhanced phenotypes compared with their respective single-hit recombined controls. Crosses with the mutant line *Tsf2*^*KG01571*^ are included along with RNAi lines for other homologs of 3q29 genes, as eye-specific RNAi knockdown of *Tsf2* was lethal. (**D**) Representative brightfield adult eye images of flies with pairwise knockdown of fly homologs of 3q29 genes (scale bar = 100 μm) show enhancement (Enh.) of rough eye phenotypes compared with recombined lines for individual homologs of 3q29 genes crossed with controls. (**E**) Representative confocal images of larval eye discs stained with anti-chaoptin (scale bar = 30 μm) illustrate enhanced defects (Enh.) in axon targeting (white arrows) from the retina to the optic lobes of the brain with eye-specific knockdown of *Cbp20*/*dlg1* and *Cbp20*/*Fsn* compared with *Cbp20* knockdown. Note that n = 9–17 larval eye disc preparations were assessed for each tested interaction. (**F**) Flies with pan-neuronal *Elav-GAL4* pairwise knockdown of homologs of 3q29 genes showed enhanced defects in climbing ability over ten days (two-way repeated measures ANOVA, p<4.00×10^−4^, df = 2, F = 7.966) compared with recombined *Cbp20* knockdown crossed with control. Data represented show mean ± standard deviation of 10 independent groups of 10 flies for each line tested. Results for the climbing assays were replicated in an independent experimental batch (**S14 Fig**). All boxplots indicate median (center line), 25th and 75th percentiles (bounds of box), and minimum and maximum (whiskers), with red dotted lines representing the control median. A list of full genotypes for fly crosses used in these experiments is provided in **S2 File**.

As *Cbp20* knockdown enhanced the rough eye phenotypes of multiple other homologs, we next tested for enhancement of neuronal defects among flies with knockdown of *Cbp20* and homologs of other 3q29 genes. We found that simultaneous knockdown of *Cbp20* with *dlg1* or *Fsn* led to an increase in severity of axon targeting defects (**Fig 3E**). For instance, while knockdown of *Cbp20* mostly led to mild-to-moderate axon targeting defects, such as loss of R7-R8 axon projection into the medulla, we observed more severe loss of projection for all axons with simultaneous knockdown of *Cbp20* and *dlg1* or *Fsn* (**S4 Table**). We also tested pan-neuronal *Elav-GAL4* knockdown of select pairs of homologs, and found that both *Cbp20/dlg1* and *Cbp20/Fsn* significantly enhanced the climbing defects observed with knockdown of *Cbp20* alone (**Fig 3F, S2 Video**). Overall, these data show that *Cbp20* interacts with other homologs of genes in the 3q29 region to enhance the observed cellular and neuronal defects (**Table 1**).

To further characterize the functional effects of interactions between homologs of 3q29 genes, we analyzed changes in gene expression by performing RNA-sequencing of heads from flies with select pan-neuronal knockdown of individual (*Cbp20*, *dlg1*, *Fsn*, and *Pak*) and pairs (*Cbp20/dlg1* and *Cbp20/Fsn*) of homologs of 3q29 genes. 

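RNA was sequenced from the heads of female flies with pan-neuronal knockdown of *Cbp20*, *dlg1*, *Fsn*, *Cbp20/dlg1* or *Cbp20/Fsn* under *Elav-GAL4*, and from 2 groups of *Elav-GAL4* controls. The RNAi lines came from the GD and KK collections of the Vienna Drosophila Resource Center, which differ in their genetic background. Flies with *dlg1* or *Fsn* knockdown were compared with controls of the GD background (Control GD), and flies with *Cbp20*, *Cbp20/dlg1* or *Cbp20/Fsn* knockdown with controls of the KK background (Control KK). The other individual knockdown was not analysed here. Each of the 7 groups had 3 biological replicates, giving 21 libraries. The authors aligned the reads with TopHat2 and counted them on each gene with HTSeq, and deposited raw counts without normalization. The counts were given separately for each sequencing batch. Of the 21 libraries, 17 had been sequenced in 3 batches and 4 in 2 batches, so no group was confined to a batch of its own, and the batches of each library were summed. Between 17712938 and 28759171 reads per library were counted on genes, with a median of 22289840. The median was 26623759 in Control GD, 22615443 in Control KK, 19935371 in *dlg1*, 21053819 in *Fsn*, 22289840 in *Cbp20*, 20107414 in *Cbp20/dlg1* and 22414634 in *Cbp20/Fsn* flies. Counts were normalized by the TMM method, given as CPM, which are counts scaled by library size, and tested with the quasi-likelihood test of edgeR, with all 21 libraries in 1 model. The low-count filter of edgeR left 10558 of the 17559 genes for testing. Differentially expressed genes were those with a log2 fold change above 1 or below −1 and a false discovery rate (FDR, Benjamini-Hochberg correction) under 0.05.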

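The targeted genes were examined first in every library. *Cbp20* (FBgn0022943) lies on chromosome 3R from 18164661 to 18165439 in the BDGP6.54 annotation. Its expression was 5.30 ± 0.289 CPM (SD, n = 3) in *Cbp20* knockdown flies and 14.51 ± 0.229 (SD, n = 3) in Control KK, or 36.5% of the control. In *Cbp20* flies the log2 fold change was −1.45 (standard error 0.0925, FDR = 4.75e-09 from the edgeR quasi-likelihood test with Benjamini-Hochberg correction). It was −1.30 in *Cbp20/dlg1* flies (40.8% of the control) and −1.23 in *Cbp20/Fsn* flies (42.6% of the control). *Fsn* (FBgn0043010, chromosome 2R, 13220939 to 13222459) was expressed at 18.8 ± 1.55 CPM (SD, n = 3) in *Fsn* flies and 27.7 ± 1.71 (SD, n = 3) in Control GD. Its log2 fold change was −0.56 in *Fsn* flies (standard error 0.0807, FDR = 7.2e-05, same edgeR test) and −0.53 in *Cbp20/Fsn* flies (FDR = 1.61e-04, same edgeR test), short of the fold-change threshold in both. *dlg1* (FBgn0001624, chromosome X, 11369665 to 11409776) was expressed at 353.6 ± 16.9 CPM (SD, n = 3) in *dlg1* flies and 402.1 ± 12.6 (SD, n = 3) in Control GD. All 3 *dlg1* libraries were below all 3 control libraries, but the log2 fold change of −0.19 had an FDR of 0.316 in the edgeR test. In *Cbp20/dlg1* flies the log2 fold change of *dlg1* was −0.35 (standard error 0.0988, FDR = 0.0238, same edgeR test).

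**Figure D1:**
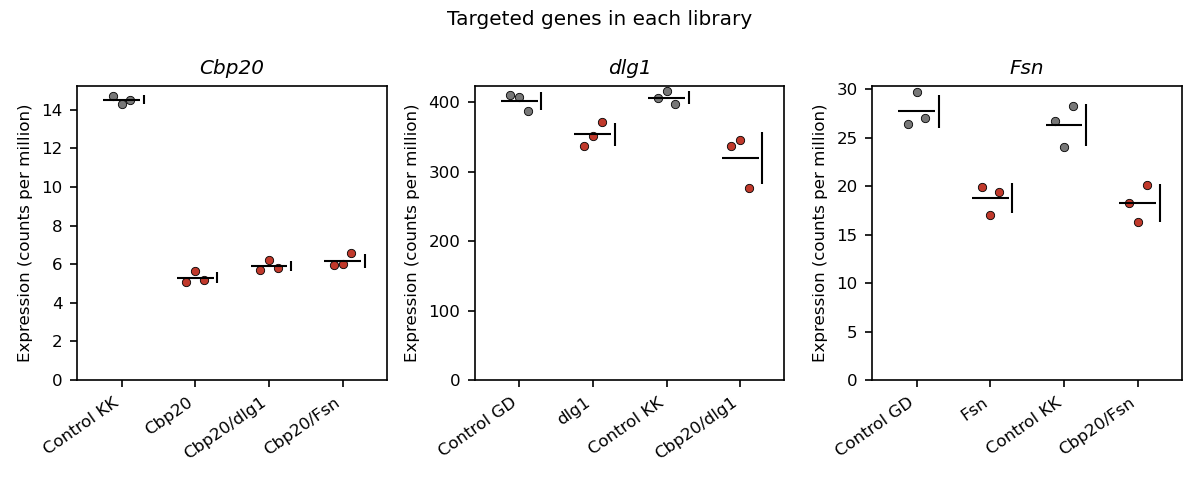
Expression of *Cbp20*, *dlg1* and *Fsn* in CPM for each library, by group. Points are biological replicates, horizontal lines are means and vertical lines extend 1 SD either side of the mean (n = 3). *Cbp20* fell to 36.5% to 42.6% of Control KK, while *dlg1* in *dlg1* flies stayed at 87.9% of Control GD.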

We identified differentially-expressed genes in each of the tested fly models compared with *Elav-GAL4* controls, and performed enrichment analysis on both differentially-expressed fly genes and their corresponding human homologs (**S3 File**). 

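Of the 10558 genes tested, 207 were differentially expressed in *dlg1* flies (136 higher and 71 lower than in Control GD) and 254 in *Fsn* flies (115 higher and 139 lower). Against Control KK, 342 genes were differentially expressed in *Cbp20* flies (125 higher and 217 lower), 214 in *Cbp20/dlg1* flies (137 higher and 77 lower) and 317 in *Cbp20/Fsn* flies (224 higher and 93 lower). Of the alternatives tried, dropping the fold-change threshold moved the counts most, with 4035 genes at an FDR under 0.05 in *Fsn* flies in place of 254. The libraries carry the same replicate numbers in every group, so the model was also fitted with the replicate number as a block. With that block, the counts were 198 for *dlg1*, 253 for *Fsn*, 339 for *Cbp20*, 214 for *Cbp20/dlg1* and 288 for *Cbp20/Fsn*. Libraries with the same number did not deviate together from their group means. The mean correlation of their deviations was −0.009 over 63 pairs with the same number. Deviations from a group mean sum to 0, so the value for pairs with different numbers follows from this one and is no separate comparison. Genes are not independent replicates, so these correlations across genes are descriptions of the libraries. The pairwise and individual knockdowns with *Cbp20* share the Control KK libraries, so their lists are not independent of each other.

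**Figure D2:**
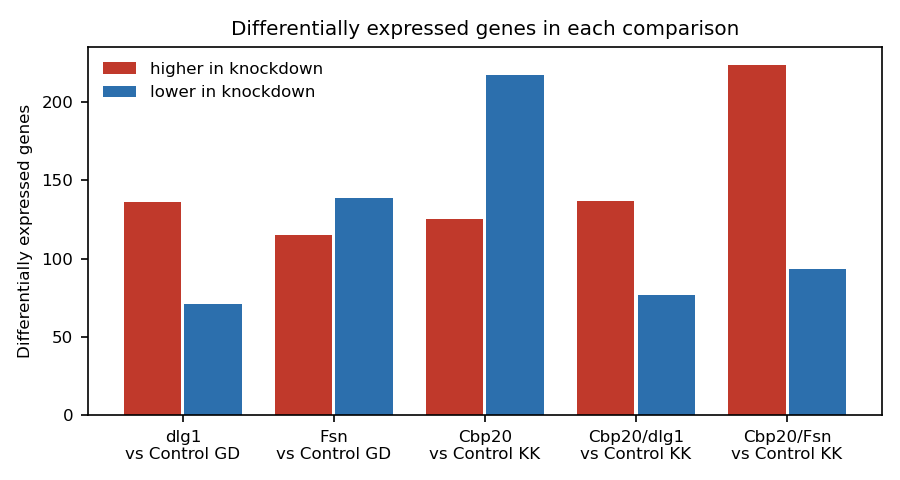
Number of differentially expressed genes higher and lower in the knockdown flies than in the matched *Elav-GAL4* control, for each of the 5 comparisons. *Cbp20* flies had the most lower genes (217) and *Cbp20/Fsn* flies the most higher genes (224).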

We found that knockdown of each individual homolog showed enrichment for dysregulation of cellular and developmental processes (**S8 Fig**). 

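The lists of the individual knockdowns overlapped in part. Of the differentially expressed genes, 37 were shared by *dlg1* and *Fsn* flies, 34 of them changed in the same direction. *Cbp20* flies shared 22 genes with *dlg1* flies and 67 with *Fsn* flies, and 6 of each changed in the same direction. The *dlg1* and *Fsn* lists share the Control GD libraries, while the *Cbp20* list was drawn against Control KK. Between these controls 355 genes were differentially expressed, which can by itself give opposite directions. The antennal gene *a10*, for example, had log2 fold changes of −5.34 in *Fsn* and 5.15 in *Cbp20* flies, and −4.93 in Control KK against Control GD. All 3 individual knockdowns had 16 genes in common. In *dlg1* flies the largest rises among genes with every knockdown library beyond every control library were those of *CG16826* and *whe*. *CG16826* (FBgn0032505, chromosome 2L of BDGP6.54, 13347773 to 13349020) was at 500.4 ± 237 CPM (SD, n = 3) in *dlg1* flies and 0.0725 ± 0.0952 (SD, n = 3) in Control GD. *whe* (FBgn0031176, chromosome X, 21402339 to 21402772) rose by 12.38 on the log2 scale (standard error 0.761, FDR = 1.39e-09 from the edgeR quasi-likelihood test with Benjamini-Hochberg correction). The Control GD libraries were at 0, 0.0746 and 0 CPM for *whe*, each resting on fewer than 3 counts, so the size of its rise is uncertain. With each replicate left out in turn, its log2 fold change ranged from 11.8 to 14.9. *NimC1* (FBgn0259896, chromosome 2L, 13973158 to 13976769) fell by 1.80 on the log2 scale (standard error 0.0728, FDR = 3.53e-12, same edgeR test). *Obp83a* (FBgn0011281, chromosome 3R, 5972155 to 5975245), an odorant-binding protein gene, had a log2 fold change of −2.43 (standard error 0.68, FDR = 0.0276, same edgeR test). It varied widely between Control GD libraries, with 29.9, 8.84 and 7.37 CPM, and lost significance in 3 of the 6 fits that each left out 1 replicate. With the replicate number as a block its FDR was 0.0538 in the same edgeR test. Against Control KK, its log2 fold change in *dlg1* flies was 2.57 (FDR = 0.0918, same edgeR test). The enrichment analysis of gene ontology terms was not repeated.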

For example, flies with knockdown of *dlg1* and *Cbp20* showed enrichment for dysregulation of homologs for human synaptic transmission genes, such as *Glt* (*NLGN1*) and *nAChRβ3* (*HTR3A*). Furthermore, flies with knockdown of *Cbp20* were enriched for dysregulated fly genes related to metabolic processes, while knockdown of *Fsn* led to dysregulation of fly genes involved in response to external stimuli and immune response. 

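*Glt* (FBgn0001114, chromosome 2L of BDGP6.54, 8672698 to 8676804) was expressed at 284.2 ± 35.1 CPM (SD, n = 3) in *Cbp20* flies and 684.3 ± 38.6 (SD, n = 3) in Control KK. This was a log2 fold change of −1.27 (standard error 0.0976, FDR = 3.04e-08 from the edgeR quasi-likelihood test with Benjamini-Hochberg correction). With each replicate left out in turn, it stayed between −1.37 and −1.19. Against Control GD, the log2 fold change in *Cbp20* flies was −0.42. In *dlg1* flies *Glt* had a log2 fold change of −0.35 against Control GD (FDR = 0.0245, same edgeR test), short of the fold-change threshold, and one of −1.20 against Control KK (FDR = 2.99e-08, same edgeR test). *nAChRbeta3* (FBgn0031261, chromosome 2L, 545129 to 547096) was expressed at 12.4 ± 1.29 CPM (SD, n = 3) in *dlg1* flies and 29.7 ± 3.15 (SD, n = 3) in Control GD. This was a log2 fold change of −1.26 (standard error 0.0998, FDR = 4.29e-08, same edgeR test), and it stayed between −1.34 and −1.20 with each replicate left out. In *Cbp20* flies the log2 fold change of *nAChRbeta3* was −0.09 (FDR = 0.537, same edgeR test). Against the matched controls, each of the 2 genes was past the threshold in 1 of the 2 knockdowns, and for *Glt* this depended on the control.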

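In *Cbp20* flies, *CG14106* (FBgn0260459, chromosome 3L of BDGP6.54, 13424571 to 13425671) and *hoka* (FBgn0035583, chromosome 3L, 4898900 to 4900869) showed the largest falls among genes with every knockdown library below every control library. *CG14106* had a log2 fold change of −7.84 (standard error 0.304, FDR = 1.28e-12 from the edgeR quasi-likelihood test with Benjamini-Hochberg correction), but −1.20 against Control GD, where it was no longer significant (FDR = 0.173, same edgeR test). *hoka* was at 2.38 ± 0.744 CPM (SD, n = 3) in *Cbp20* flies and 11.9 ± 0.740 (SD, n = 3) in Control KK. The odorant-binding protein gene *Os-C* (FBgn0010401, chromosome 3R, 7978959 to 7979614) was at 17.4, 11.2 and 2.50 CPM in the *Cbp20* libraries and had no counts in the Control KK libraries. It was at 16.3, 5.22 and 4.23 CPM in the Control GD libraries, and its log2 fold change against them was 0.29 (FDR = 0.795, same edgeR test). In *Fsn* flies, 14 of 15 antimicrobial peptide genes were differentially expressed, all lower than in Control GD. Their mean log2 CPM was 1.25 ± 0.76 (SD, n = 3) in *Fsn* flies and 4.33 ± 0.62 (SD, n = 3) in Control GD (2-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). *DptA* (FBgn0004240, chromosome 2R, 18865765 to 18866260) was at 5.78, 0.291 and 0.613 CPM in the *Fsn* libraries and 47.8, 87.7 and 241.4 in the Control GD libraries. *CecA1* (FBgn0000276, chromosome 3R, 30210874 to 30211273), which has close paralogs, fell by 5.44 on the log2 scale (standard error 1.09, FDR = 0.00121, same edgeR test). It was at 0.999, 0.0485 and 0.111 CPM in the *Fsn* libraries, where replicates 2 and 3 rest on fewer than 3 counts. With each replicate left out in turn, its log2 fold change ranged from −7.9 to −4.3. The mean of these 15 genes in Control KK minus that in Control GD was −3.64 on the log2 scale, and against Control KK the log2 fold change in *Fsn* flies was 3.11 for *DptA* (FDR = 0.313) and 1.75 for *CecA1* (FDR = 0.617, same edgeR test). *CG4650* (FBgn0032549, chromosome 2L, 14773814 to 14774981) rose in *Fsn* flies from 0.0923 ± 0.0189 to 13.3 ± 1.51 CPM (SD, n = 3).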

We also found that homologs of key signaling genes dysregulated in mouse models of the 3q29 deletion, reported by Baba and colleagues [15], were differentially expressed in our fly models for homologs of 3q29 genes. 

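The text of the paper does not list these signaling genes. S3 File pairs fly genes with human homologs, and its *Fsn* list holds *Hr38* and *sr* as homologs of NR4A and EGR genes. *Hr38* (FBgn0014859, chromosome 2L of BDGP6.54, 20683462 to 20714588) was expressed at 33.9 ± 8.04 CPM (SD, n = 3) in *Fsn* flies and 69.4 ± 1.40 (SD, n = 3) in Control GD. Its log2 fold change was −1.04 (standard error 0.138, FDR = 3.19e-05 from the edgeR quasi-likelihood test with Benjamini-Hochberg correction). *sr* (FBgn0003499, chromosome 3R, 18090803 to 18135583) was expressed at 32.2 ± 5.91 CPM (SD, n = 3) in *Fsn* flies and 67.7 ± 3.73 (SD, n = 3) in Control GD, a log2 fold change of −1.08 (standard error 0.110, FDR = 2.4e-06, same edgeR test). For both genes every *Fsn* library was below every Control GD library. Without *Fsn* replicate 1, the log2 fold change was −0.86 for *Hr38* and −0.94 for *sr*, short of the fold-change threshold. Against Control KK, the log2 fold change in *Fsn* flies was −0.25 for *Hr38* and −0.41 for *sr*.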

In fact, knockdown of *Fsn* led to altered expression for each of the “early immediate” signaling genes dysregulated in the deletion mouse model [15]. 

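In *Cbp20/dlg1* flies, *sordd2* (FBgn0052581, chromosome X of BDGP6.54, 15796908 to 15799162) showed one of the largest rises, from 0.0260 ± 0.0449 CPM in Control KK to 24.4 ± 2.29 (SD, n = 3). It reached 64.3 ± 1.41 (SD, n = 3) in *Cbp20/Fsn* flies. Among 13 antennal marker genes, listed before the data were examined, 9 were higher past the threshold in *Cbp20/dlg1* flies, and 9 in each of *Cbp20* and *Cbp20/Fsn* flies. Their mean log2 CPM was 0.51 ± 0.05 (SD, n = 3) in Control KK, 2.43 ± 0.61 (SD, n = 3) in Control GD and 2.40 ± 0.57 (SD, n = 3) in *Cbp20/dlg1* flies. The non-coding RNA gene *lncRNA:CR40469* (FBgn0058469) fell by 10.41 on the log2 scale in *Cbp20/dlg1* flies (standard error 0.247, FDR = 1.25e-16 from the edgeR quasi-likelihood test with Benjamini-Hochberg correction), but was at −0.65 against Control GD. In *Cbp20/Fsn* flies the heat shock cognate gene *Hsc70-2* (FBgn0001217) had a log2 fold change of −4.94 against Control KK and 1.00 against Control GD (FDR = 0.084 for the latter, same edgeR test).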

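Of the cell cycle genes in *Cbp20/Fsn* flies, *aurA* (FBgn0000147, chromosome 3R of BDGP6.54, 11963124 to 11964826) had a log2 fold change of 1.69 (standard error 0.248, FDR = 1.04e-04 from the edgeR quasi-likelihood test with Benjamini-Hochberg correction). Its expression was 4.87, 2.78 and 6.91 CPM in *Cbp20/Fsn* replicates 1, 2 and 3, and 1.59, 1.60 and 1.32 in the Control KK replicates. *Cdk1* (FBgn0004106, chromosome 2L, 10384739 to 10386262) was at 5.06, 0.398 and 7.81 CPM in the same replicates and 0.849 ± 0.219 (SD, n = 3) in Control KK, so that replicate 2 lay below every control library. *Cdk1* had a log2 fold change of 2.39 (standard error 0.789, FDR = 0.0436, same edgeR test), and it lost significance in 5 of the 6 fits that each left out 1 replicate. *lok* (FBgn0019686, chromosome 2L, 20061422 to 20064381) was at 11.0, 5.13 and 19.7 CPM against 5.79 ± 0.195 (SD, n = 3). *lok* had a log2 fold change of 1.04 (standard error 0.290, FDR = 0.0187, same edgeR test), and it was no longer past the threshold in 4 of those 6 fits. *CycE* (FBgn0010382, chromosome 2L, 15727581 to 15748150) was at 13.9, 4.42 and 17.9 CPM against 4.64 ± 0.223 (SD, n = 3), a log2 fold change of 1.38 (standard error 0.348, FDR = 0.0103, same edgeR test) that fell short of the threshold without replicate 3. With the replicate number as a block, *Cdk1* had an FDR of 0.0658 and *lok* a log2 fold change of 0.99, and neither was past the threshold. Against Control GD, *Cdk1* had an FDR of 0.0832, *lok* a log2 fold change of 0.82 (FDR = 0.0502) and *CycE* one of 0.96 (FDR = 0.0521, same edgeR test), and none of these 3 was past the threshold, while *aurA* remained past it at 1.60. For *Cdk1*, *lok* and *CycE*, the spread between *Cbp20/Fsn* replicates was many times that between the control replicates. The higher expression of these 3 genes rested on replicates 1 and 3.

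**Figure D3:**
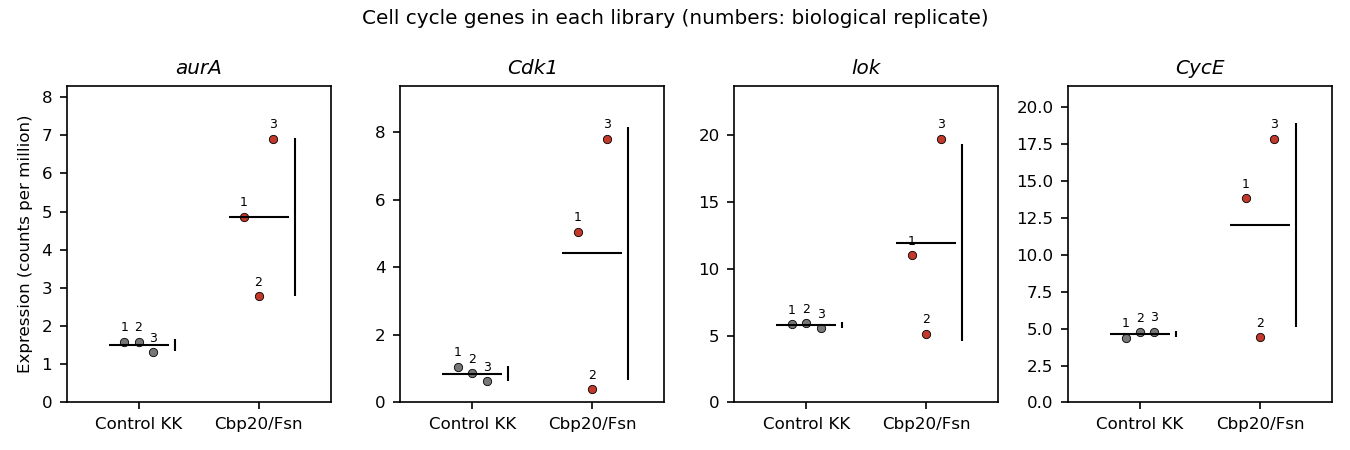
Expression of *aurA*, *Cdk1*, *lok* and *CycE* in CPM for each Control KK and *Cbp20/Fsn* library. Points are numbered by biological replicate, horizontal lines are means and vertical lines extend 1 SD either side of the mean (n = 3). *Cbp20/Fsn* replicate 2 sits at 0.398 for *Cdk1*, 5.13 for *lok* and 4.42 for *CycE*, apart from replicates 1 and 3.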

While dysregulated genes in *Cbp20/dlg1* knockdown flies showed enrichments for protein folding and sensory perception, *Cbp20/Fsn* knockdown flies were uniquely enriched for dysregulated homologs of cell cycle genes, including *Aura* (*AURKA*), *Cdk1* (*CDK1*), *lok* (*CHEK2*), and *CycE* (*CCNE1*) (**S8 Fig**). We similarly found 17 differentially-expressed homologs corresponding to human apoptosis genes in *Cbp20/Fsn* knockdown flies, including the DNA fragmentation gene *Sid* (*ENDOG*) and the apoptosis signaling genes *tor* (*RET*) and *Hsp70Bb* (*HSPA1A*). Furthermore, we found a strong enrichment for fly genes whose human homologs are preferentially expressed in early and mid-fetal brain tissues among the dysregulated genes in *Cbp20/Fsn* knockdown flies (**S8 Fig**). These data suggest that *Cbp20* interacts with other homologs of genes in the 3q29 region to disrupt a variety of key biological functions, including apoptosis and cell cycle pathways as well as synaptic transmission and metabolic pathways (**Table 1**).

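*Sid* (FBgn0039593, chromosome 3R of BDGP6.54, 28670704 to 28672021) was expressed at 4.06 ± 1.13 CPM (SD, n = 3) in *Cbp20/Fsn* flies and 1.73 ± 0.332 (SD, n = 3) in Control KK. Its log2 fold change was 1.22 (standard error 0.291, FDR = 0.00718 from the edgeR quasi-likelihood test with Benjamini-Hochberg correction), and 0.97 without *Cbp20/Fsn* replicate 2. Against Control GD it was −1.01. *tor* (FBgn0003733, chromosome 2R, 7705183 to 7709184) was at 2.12, 0.265 and 6.41 CPM in *Cbp20/Fsn* replicates 1, 2 and 3 and at 0.145 ± 0.0441 (SD, n = 3) in Control KK. Its log2 fold change of 4.27 (standard error 1.02, FDR = 0.00639, same edgeR test) lost significance without replicate 3. *Hsp70Bb* (FBgn0013278, chromosome 3R, 12505793 to 12508139) was at 273.6 ± 2.48 CPM (SD, n = 3) in *Cbp20/Fsn* flies and 0.589 ± 0.0739 (SD, n = 3) in Control KK, a log2 fold change of 8.86 (standard error 0.122, FDR = 2.09e-20, same edgeR test). *Hsp70Bb* has near-identical copies in the genome, between which the counting of reads could be split, so its level is uncertain. It was higher in every individual and pairwise knockdown, with log2 fold changes of 7.49 in *dlg1*, 6.69 in *Fsn*, 8.53 in *Cbp20* and 8.87 in *Cbp20/dlg1* flies. The number of differentially expressed homologs of human apoptosis genes was not recounted.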

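Among the 214 genes differentially expressed in *Cbp20/dlg1* flies, 132 were in neither individual list. The list shared 58 genes with *Cbp20* flies, 50 of them changed in the same direction, and 38 with *dlg1* flies, 23 of them in the same direction. Of these lists, only that of *dlg1* flies was drawn against Control GD. The pairwise knockdowns shared 138 genes with each other, all changed in the same direction. A gene absent from an individual list is not shown to differ from it, so the effect of each pair was also tested against the sum of the effects of its 2 individual knockdowns on the log2 scale. By the edgeR quasi-likelihood test with the same thresholds, 466 genes departed from the sum in *Cbp20/dlg1* flies (330 above and 136 below) and 274 in *Cbp20/Fsn* flies (175 above and 99 below). None of *aurA* (0.67, FDR = 0.303), *Cdk1* (2.37, FDR = 0.262), *lok* (1.05, FDR = 0.150) and *CycE* (1.48, FDR = 0.0838) departed from the sum past the threshold in *Cbp20/Fsn* flies in this edgeR test. With the replicate number as a block, the count for *Cbp20/dlg1* was 453, and that for *Cbp20/Fsn* also moved by less than 1.5 times. Control KK drops out of this test, which sets the difference between pairwise and *Cbp20* flies against that between the other individual knockdown and Control GD. A gene higher in Control GD than in that knockdown, as antennal genes were on average, is thereby moved above the sum. The counts are therefore not counts of interactions. From the genes dysregulated in the pairwise and individual knockdowns, the paper proposes that *Cbp20* interacts with other homologs of 3q29 genes to disrupt apoptosis, cell cycle, synaptic transmission and metabolic pathways.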

Finally, to complement the interactions among homologs of 3q29 genes that we identified in *Drosophila*, we examined the connectivity patterns of 3q29 genes within the context of human gene interaction databases. Gene interaction networks derived from co-expression and protein-protein interaction data [55,56] showed large modules of connected genes within the 3q29 region, including a strongly-connected component involving 11/21 3q29 genes (**Fig 4A and 4B**). However, the average connectivity among 3q29 genes within a brain-specific interaction network [57] was not significantly different from the connectivity of randomly-selected sets of genes throughout the genome (**Fig 4C**), suggesting that a subset of genes drive the complexity of genetic interactions within the region. This paradigm was previously observed among genes in the 22q11.2 deletion region, where interactions between *PRODH* and *COMT* modulate neurotransmitter function independently of other genes in the region [58]. In fact, five genes in the 3q29 region, including *NCBP2*, *PAK2*, and *DLG1*, showed significantly higher connectivity to other 3q29 genes compared with the average connectivity of random sets of genes (**Fig 4D**). Interestingly, *NCBP2* showed the highest connectivity of all genes in the region, further highlighting its role as a key modulator of genes within the region.

**Fig 4:**
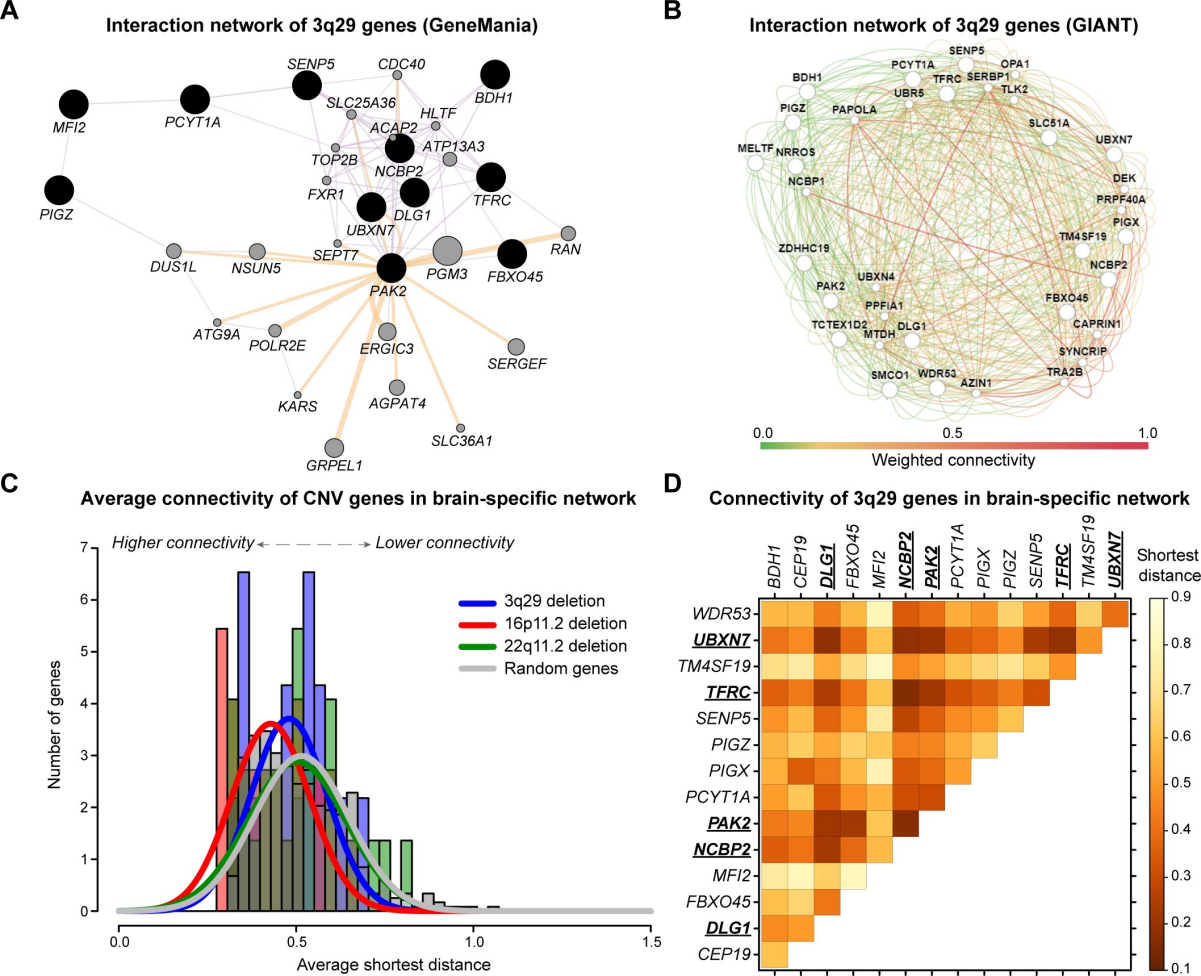
Connectivity of 3q29 genes in human gene interaction databases. **(A)** Genetic interactions of 3q29 genes in the context of a general human gene interaction network (GeneMania). The strongly connected component includes 11/21 total 3q29 genes. Black-shaded nodes represent the input 3q29 genes, while grey nodes represent connector genes in the network. Edge color represents the interaction data source (purple: co-expression, orange: predicted interaction), while edge thickness represents weighted scores for each interaction. **(B)** Genetic interactions of 19 genes in the 3q29 region in the context of a brain-specific human gene interaction network (GIANT). Large nodes represent the input 3q29 genes, while small nodes represent connector genes in the network. Edge color represents the weighted score for each interaction, from low connectivity (green) to high connectivity (red). **(C)** Histograms and smoothed normal distributions showing the average connectivity among genes in the 3q29 region (blue) along with two other large CNVs, 16p11.2 (red) and 22q11.2 deletion (green), within a brain-specific gene interaction network. Average connectivity is measured as the shortest weighted distance between two genes, with lower distances representing higher connectivity. Genes within the 3q29 and 22q11.2 deletions were not significantly more connected to each other (p>0.05, one-tailed Mann-Whitney test with Benjamini-Hochberg correction) than random sets of 21 genes throughout the genome (grey). However, genes within the 16p11.2 region were significantly more connected to each other than the random gene sets (p = 0.003, one-tailed Mann-Whitney test with Benjamini-Hochberg correction). **(D)** Pairwise connectivity of individual 3q29 genes within a brain-specific gene interaction network, excluding six genes not present in the network (*RNF168*, *ZDHHC19*, *LRRC33*, *OSTalpha*, *SMCO1*, and *TCTEX1D2*). Average connectivity is measured as the shortest weighted distance between two genes, with lower values representing higher connectivity. Underlined genes have a higher average connectivity (p<0.05, one-tailed Mann-Whitney test with Benjamini-Hochberg correction) to other genes in the region compared with random sets of 21 genes throughout the genome.

### Interactions between *Cbp20* and other homologs of 3q29 genes enhance apoptosis defects

Cell death and proliferation are two antagonistic forces that maintain an appropriate number of neurons during development [59]. In fact, both processes have been previously identified as candidate mechanisms for several neurodevelopmental disorders [60–62]. While knockdown of *Cbp20* with other homologs of 3q29 genes likely disrupts multiple cellular processes that contribute towards the enhanced cellular defects, we next specifically investigated the role of apoptosis towards these defects, as larval eye and wing discs with knockdown of *Cbp20* showed strong increases in apoptosis. We observed black necrotic patches on the ommatidia in adult eyes with knockdown of *Cbp20/dlg1* and *Cbp20/Fsn*, indicating that an increase in cell death occurs with these interactions (**Fig 5A, S9 Fig**). In fact, significantly larger regions of necrotic patches were observed in flies homozygous for *Cbp20* RNAi and heterozygous for *dlg1* RNAi (see **S2 File** for full genotype annotation), suggesting that the knockdown of both homologs contributes to ommatidial cell death (**Fig 5A**). Furthermore, we found an enhanced disruption of ommatidial cell organization and loss of photoreceptors in pupal flies with concomitant knockdown of *Cbp20* with *dlg1*, *Fsn* or *CG8888*, emphasizing the role of these genes in maintaining cell count and organization (**Fig 5B and 5C, S9 Fig, S8 Table**). Based on these observations, we next assayed for apoptotic cells in the larval eye discs of flies with knockdown of *Cbp20* and other homologs of 3q29 genes. We observed significant increases in the number of apoptotic cells, as measured by dcp1 (**Fig 5D and 5E**) and TUNEL staining (**S9 Fig**), when *Cbp20* was knocked down along with *CG8888*, *dlg1*, or *Fsn*. *Cbp20/CG8888* knockdown flies also showed a decreased number of pH3-positive cells, suggesting that both apoptosis and proliferation are affected by the interaction between these two genes (**Fig 5F**).

**Fig 5:**
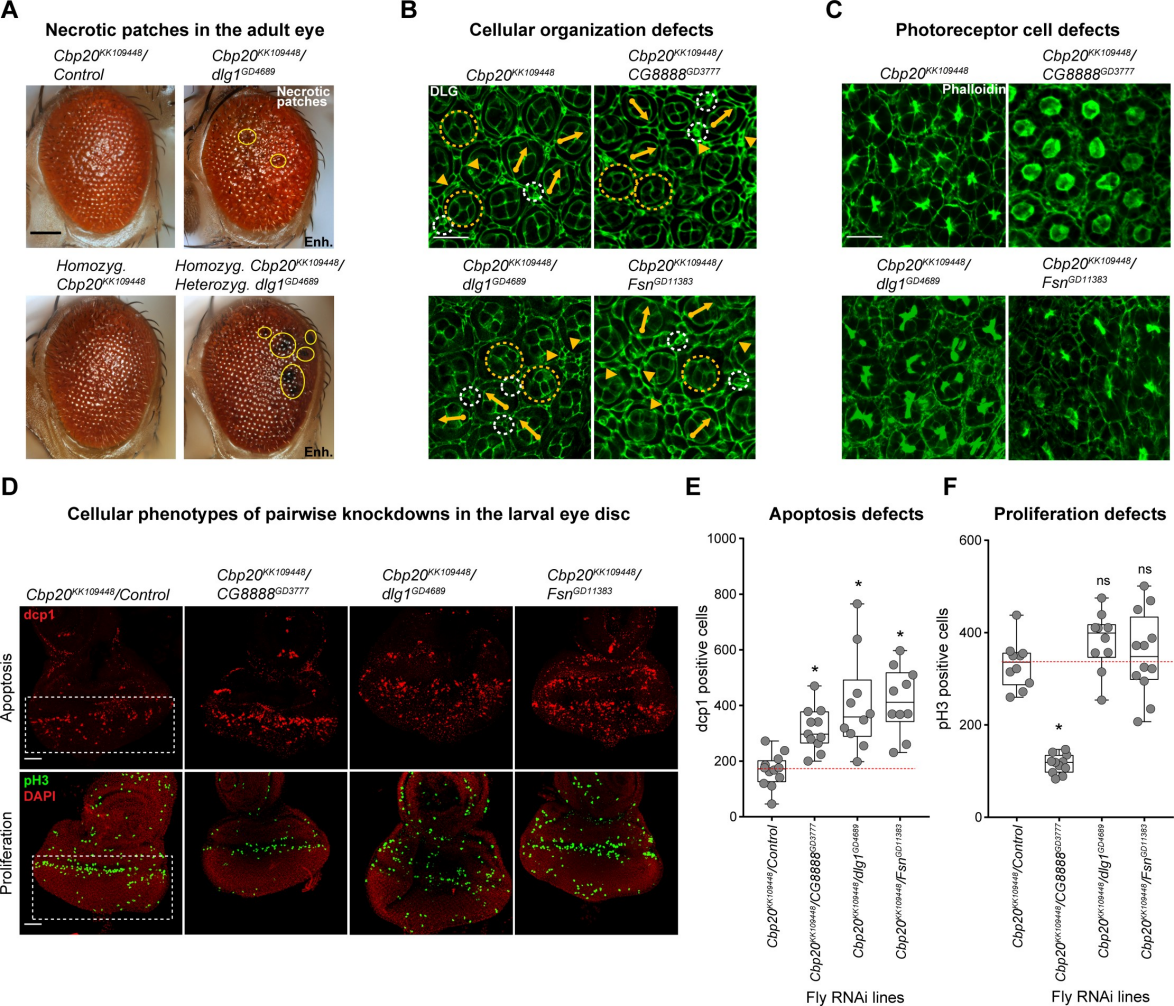
Cellular phenotypes with pairwise knockdown of fly homologs of 3q29 genes. (**A**) Representative brightfield adult eye images (scale bar = 100 μm) show that heterozygous *GMR-GAL4* RNAi knockdown of *dlg1* enhanced the rough eye phenotype and necrotic patches (yellow circles) of flies heterozygous or homozygous for *Cbp20* RNAi. (**B**) Representative confocal images of pupal eyes (scale bar = 5 μm) stained with anti-DLG illustrate enhanced defects in ommatidial organization upon concomitant knockdown of *Cbp20* with other fly homologs of 3q29 genes compared with *Cbp20* knockdown. Yellow circles in DLG images indicate cone cell defects, white circles indicate bristle cell defects, yellow arrows indicate rotation defects, and yellow arrowheads indicate secondary cell defects. We note that pupal eye images were taken at a higher intensity for lines with knockdown of *Cbp20*/*dlg1* to account for reduced expression of DLG (see Methods), as these images were only for visualization of cell boundaries in the pupal eye and not for any quantitative analysis. (**C**) Representative confocal images of pupal eyes (scale bar = 5 μm) stained with Phalloidin illustrate enhanced defects in photoreceptor cell count and organization upon concomitant knockdown of *Cbp20* and other fly homologs of 3q29 genes compared with *Cbp20* knockdown. (**D**) Representative confocal images of larval eye discs (scale bar = 30 μm) stained with anti-dcp1 (top) and anti-pH3 (bottom) show enhanced defects in apoptosis and cell proliferation with pairwise knockdown of *Cbp20* and other fly homologs of 3q29 genes compared with recombined *Cbp20* knockdown crossed with controls. (**E**) Boxplot of dcp1-positive cells in the larval eye discs of flies with pairwise knockdown of homologs of 3q29 genes (n = 10–11, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction). (**F**) Boxplot of pH3-positive cells in the larval eye discs of flies with pairwise knockdown of homologs of 3q29 genes (n = 10–12, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction). All boxplots indicate median (center line), 25th and 75th percentiles (bounds of box), and minimum and maximum (whiskers), with red dotted lines representing the control median. A list of full genotypes for fly crosses used in these experiments is provided in **S2 File**.

To validate apoptosis as a candidate mechanism for the cellular defects of flies with knockdown of homologs of 3q29 genes, we crossed recombined fly lines for *Cbp20* and *dlg1* with flies overexpressing *Diap1* (death-associated inhibitor of apoptosis). *Diap1* is an E3 ubiquitin ligase that targets *Dronc*, the fly homolog of caspase-9, and prevents the subsequent activation of downstream caspases that lead to apoptosis [63]. We found that overexpression of *Diap1* rescued the adult rough eye phenotypes (**Fig 6A and 6B, S10 Fig**) and increased the eye sizes of *Cbp20* and *dlg1* flies (**S10 Fig**). These observations were corroborated by the reversal of cellular changes in the eye upon *Diap1* overexpression, including the rescue of ommatidial structure and cell count deficits observed with knockdown of *Cbp20* and *dlg1* (**Fig 6D, S10 Fig**). Furthermore, overexpression of *Diap1* led to significant reductions in the number of TUNEL and dcp1-positive cells in the larval eye discs of flies with knockdown of *Cbp20* and *dlg1*, confirming the rescue of apoptosis defects in these flies (**Fig 6E and 6F**, **S10 Fig**). Interestingly, *Diap1* overexpression also suppressed the photoreceptor axon targeting defects observed with knockdown of *Cbp20* (**Fig 6G, S4 Table**), suggesting that the neuronal defects observed in these flies could be attributed to increased apoptosis. We further confirmed these mechanistic findings by observing increased severity in cellular phenotypes upon overexpression of *Dronc* in *Cbp20* and *dlg1* knockdown flies. For example, we observed black necrotic patches (**Fig 6A and 6C**) and exaggerated apoptotic responses (**Fig 6E and 6F**, **S10 Fig**) in *Cbp20* knockdown flies with overexpression of *Dronc*. These results suggest that apoptosis mediates the cellular defects observed in flies with knockdown of *Cbp20* and *dlg1*.

**Fig 6:**
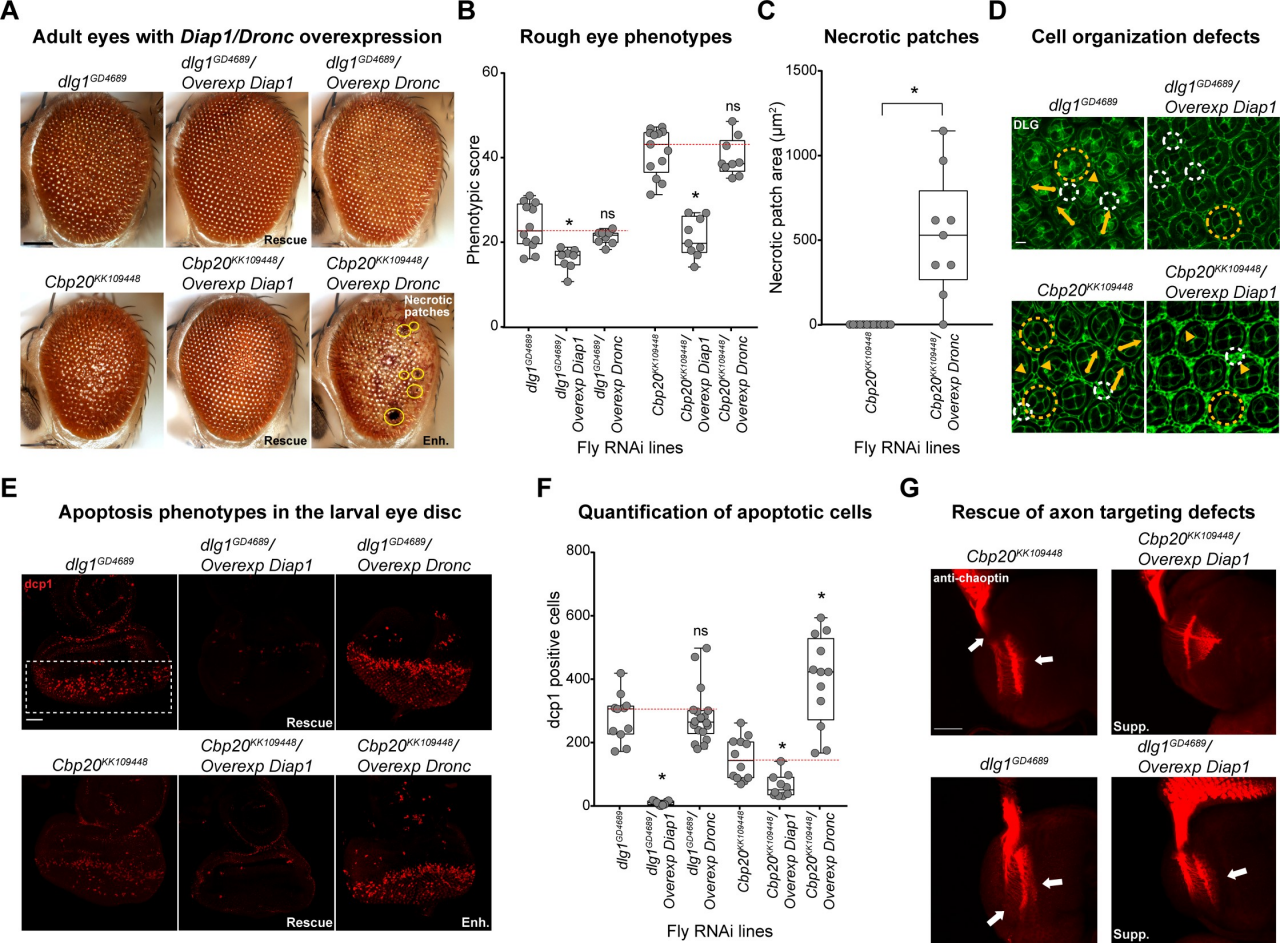
Rescue of cellular phenotypes due to knockdown of fly homologs of 3q29 genes with overexpression of the apoptosis inhibitor *Diap1*. (**A**) Representative brightfield adult eye images (scale bar = 100 μm) show rescue of rough eye phenotypes for flies with concomitant *GMR-GAL4* RNAi knockdown of *Cbp20* or *dlg1* and overexpression of *Diap1*, as well as enhanced (Enh.) phenotypes with overexpression of caspase-9 homolog *Dronc*. (**B**) Boxplot of phenotypic scores for flies with knockdown of *Cbp20* or *dlg1* and overexpression of *Diap1* or *Dronc* (n = 8–9, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction) is shown. (**C**) Box plot showing area of necrotic patches in adult fly eyes with knockdown of *Cbp20* and overexpression of *Dronc* (n = 9, *p = 1.14×10^−4^, one-tailed Mann–Whitney test with Benjamini-Hochberg correction) is shown. (**D**) Confocal images of pupal eyes (scale bar = 5 μm) stained with anti-DLG illustrate the rescue of ommatidial organization defects due to knockdown of *Cbp20* or *dlg1* upon overexpression of *Diap1*. Yellow circles in DLG images indicate cone cell defects, white circles indicate bristle cell defects, yellow arrows indicate rotation defects, and yellow arrowheads indicate secondary cell defects. We note that pupal eye images were taken at a higher intensity for lines with knockdown of *dlg1* to account for reduced expression of DLG (see Methods), as these images were only for visualization of cell boundaries in the pupal eye and not for any quantitative analysis. (**E**) Larval eye discs (scale bar = 30 μm) stained with anti-dcp1 show rescue of apoptosis phenotypes observed in flies with *Cbp20* and *dlg1* knockdown upon *Diap1* overexpression as well as enhanced (Enh.) phenotypes upon *Dronc* overexpression. (**F**) Boxplot of dcp1-positive cells in the larval eye discs of flies with knockdown of *Cbp20* or *dlg1* and *Diap1* or *Dronc* overexpression (n = 9–18, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction). (**G**) Representative confocal images of larval eye discs stained with anti-chaoptin (scale bar = 30 μm) illustrate the suppression (Supp.) of axon targeting defects (white arrows) observed in flies due to knockdown of *Cbp20* or *dlg1* with overexpression of *Diap1*. Note that n = 8–18 larval eye disc preparations were assessed for each interaction cross tested. All boxplots indicate median (center line), 25th and 75th percentiles (bounds of box), and minimum and maximum (whiskers), with red dotted lines representing the control median. A list of full genotypes for fly crosses used in these experiments is provided in **S2 File**.

### Homologs of 3q29 genes interact with canonical neurodevelopmental genes

We further explored the role of 3q29 genes in neurodevelopmental pathways by screening four fly homologs with strong neurodevelopmental phenotypes (*Cbp20*, *dlg1*, *CG8888*, and *Pak*) for interactions with homologs of 15 known human neurodevelopmental genes, for a total of 60 pairwise interactions and 153 two-hit crosses (**Fig 7A**). We selected these neurodevelopmental genes for screening based on their association with developmental disorders in humans [53,64], and included eight genes associated with apoptosis or cell cycle functions as well as four genes associated with microcephaly [65], a key phenotype observed in approximately 50% of 3q29 deletion carriers [8]. We found that 34 pairwise interactions, validated with a second line when available, led to significant increases in eye phenotypes compared with recombined lines for individual homologs of 3q29 genes (**S9 Table, S11 Fig**). These interactions included 19 validated interactions of homologs of 3q29 genes with apoptosis or cell cycle genes as well as ten interactions with microcephaly genes. We found that 13/15 homologs of neurodevelopmental genes, including all four microcephaly genes, enhanced the phenotypes observed with knockdown of *Cbp20* alone. Furthermore, knockdown of *dlg1* significantly enhanced the ommatidial necrotic patches observed with knockdown of *arm* (*CTNNB1*), while flies with concomitant knockdown of *Cbp20* and *arm* also showed increased necrotic patches (**Fig 7B, S9 Fig**). Interestingly, we also found that knockdown of *CG8888* and *dlg1* suppressed the rough eye phenotypes observed with knockdown of *Prosap* (*SHANK3*), while knockdown of *Pak* suppressed the phenotypes of both *Prosap* and *Pten* (*PTEN*) knockdown flies (**Fig 7B**). Several of these interactions have been previously observed to modulate neuronal function in model systems. For example, *SHANK3* interacts with *DLG1* through the mediator protein DLGAP1 to influence post-synaptic density in mice [66] and binds to proteins in the Rac1 complex, including PAK2, to regulate synaptic structure [67,68]. These results suggest that homologs of 3q29 genes interact with key developmental genes in conserved pathways to modify cellular phenotypes.

**Fig 7:**
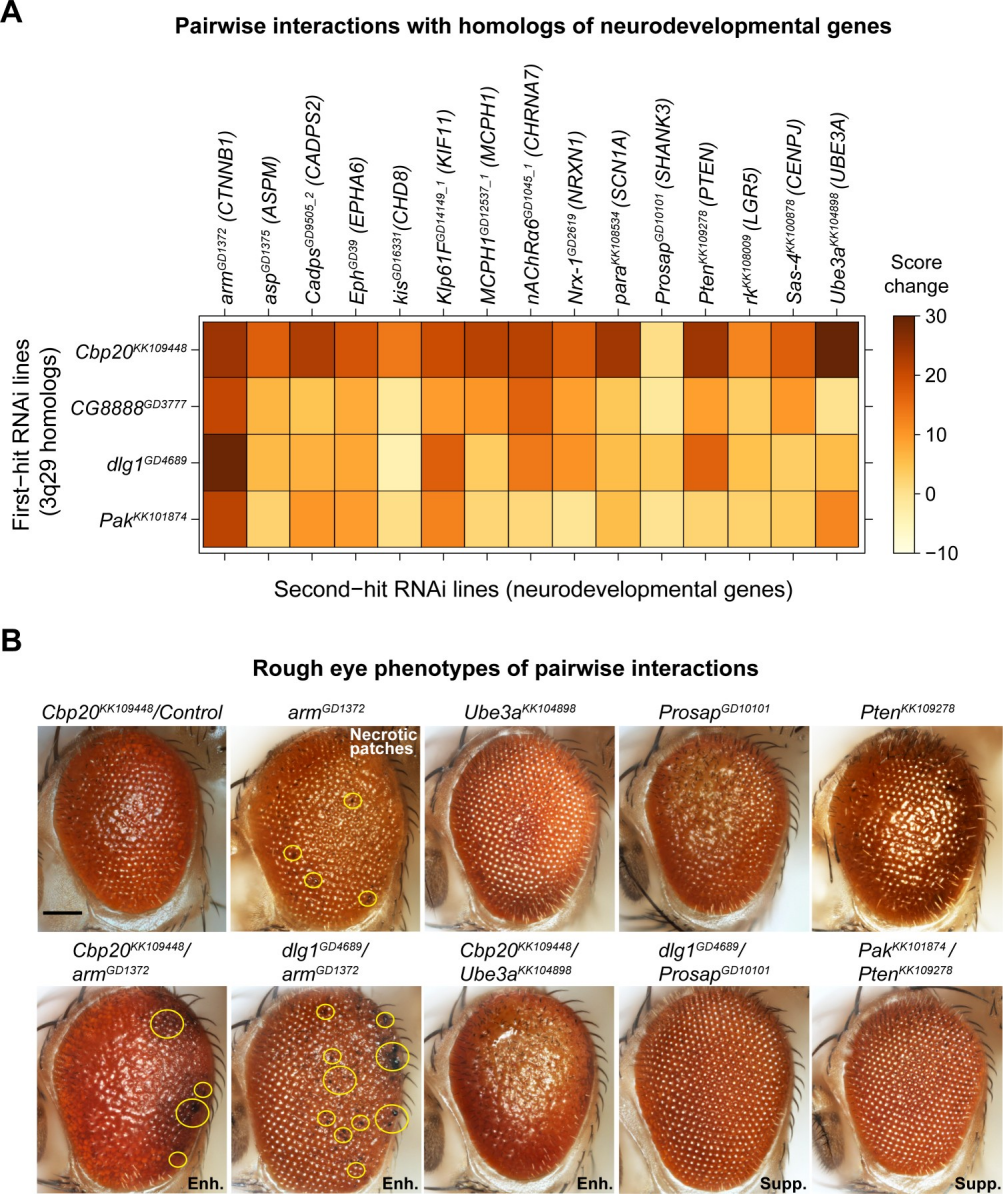
Pairwise interactions between fly homologs of 3q29 genes and other neurodevelopmental genes. (**A**) Heatmap showing the average changes in phenotypic scores for the *GMR-GAL4* pairwise RNAi knockdown of fly homologs for 3q29 genes and other neurodevelopmental genes (along with their human counterparts) in the adult eye, compared with recombined lines for individual homologs of 3q29 genes crossed with controls. (**B**) Representative brightfield adult eye images of flies with pairwise knockdown of fly homologs for 3q29 genes and known neurodevelopmental genes (scale bar = 100 μm) show enhancement (Enh.) or suppression (Supp.) of rough eye phenotypes and necrotic patches compared with flies with knockdown of individual homologs of neurodevelopmental genes. A list of full genotypes for fly crosses used in these experiments is provided in **S2 File**.

### Reduction of 3q29 gene expression causes developmental defects in *Xenopus laevis*

After identifying a wide range of neurodevelopmental defects due to knockdown of fly homologs of 3q29 genes, we sought to gain further insight into the conserved functions of these genes in vertebrate embryonic brain development using the *Xenopus laevis* model system. We examined the effect of targeted knockdown of *ncbp2*, *fbxo45*, and *pak2*, as homologs of these genes displayed multiple severe phenotypes with reduced gene expression in flies. Knockdown of *X*. *laevis* homologs for each 3q29 gene was accomplished using antisense morpholino oligonucleotides (MOs) targeted to early splice sites of each homolog (**Fig 1**). *X*. *laevis* embryos were injected at either the two- or four-cell stage with various concentrations of MO for each homolog or a standard control, and knockdown of each homolog was validated using qPCR (**S12 Fig**). As knockdown of *Cbp20*, *Fsn*, and *Pak* each resulted in neuronal defects in *Drosophila*, we first examined the effects of knockdown of these homologs on *X*. *laevis* brain development at stage 47. To test this, we knocked down each gene in half of the embryo at the two-cell stage, and left the other half uninjected to create a side-by-side comparison of brain morphology (**Fig 8A**). We performed whole-mount immunostaining with anti-alpha tubulin and found that reduced expression of *ncbp2*, *fbxo45*, and *pak2* each resulted in smaller forebrain and midbrain size compared with controls (**Fig 8A–8C**). We also found that simultaneous knockdown of *ncbp2* with *fbxo45* caused a significant decrease in forebrain size and a trend towards decreased midbrain size (p = 0.093) compared with *ncbp2* knockdown (**Fig 8A–8C**). Knockdown of *pak2* with *ncbp2* showed a similar trend towards decreased forebrain size (p = 0.051). Interestingly, the reduced brain volumes we observed with knockdown of homologs of 3q29 genes in *X*. *laevis* recapitulate the reduced brain volume observed in 3q29 deletion mice [14,15], suggesting that multiple genes in the 3q29 region contribute to this phenotype. We further examined the effect of knocking down homologs of 3q29 genes on *X*. *laevis* eye development at stage 42, and found that knockdown of these homologs caused irregular shapes and decreased size compared with controls (**S13 Fig**). The reductions in eye size were rescued to control levels when mRNA was co-injected along with MO for each homolog (**S13 Fig**). Together, these data show that individual and pairwise knockdown of homologs of 3q29 genes in *X*. *laevis* leads to abnormal brain and eye morphology, confirming the conserved role of these genes during vertebrate development.

**Fig 8:**
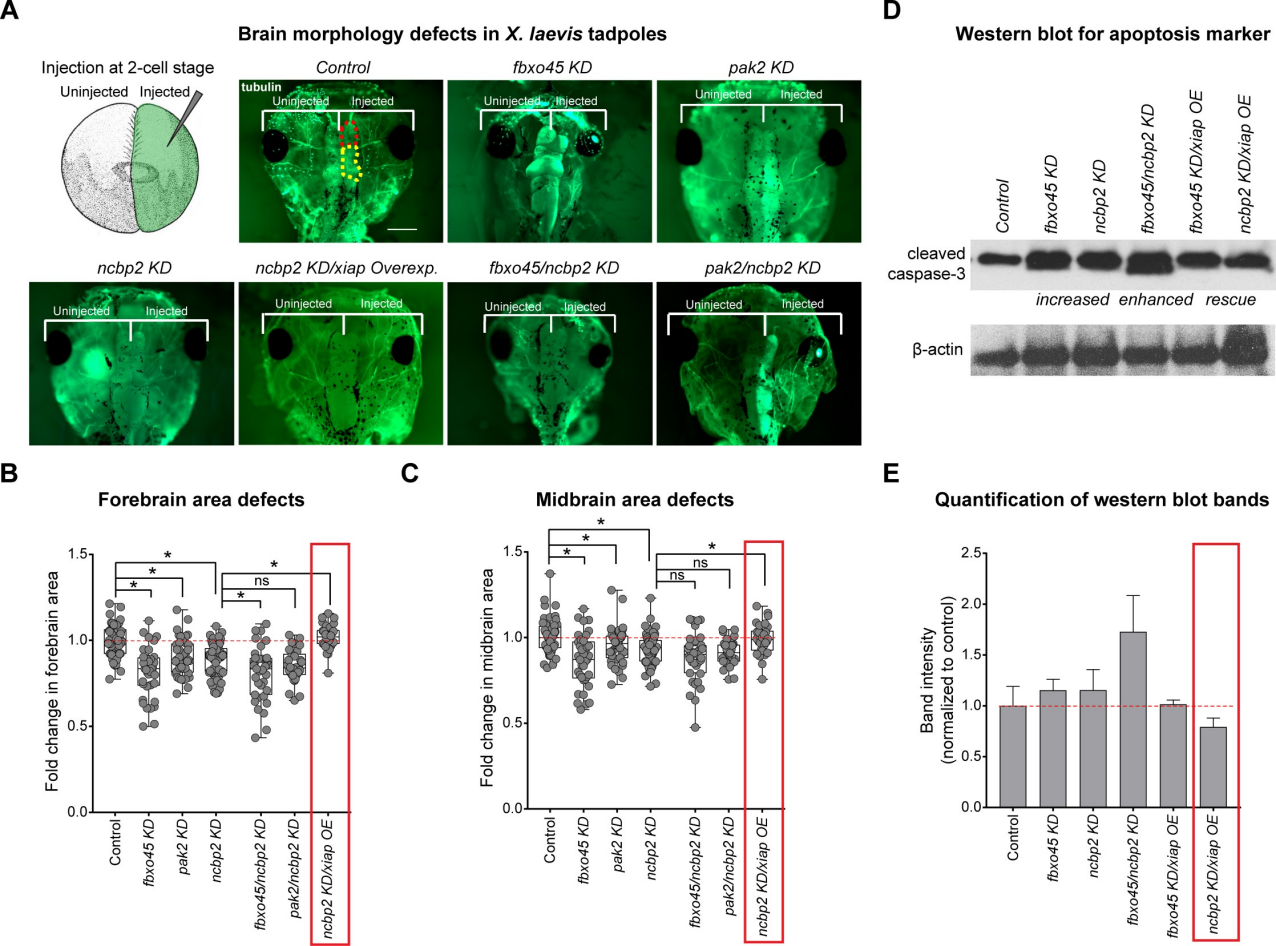
Developmental phenotypes observed with knockdown of homologs of 3q29 genes in *X*. *laevis* models. (**A**) To study brain morphology upon knockdown of *X*. *laevis* homologs of genes in the 3q29 region, one cell in a two-cell embryo was injected with single or multiple MOs for homologs of 3q29 genes while the other cell remained uninjected. Representative images of stage 47 *X*. *laevis* tadpoles (scale bar = 500 μm) with MO knockdown of *ncbp2*, *fxbo45* and *pak2* show morphological defects and decreased size, including decreased forebrain (highlighted in red on the control image) and midbrain (highlighted in yellow) area, compared with control tadpoles. Pairwise knockdown of *fbxo45* and *ncbp2* enhanced these phenotypes, which were also rescued with overexpression of *xiap*. (**B**) Box plot of forebrain area in *X*. *laevis* models with knockdown of homologs of 3q29 genes, normalized to controls (n = 30–63, *p < 0.05, two-tailed Welch’s T-test with Benjamini-Hochberg correction). Red box indicates rescue of decreased *ncbp2* forebrain area with overexpression of the apoptosis inhibitor *xiap*. (**C**) Box plot of midbrain area in *X*. *laevis* models with knockdown of homologs of 3q29 genes, normalized to controls (n = 30–63, *p < 0.05, two-tailed Welch’s T-test with Benjamini-Hochberg correction). Red box indicates rescue of decreased *ncbp2* midbrain area with overexpression of the apoptosis inhibitor *xiap*. (**D**) Western blot analysis of *X*. *laevis* whole embryos show increased intensity of cleaved caspase-3 bands at 19kD and 17kD with knockdown of homologs of 3q29 genes, including enhanced caspase-3 levels with knockdown of multiple homologs of 3q29 genes and rescued levels with *xiap* overexpression. β-actin was used as a loading control on the same blot. Representative western blot images shown are cropped; the full blots for both replicates are provided in **S12 Fig**. (**E**) Quantification of western blot band intensity for caspase-3 levels, normalized to the loading control. Red box indicates rescue of increased caspase-3 levels with overexpression of the apoptosis inhibitor *xiap*. All boxplots indicate median (center line), 25th and 75th percentiles (bounds of box), and minimum and maximum (whiskers), with red dotted lines representing the control median. The data shown for the brain area experiments represent pooled results of three experimental batches, and were normalized to the respective controls from each batch. *X*. *laevis* embryo diagrams were produced by Nieuwkoop and Farber [117] and adapted from Xenbase [120].

To determine if the knockdown of homologs of 3q29 genes also disrupted apoptotic processes in *X*. *laevis*, we tested whether overexpression of the X-linked inhibitor of apoptosis gene (*xiap*) could rescue the observed developmental defects. We found that overexpression of *xiap* rescued the midbrain and forebrain size deficits observed with *ncbp2* knockdown to control levels (**Fig 8A–8C**). Similarly, we found that the decreased eye sizes and morphological defects observed with knockdown of *ncbp2* were rescued with *xiap* overexpression (**S13 Fig**). To further validate these findings, we performed a western blot following knockdown of *fbxo45* and *ncbp2* using anti-cleaved caspase-3 (Asp175) as a marker for apoptosis (**Fig 8D, S12 Fig**). We found that reduction of *fbxo45* and *ncbp2* expression each led to an increase in cleaved caspase-3 levels compared with controls, which were restored to control levels with concomitant overexpression of *xiap* (**Fig 8E**). Caspase-3 levels were also enhanced when *fbxo45* and *ncbp2* were knocked down together (**Fig 8E**), suggesting that these two homologs interact with each other and contribute towards developmental phenotypes through increased apoptosis. Overall, these results suggest involvement of apoptotic processes towards the developmental phenotypes observed with knockdown of homologs of 3q29 genes in a vertebrate model (**Table 1**).

## Discussion

Using complementary *Drosophila* and *X*. *laevis* models, we interrogated developmental effects, cellular mechanisms, and genetic interactions of individual homologs of genes within the 3q29 region. Our major findings were recapitulated across both model systems (**Table 1**) and could also potentially account for the developmental phenotypes reported in mouse models of the entire deletion. Several themes have emerged from our study that exemplify the genetic and mechanistic complexity of the 3q29 deletion region.

*First*, our analysis of developmental phenotypes with knockdown of homologs for individual 3q29 genes showed that a single gene within the region may not be solely responsible for the effects of the deletion. In fact, we found that knockdown of 12 out of 14 fly homologs showed developmental defects in *Drosophila*, while every fly homolog showed an enhanced rough eye phenotype when knocked down along with at least one other homolog (**Fig 2**). Although our study is limited to examining conserved cellular phenotypes of homologs of 3q29 genes in *Drosophila* and *X*. *laevis*, evidence from other model organisms also supports an oligogenic model for the deletion. In fact, knockout mouse models for several 3q29 genes have been reported to exhibit severe developmental phenotypes, including axonal and synaptic defects in *Fbxo45*^*-/-*^ and embryonic lethality in *Pak2*^*-/-*^ and *Pcyt1a*^*-/-*^ knockout mice [69–71] (**S3 Table**). Notably, although *Dlg1*^*+/-*^ or *Pak2*^*+/-*^ mice showed a range of neuronal phenotypes compared with control mice, they did not recapitulate the major developmental and behavioral features observed in mouse models of the entire deletion [14,15,72], suggesting that the deletion phenotypes are contingent upon haploinsufficiency of multiple genes in the region (**S10 Table**). Furthermore, several 3q29 genes including *PAK2*, *DLG1*, *PCYT1A*, and *UBXN7* are under evolutionary constraint in humans, based on gene pathogenicity metrics (**S1 File**). Two genes in the 3q29 region without fly homologs, *CEP19* and *TFRC*, are also under evolutionary constraint in humans, with *TFRC* having been implicated in neural tube defects and embryonic lethality in mouse models [73]. While no common variants associated with neurodevelopmental traits have been observed in the 3q29 region [74], rare variants of varying effects in 9/21 genes have been identified among patients with different developmental disorders [75–77] (**S1 File**). These data, combined with our findings in *Drosophila* and *X*. *laevis*, implicate multiple genes within the 3q29 region as potential candidates for neurodevelopmental defects.

*Second*, our screening of 161 crosses between pairs of fly homologs of 3q29 genes identified 44 interactions that showed enhanced rough eye phenotypes, suggesting that complex interactions among genes in the 3q29 region could contribute towards developmental defects (**Fig 9A**). While we only tested a subset of all possible interactions among the non-syntenic homologs of 3q29 genes in *Drosophila*, our results highlight conserved mechanistic relationships between “parts”, or the individual genes, towards understanding the effects of the “whole” deletion. For example, knockdown of *Cbp20* enhanced the phenotypes of 11 out of 12 other fly homologs, suggesting that *NCBP2* could be a key modulator of other genes within the region. *NCBP2* encodes a subunit of the nuclear cap-binding complex (CBC), which binds to the 5’ end of mRNA and microRNA in the nucleus [78]. Given the role of the CBC in post-transcriptional regulatory mechanisms such as nonsense-mediated decay, alternative splicing and mRNA transport [79,80], it is possible that disruption of this complex could result in changes to a broad set of genes and biological processes. In fact, our analysis of differentially-expressed genes in *Cbp20* knockdown flies showed disruption of synaptic transmission, cellular respiration, and several metabolic pathways. In contrast to other proposed candidate genes in the 3q29 region, *NBCP2* is not predicted to be pathogenic on its own in humans (**S1 File**) and does not have identified deleterious mutations in sequencing studies of neurodevelopmental disease cohorts so far, indicating its potential role as a modifier of the other candidate genes in the region (**Fig 9B**). Our results also complement previous reports of synergistic interactions among fly homologs of 3q29 genes in the nervous system [54], representing another hallmark of an oligogenic model for the deletion. As these genetic interactions may vary across different species, developmental timepoints, and tissues, the role of these interactions should be more deeply explored using mouse and human cell culture models.

**Fig 9:**
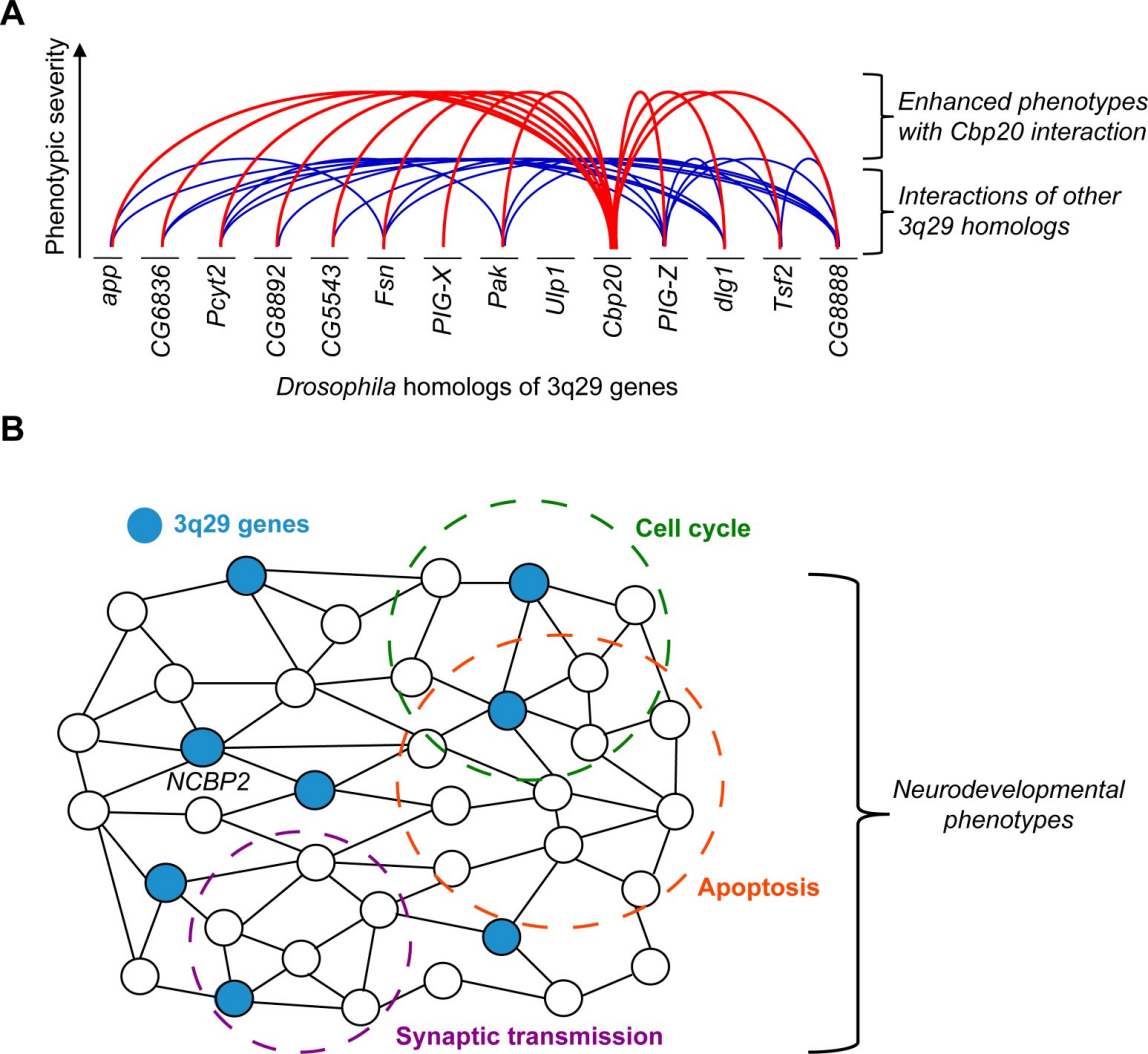
Interactions between *NCBP2* and other homologs of 3q29 genes contribute to neurodevelopmental defects through conserved cellular pathways. **(A)** We identified 44 interactions between pairs of *Drosophila* homologs of 3q29 genes. With the exception of *Ulp1* (*SENP5*), the cellular phenotypes of each homolog were significantly enhanced with simultaneous knockdown of *Cbp20*. While other homologs of 3q29 genes also interact with each other, our data suggest that *Cbp20* is a key modulator of cellular phenotypes within the deletion region. **(B)** Schematic representing the network context of *NCBP2* and other genes in the 3q29 region towards neurodevelopmental phenotypes. We propose that the effects of *NCBP2* disruption propagate through a network of functionally-related genes, including other 3q29 genes (highlighted in blue), leading to a cascade of disruptions in key biological mechanisms, including apoptosis and cell cycle pathways. These pathways jointly contribute towards the observed neurodevelopmental phenotypes.

*Third*, we identified disruptions to several cellular processes due to both single and pairwise knockdown of homologs in *Drosophila* and *X*. *laevis* models (**Table 1**). For example, simultaneous knockdown of homologs of *NCBP2* and *FBXO45* in *Drosophila* led to enhanced cellular disorganization (**Fig 5**) and altered expression of cell cycle and apoptosis genes (**S8 Fig**), as well as enhanced morphological defects and increased caspase-3 levels in *X*. *laevis* (**Fig 8**). We further found that overexpression of the apoptosis inhibitors *Diap1* and *xiap* rescued the cellular and neuronal phenotypes observed with knockdown of homologs of 3q29 genes (**Fig 6**), providing important validations for the potential involvement of apoptosis in the deletion (**Table 1**). We propose that *NCBP2* could modify several cellular and molecular processes that may not be directly related to apoptosis, but could instead lead to a cascade of biological events that ultimately result in apoptosis (**Fig 9B**). Apoptosis mechanisms are well-conserved between *Drosophila*, *X*. *laevis*, and humans, with key genes such as *XIAP* (*Diap1*), *CASP2* (*Dronc*), *CASP3* (*DrICE*), and *CASP7* (*Dcp-1*) sharing the same roles in programmed cell death across the three organisms [81–83]. In fact, we found that fly homologs of human genes annotated for apoptosis function in the Gene Ontology database were also enriched for apoptosis function (n = 1,063 fly homologs from 1,789 human apoptosis genes; p = 5.30×10^−13^, Fisher’s Exact test with Benjamini-Hochberg correction). Although we focused on testing apoptosis phenotypes with knockdown of homologs of 3q29 genes, we note that apoptosis is potentially one of many cellular pathways disrupted by the 3q29 deletion (**Fig 9B**). In fact, our data implicated knockdown of several homologs of 3q29 genes, including *dlg1* and *CG8888* (*BDH1*), towards abnormal cell proliferation during development. Furthermore, several 3q29 genes have been previously associated with apoptosis or cell cycle regulation functions (**S1 File**). For example, *DLG1* is a tumor suppressor gene whose knockdown in *Drosophila* leads to neoplasms in the developing brain and eye disc [84,85], while *PAK2* is a key downstream mediator of the ERK signaling pathway for neuronal extension and is activated by caspases during apoptosis [70,86,87]. Our results recapitulate the role of *DLG1* towards cell cycle regulation, and also implicate *NCBP2* and its interactions towards multiple cellular and developmental phenotypes.

More broadly, genes involved with apoptosis and cell proliferation have been implicated in several neurodevelopmental disorders. For example, we previously observed disrupted cell proliferation upon knockdown of *Drosophila* homologs of genes in the 16p11.2 deletion region, as well as an enrichment of cell cycle function among connector genes between pairs of 16p11.2 genes in a human brain-specific network [21]. Furthermore, abnormal apoptosis in the early developing brain has been suggested as a possible mechanism for the decreased number of neurons observed in individuals with autism and schizophrenia [62,88,89]. For example, increased apoptosis was observed in both postmortem brain tissue from autism patients [90] and primary fibroblasts from schizophrenia patients [91,92]. We found further support for the role of apoptosis in these disorders by identifying significant enrichments for genes associated with apoptotic processes among candidate genes for autism (empirical p<1.00×10^−5^) [77], intellectual disability (p<1.00×10^−5^) [93], and schizophrenia (p = 0.014) [76] (**S11 Table**). In fact, out of the 525 neurodevelopmental genes involved in apoptosis, 20 genes were present within pathogenic CNV regions [94], including *CORO1A*, *MAPK3* and *TAOK2* in the 16p11.2 region as well as *TBX1*, the causative gene for heart defects in DiGeorge/velocardiofacial syndrome [95] (**S4 File**). In addition to neuropsychiatric disorders, apoptosis has also been implicated in syndromic forms of microcephaly in humans [96] as well as decreased brain size in animal models of microcephaly genes [97,98]. For example, a mouse model of the Nijmegen breakage syndrome gene *NBN* exhibited increased neuronal apoptosis, leading to microcephaly and decreased body mass [99]. Overall, these findings highlight the importance of cell cycle-related processes, particularly apoptosis and proliferation, towards modulating neuronal phenotypes that could be responsible for developmental disorders.

In this study, the use of *Drosophila* and *X*. *laevis* models, both of which are amenable to high-throughput screening of developmental phenotypes, allowed us to systematically examine the conserved cellular and mechanistic roles of homologs of 3q29 genes and their interactions. Follow-up studies in more evolutionarily advanced systems, such as mouse or human cell lines, will be useful to overcome limitations of *Drosophila* and *X*. *laevis* models, including testing the neurodevelopmental phenotypes and interactions of 3q29 genes without fly homologs. Collectively, these results emphasize the utility of quantitative functional assays for identifying conserved pathways associated with neurodevelopmental disorders, which will hopefully allow for future discoveries of treatments for these disorders.

## Materials and methods

### Ethics statement

All *X*. *laevis* experiments were approved by the Boston College Institutional Animal Care and Use Committee (Protocol #2016–012) and were performed according to national regulatory standards.

### Fly stocks and genetics

Using reciprocal BLAST searches and orthology predictions from the DRSC Integrative Ortholog Prediction Tool (*DIOPT*) v.7.1 [100], we identified 15 fly homologs for the 21 human genes within the chromosome 3q29 region (**S1 Table**). No fly homologs were present for six genes, including *LRRC33*, *CEP19*, *RNF168*, *SMCO1*, *TFRC*, and *TM4SF19*. We used a similar strategy to identify homologs for other neurodevelopmental genes tested for interactions in this study. Gene Ontology-Slim (GO-Slim) terms for each human gene and fly homolog were obtained from PantherDB [101] and are provided in **S1 File**. RNAi lines for fly homologs were obtained from the Vienna Drosophila Resource Centre [102] (VDRC), including both KK and GD lines, and the Bloomington *Drosophila* Stock Center (BDSC) (NIH P40OD018537). A list of fly RNAi lines used in this study is provided in **S2 File**. Fly RNAi lines for homologs of 3q29 genes were tested for gene knockdown using quantitative PCR (**S1 Table**). As the available KK line for CG5359 (*TCTEX1D2*) showed a wing phenotype consistent with *tiptop* overexpression due to RNAi insertion at the 5’UTR of the gene [103], which we confirmed using qPCR analysis (**S5 File**), we excluded this gene from our experiments. Microarray data and modENCODE Anatomy RNA-Seq from FlyBase [104,105] showed that all of the 14 tested homologs were expressed in the fly central nervous system and eye tissues (**S1 Table**).

All fly stocks and crosses were cultured on conventional cornmeal-sucrose-dextrose-yeast medium at 25°C, unless otherwise indicated. RNAi lines were crossed with a series of *GAL4* driver lines to achieve tissue-specific knockdown of genes, including *w*^*1118*^*;da*-*GAL4* (Scott Selleck, Penn State) for ubiquitous, *w*^*1118*^*;dCad-GFP*,*GMR-GAL4/CyO* (Zhi-Chun Lai, Penn State) and *w*^*1118*^*;GMR-GAL4*;*UAS-Dicer2* (Claire Thomas, Penn State) for eye-specific, *w*^*1118*^,*bx*^*MS1096*^*-GAL4;;UAS-Dicer2* (Zhi-Chun Lai, Penn State) for wing-specific, and *w*^*1118*^,*Elav*-*GAL4* (Mike Groteweil, VCU) and *w*^*1118*^,*Elav-GAL4;;UAS-Dicer2* (Scott Selleck, Penn State) for pan-neuronal knockdown of gene expression. A list of full genotypes for all crosses tested in this study is provided in **S2 File**. To perform interaction studies, we generated recombined stock lines of *GMR-GAL4* with reduced expression of nine select homologs of 3q29 genes (**S2 File**). Females from these stocks with constitutively reduced gene expression for each of these genes were crossed with RNAi lines of other homologs to achieve simultaneous knockdown of two genes (**Fig 1**). We previously demonstrated that these two-hit crosses had adequate *GAL4* to bind to two independent *UAS-RNAi* constructs [21]. All unique biological materials described in the manuscript, such as recombined fly stocks, are readily available from the authors upon request.

### Quantitative polymerase chain reaction for *Drosophila* RNAi knockdowns

Levels of gene expression knockdown were confirmed using quantitative reverse-transcriptase PCR (qPCR) on RNA isolated from pooled groups of 35 fly heads per line tested (**S2 Table**). Briefly, RNAi lines were crossed with *Elav*-*GAL4* (to test RNAi line efficacy) or *Elav-GAL4;;UAS-Dicer2* (to test for *tiptop* overexpression) at 25°C to achieve pan-neuronal knockdown of the fly homolog. Adult fly heads at day 3 were separated by vortexing, and total RNA was isolated using TRIzol (Invitrogen, Carlsbad, CA, USA). cDNA was prepared using the qScript cDNA synthesis kit (Quantabio, Beverly, MA, USA). Quantitative PCR was performed using an Applied Biosystems Fast 7500 system with SYBR Green PCR master mix (Quantabio) to estimate the level of gene expression. All experiments were performed using three biological replicates of 35 fly heads each. Primers were designed using NCBI Primer-BLAST [106], with primer pairs separated by an intron in the corresponding genomic DNA. A list of primers used in the experiments is provided in **S2 Table**. The delta-delta Ct value method was used to obtain the relative expression of fly homologs in the RNAi lines compared with *Elav-GAL4* controls [107].

### Climbing assay

We set up fly crosses at 25°C with *Elav*-*GAL4* to obtain pan-neuronal knockdown for select homologs of 3q29 genes. For each RNAi line tested, groups of ten female flies were first allowed to adjust at room temperature for 30 minutes and then transferred to a climbing apparatus, made by joining two vials, and allowed to adjust for 5 minutes. The flies were tapped down to the bottom, and the number of flies climbing past the 8 cm mark measured from the bottom of the apparatus in 10 seconds was then counted (**S1 Video, S2 Video**). This assay was repeated nine additional times for each group, with a one-minute rest between trials. The sets of 10 trials for each group were repeated daily for ten days, capturing data for 100 replicates from day 1 until day 10, starting the experiments with 1-2-day old flies. All experiments were performed during the same time of the day for consistency of results.

### Imaging of adult fly eyes and wings

We crossed RNAi lines with *GMR-GAL4* and reared at 29°C for eye-specific knockdown and *bx*^*MS1096*^*-GAL4* at 25°C for wing-specific knockdown. For eye imaging, adult 2-3-day old female progenies from the crosses were collected, immobilized by freezing at -80°C, mounted on Blu-tac (Bostik Inc, Wauwatosa, WI, USA), and imaged with an Olympus BX53 compound microscope with LMPLan N 20X air objective using a DP73 c-mount camera at 0.5X magnification and a z-step size of 12.1μm. (Olympus Corporation, Tokyo, Japan). We used CellSens Dimension software (Olympus Corporation, Tokyo, Japan) to capture the images, and stacked the image slices using Zerene Stacker (Zerene Systems LLC, Richland, WA, USA). All eye images presented in this study are maximum projections of 20 consecutive optical z-sections. Adult wings were plucked from 2–5 day old female flies, mounted on a glass slide, covered with a coverslip and sealed with clear nail polish. The wings were imaged using a Zeiss Discovery V20 stereoscope (Zeiss, Thornwood, NY, USA) with ProgRes Speed XT Core 3 camera (Jenoptik AG, Jena, Germany) using a 40X objective, and wing images were captured with ProgRes CapturePro v.2.8.8 software.

### Quantitative phenotyping of fly eyes using *Flynotyper*

We used a computational method called *Flynotyper* (http://flynotyper.sourceforge.net) to measure the degree of roughness of the adult eyes with knockdown of individual or pairs of homologs [53]. The software uses an algorithm to detect the center of each ommatidium, and calculates a phenotypic score based on the number of ommatidia detected, the lengths of six local vectors with direction pointing from each ommatidium to the neighboring ommatidia, and the angle between these six local vectors (**S2 Fig**). Eye areas, ommatidial diameter, and areas of necrotic patches, which may not be reflected in the *Flynotyper* scores, were measured using ImageJ [108]. Significant pairwise interactions were reported as “validated” when multiple RNAi or mutant lines, if available, showed the same phenotype (**S7 Table, S9 Table**).

### Immunohistochemistry of eye and wing discs

Third instar larval and 44-hour-old pupal eye discs, reared at 29°C, and third instar larval wing discs, reared at 25°C, were dissected in 1X phosphate-buffered saline (PBS) and fixed in 4% paraformaldehyde for 20 minutes. The eye and wing discs were then washed thrice in PBT (PBS with 0.1% Triton-X) for 10 minutes each, treated with blocking solution (PBS with 1% normal goat serum (NGS) for eye discs, or 1% bovine serum albumin (BSA) for wing discs) for 30 minutes, and then incubated overnight with primary antibodies at 4°C. Rabbit anti-cleaved *Drosophila* dcp1 (Asp216) (1:100; 9578S, Cell Signaling Technology, Danvers, MA, USA), a marker for cells undergoing apoptosis, and Mouse anti-phospho-Histone H3 (S10) antibody (1:100; 9706L, Cell Signaling Technology), a mitotic marker for measuring proliferating cells, were used to assay cell proliferation and apoptosis defects in larval eye and wing discs. Mouse anti-DLG (1:200; 4F3, DSHB, Iowa City, Iowa, USA), a septate junction marker, and Rhodamine Phalloidin (1:200; R415, Invitrogen Molecular Probes, Carlsbad, CA, USA), an F-actin marker, were used to visualize and count ommatidial cells and photoreceptor cells in pupal eyes. Mouse anti-chaoptin (1:200; 24B10, DSHB) was used to visualize retinal axon projections. Preparations were then washed thrice with PBT for 10 minutes, and incubated for two hours with fluorophore-conjugated secondary antibodies (Alexa fluor 568 goat anti-mouse (1:200) (A11031), Alexa fluor 488 goat anti-mouse (1:200) (A11029), Alexa fluor 647 goat anti-rabbit (1:200) (A21245), and Alexa fluor 647 goat anti-mouse (1:200) (A21236), Invitrogen Molecular Probes, Carlsbad, CA, USA)) with gentle shaking. Preparations were washed thrice in PBT for 10 minutes, and the tissues were then mounted in Prolong Gold antifade mounting media with DAPI (P36930, Thermo Fisher Scientific, Waltham, MA, USA) or Vectashield hard set mounting media with DAPI (H-1500, Vector Laboratories, Burlingame, CA, USA) for imaging.

### Bromouridine staining

Third instar larval eye discs were dissected in 1X PBS and immediately transferred to Schneider’s Insect Media (Sigma-Aldrich, St. Louis, MO). The tissues were then incubated in 10 μM BrdU (Sigma-Aldrich) at 25°C for one hour with constant agitation to allow for incorporation of BrdU into DNA of replicating cells during the S-phase of cell cycle. The samples were washed thrice with PBS for five minutes each and fixed in 4% paraformaldehyde for 20 minutes. To denature DNA, the tissues were acid-treated in 2N HCl for 20 minutes, neutralized in 100 mM Borax solution for 2 minutes, washed thrice in 10X PBT (PBS with 0.1% Tween-20) for 10 minutes, and treated with blocking solution (PBS, 0.2% Triton X-100, 5% NGS) for one hour. The tissues were then incubated in mouse anti-BrdU (1:200; G3G4, DSHB, Iowa City, Iowa, USA) and diluted in blocking solution overnight at 4°C. The next day, the tissues were washed thrice in PBT for 20 minutes each and incubated in Alexa fluor 568 goat anti-mouse (1:200, Invitrogen Molecular Probes, Carlsbad, CA, USA) for two hours with constant agitation. Finally, the samples were mounted in Prolong Gold antifade reagent with DAPI (Thermo Fisher Scientific, Waltham, MA, USA) for imaging.

### Terminal deoxynucleotidyl transferase (TUNEL) Assay

The levels of cell death in the developing eye were evaluated by staining using the *In Situ* Cell Death Detection Kit, TMR Red (Roche, Basel, Switzerland). The third instar larval eye discs were dissected in 1X PBS and fixed in 4% paraformaldehyde for 20 minutes at room temperature, followed by three 10-minute washes with PBS. The dissected tissues were permeabilized by treating with 20 μg/ml proteinase K (Sigma-Aldrich, St. Louis, MO, USA) for two minutes, washed thrice in PBT (PBS with 0.1% Triton-X) for 5 minutes each, fixed in 4% paraformaldehyde for 15 minutes, and washed thrice again in PBT for 10 minutes each. The tissues were then incubated overnight with TUNEL (terminal deoxynucleotidyl transferase dUTP nick end labeling) reaction mixture at 4°C per the manufacturer’s instructions, and washed five times in PBT for 15 minutes each. Finally, tissues were mounted in Prolong Gold antifade containing DAPI (Thermo Fisher Scientific, Waltham, MA, USA) for imaging.

### Confocal imaging and analysis

Confocal images of larval and pupal eye and wing discs were captured using an Olympus Fluoview FV1000 laser scanning confocal microscope (Olympus America, Lake Success, NY). Maximum projections of all optical sections were generated for display. As DLG staining was only used to visualize cell boundaries in the pupal eye and not for any expression or quantitative analysis, we increased the laser intensity from 400-490V in control flies to 530-570V in flies with knockdown of *dlg1* to account for decreased DLG expression. Acquisition and processing of images was performed using the Fluoview FV10-ASW 2.1 software (Olympus Corporation, Tokyo, Japan), and the z-stacks of images were merged using ImageJ [108]. The number of pH3, BrdU, TUNEL, and dcp1-positive cells from larval eye discs were counted using two ImageJ plugins, AnalyzeParticles and Image-based Tool for Counting Nuclei (ITCN). As we found a strong correlation (Pearson correlation, r = 0.736, p<2.2x10^-16^) between the two methods (**S2 Fig**), all cell counts displayed for eye data were derived from ITCN analysis. Proliferating cells in larval wing discs stained with pH3 were counted using AnalyzeParticles, and apoptotic cells in wing discs stained with dcp1 were analyzed using manual counting. Images stained with anti-chaoptin were manually scored as having either “mild” (minor axon disorganization compared with control), “moderate” (partial loss of axon projection. i.e. loss of R7-R8 projection into the medulla), or “severe” (loss of projections for most axons at the lamina) axon targeting defects.

### Differential expression analysis of transcriptome data

We performed RNA sequencing (RNA-Seq) of samples isolated from three biological replicates of 35 fly heads each for individual (*Cbp20*, *dlg1*, *Fsn*, *Pak*) and pairwise (*Cbp20/dlg1*, *Cbp20/Fsn*) *Elav-GAL4* mediated knockdowns of homologs of 3q29 genes. We compared gene expression levels of each cross to VDRC control flies carrying the same genetic background (GD or KK control lines crossed with *Elav-GAL4*). We prepared cDNA libraries for the three biological replicates per genotype using TruSeq Stranded mRNA LT Sample Prep Kit (Illumina, San Diego, CA), and performed single-end sequencing using Illumina HiSeq 2000 at the Penn State Genomics Core Facility to obtain 100 bp reads at an average coverage of 36.0 million aligned reads/sample. We used Trimmomatic v.0.36 [109] for quality control assessment, TopHat2 v.2.1.1 [110] to align the raw sequencing data to the reference fly genome and transcriptome (build 6.08), and HTSeq-Count v.0.6.1 [111] to calculate raw read counts for each gene. edgeR v.3.20.1 [112] (generalized linear model option) was used to perform differential expression analysis, and genes with log_2_-fold changes >1 or <-1 and false-discovery rates <0.05 (Benjamini-Hochberg correction) were considered to be differentially expressed (**S3 File**). Human homologs of differentially-expressed fly genes (top matches for each fly gene, excluding matches with “low” rank) were identified using DIOPT [100]. Enrichment analysis of Panther GO-Slim Biological Process terms among the differentially-expressed fly genes and their human homologs was performed using the PantherDB Gene List Analysis tool [101]. Enrichments for genes preferentially expressed in the developing brain were calculated using the Cell-type Specific Expression Analysis tool [113] based on expression data from the BrainSpan Atlas [114].

### *X*. *laevis* embryos

Eggs collected from female *X*. *laevis* frogs were fertilized *in vitro*, dejellied, and cultured following standard methods [115,116]. Embryos were staged according to Nieuwkoop and Faber [117].

### Morpholino and RNA constructs

Morpholinos (MOs) were targeted to early splice sites of *X*. *laevis ncbp2*, *fbxo45*, *pak2*, or standard control MO, purchased from Gene Tools LLC (Philomath, OR, USA). MO sequences are listed in **S12 Table**. For knockdown experiments, all MOs were injected at either the 2-cell or 4-cell stage, with embryos receiving injections two or four times total in 0.1X MMR media containing 5% Ficoll. Control and *fbxo45* MOs were injected at 10ng/embryo, *ncbp2* and control MOs were injected at 20ng/embryo, and *pak2* and control MOs were injected at 50ng/embryo. For rescue experiments (**S13 Fig**), the same amounts of MOs used in the KD experiments were injected along with gene-specific mRNA tagged with GFP (800pg/embryo for *xiap*-GFP; 1000pg/embryo for *ncbp2*-GFP and *fbxo45*-GFP, and 300pg/embryo for *pak2*-GFP) in the same injection solution. Capped mRNAs were transcribed *in vitro* using SP6 or T7 mMessage mMachine Kit (Thermo Fisher Scientific, Waltham, MA, USA). RNA was purified with LiCl precipitation. *X*. *laevis ncbp2*, *fbxo45*, *pak2*, and *xiap* ORFs obtained from the European *Xenopus* Resource Center (EXRC, Portsmouth, UK) were gateway-cloned into pCSf107mT-GATEWAY-3’GFP destination vectors. Constructs used included *ncbp2*-GFP, *fbxo45*-GFP, *pak2*-GFP, *xiap*-GFP, and GFP in pCS2+. Embryos either at the 2-cell or 4-cell stage received four injections in 0.1X MMR containing 5% Ficoll with the following total mRNA amount per embryo: 300pg of GFP, 800pg of *xiap*-GFP, 1000pg of *ncbp2*-GFP, 1000pg of *fbxo45*-GFP, and 300pg of *pak2*-GFP.

### qPCR for *X*. *laevis* morpholino knockdown

Morpholino validation and knockdown was assessed using qPCR. Total RNA was extracted using TRIzol reagent (Life Technologies, Grand Island, NY, USA), followed by chloroform extraction and ethanol precipitation from 2-day old embryos injected with increasing concentrations of MO targeted to each homolog of the tested 3q29 gene. cDNA synthesis was performed with SuperScript II Reverse Transcriptase (Life Technologies, Grand Island, NY, USA) and random hexamers. PCR primers are listed in **S13 Table**. qPCR was performed in triplicate (**S12 Fig**), with band intensities quantified by densitometry in ImageJ and normalized to the uninjected control mean relative to *ODC1*, which was used as a housekeeping control.

### Brain and eye morphology assays

In brain morphology experiments, all embryos received two injections at the 2-cell stage in 0.1X MMR containing 5% Ficoll. One cell was left uninjected and the other cell was injected with either control MO or MO targeted to the tested 3q29 gene, along with 300pg of GFP mRNA in the same injection solution. Stage 47 tadpoles were fixed in 4% PFA diluted in PBS for one hour, rinsed in PBS and gutted to reduce autofluorescence. Embryos were incubated in 3% bovine serum albumin and 1% Triton-X 100 in PBS for two hours, and then incubated in anti-acetylated tubulin primary antibody (1:500, monoclonal, clone 6-11B-1, AB24610, Abcam, Cambridge, UK) and goat anti-mouse Alexa fluor 488 conjugate secondary antibody (1:1000, polyclonal, A11029, Invitrogen Life Technologies, Carlsbad, CA). Embryos were then rinsed in 1% PBS-Tween and imaged in PBS. Skin dorsal to the brain was removed if the brain was not clearly visible due to pigment. For eye phenotype experiments, all embryos received four injections at the 2-cell or 4-cell stage in 0.1X MMR containing 5% Ficoll with either the control MO or MOs targeted to each 3q29 gene. Stage 42 tadpoles were fixed in 4% PFA diluted in PBS. Tadpoles were washed three times in 1% PBS-Tween for one hour at room temperature before imaging.

### *X*. *laevis* image acquisition and analysis

Lateral view images of stage 42 tadpoles for eye experiments and dorsal view images of state 47 tadpoles for brain experiments were each collected on a SteREO Discovery.V8 microscope using a Zeiss 5X objective and Axiocam 512 color camera (Zeiss, Thornwood, NY, USA). Areas of the left and right eye, forebrain, and midbrain were determined from raw images using the polygon area function in ImageJ. Eye size was quantified by taking the average area of both the left and right eye, while forebrain and midbrain area were quantified by taking the ratio between the injected and uninjected sides for each sample.

### Western blot for apoptosis

Two replicate western blot experiments were performed to test for apoptosis markers in *X*. *laevis* with 3q29 gene knockdown (**S12 Fig**). Embryos at stages 20–22 were lysed in buffer (50mM Tris pH 7.5, 1% NP40, 150mM NaCl, 1mM PMSF, 0.5 mM EDTA) supplemented with cOmplete Mini EDTA-free Protease Inhibitor Cocktail (Sigma-Aldrich, Basel, Switzerland). Blotting was carried out using rabbit polyclonal antibody to cleaved caspase-3 (1:500, 9661S, Cell Signaling Technology, Danvers, MA, USA), with mouse anti-beta actin (1:2500, AB8224, Abcam, Cambridge, UK) as a loading control on a Mini-PROTEAN TGX precast 4–15% gradient gel (Bio-Rad, Hercules, CA, USA). Chemiluminescence detection was performed using Amersham ECL western blot reagent (GE Healthcare Bio-Sciences, Pittsburgh, PA, USA). Band intensities were quantified by densitometry in ImageJ and normalized to the control mean relative to beta-actin. Due to the low number of replicates, we did not perform any statistical tests on data derived from these experiments.

### Human brain-specific network analysis of 3q29 gene interactions

We used a human brain-specific gene interaction network that was previously built using a Bayesian classifier trained on gene co-expression datasets [56,57]. We extracted interactions between pairs of genes with predicted weights >2.0 (containing the top 0.5% most likely interactions) and measured the length of the shortest paths connecting pairs of 3q29 genes within the network, excluding genes not present in the network from final calculations. As a control, we also measured the connectivity of 500 randomly selected genes with 100 replicates each of 20 other random genes. All network analysis was performed using the NetworkX Python package [118].

### Overlap between neurodevelopmental and apoptosis gene sets

We obtained a set of 1,794 genes annotated with the Gene Ontology term for apoptotic processes (GO:0006915) or children terms from the Gene Ontology Consortium (AmiGO v.2.4.26) [119], and overlapped this gene set with sets of 756 candidate autism genes (SFARI Gene Tiers 1–4) [77], 1,854 candidate intellectual disability genes [93], and 2,546 curated candidate schizophrenia genes [76]. Genes in these three sets that were annotated for apoptosis function are listed in **S4 File**. To determine the statistical significance of these overlaps, we performed 100,000 simulations to identify the number of apoptosis genes among groups of genes randomly selected from the genome, and determined the percentiles for each observed overlap among the simulated overlaps as empirical p-values.

### Statistical analysis

Details of each dataset and the associated statistical tests are provided in **S5 File**. All statistical analyses of functional data were performed using R v.3.4.2 (R Foundation for Statistical Computing, Vienna, Austria). Non-parametric one-tailed and two-tailed Mann-Whitney tests were used to analyze *Drosophila* functional data and human network data, as several datasets were not normally distributed (p<0.05, Shapiro-Wilk tests for normality). Climbing ability and survival data for each fly RNAi line across each experiment day were analyzed using two-way and one-way repeated values ANOVA tests with post-hoc pairwise t-tests. We also used parametric t-tests to analyze *Drosophila* qPCR data and all *X*. *laevis* data, as these data were either normally distributed (p>0.05, Shapiro-Wilk tests for normality) or had a robust sample size (n>30) for non-normality. All p-values from statistical tests derived from similar sets of experiments (i.e. *Flynotyper* scores for pairwise interactions, dcp1 rescue experiments with *Diap1*) were corrected using Benjamini-Hochberg correction.

### Reproducibility

*Drosophila* eye area and pH3 and TUNEL staining experiments for select individual knockdown lines, as well as climbing ability experiments for a subset of individual and pairwise knockdown lines, were performed on two independent occasions with similar sample sizes. Data displayed in the main figures were derived from single batches, while data from the repeated experiments are shown in **S14 Fig**. *X*. *laevis* brain and eye area experiments were performed on three independent occasions, with the data shown in the figures representing pooled results of each of the three experimental batches (normalized to the respective controls from each batch). *X*. *laevis* qPCR experiments were performed three times and western blot experiments were performed twice, with the blots/gels for each replicate experiment shown in **S12 Fig**. Sample sizes for each experiment were determined by testing all available organisms; no prior power calculations for sample size estimation were performed. No data points or outliers were excluded from the experiments presented in the manuscript.

### Code availability

All source code and datasets for generating genomic data (RNA-Seq, network analysis, and neurodevelopment/apoptosis gene overlap) are available on the Girirajan lab GitHub page at https://github.com/girirajanlab/3q29_project.

## Supporting information

S1 Fig Developmental defects in flies with tissue-specific knockdown of individual homologs of 3q29 genes. (**A**) Images of adult fly wings (scale bar = 500um) show a range of phenotypic defects due to wing-specific *bx*^*MS1096*^*-GAL4* RNAi knockdown of fly homologs of 3q29 genes. (**B**) Adult flies with pan-neuronal RNAi knockdown of *dlg1* showed approximately 30% lethality between days 1–4 (one-way repeated measures ANOVA, p<1×10^−4^, df = 1, F = 54.230), which was not observed in control *Elav-GAL4* or *Cbp20* knockdown flies. Data represented shows mean ± standard deviation of 10 independent groups of 10 flies for each homolog. (**C**) Representative confocal images of larval eye discs stained with anti-chaoptin (scale bar = 30 μm) illustrate defects in axon targeting (highlighted by white arrows) from the retina to the optic lobes of the brain upon eye-specific knockdown of fly homologs of 3q29 genes. Note that n = 8–20 larval eye disc preparations were assessed for each RNAi line tested. A list of full genotypes for fly crosses used in these experiments is provided in **S2 File**.
(PDF) Click here for additional data file.

S2 Fig Examination of cellular phenotypes in the *Drosophila* eye. We tested individual and pairwise knockdown of fly homologs of 3q29 genes for cellular phenotypes in the adult, pupal and larval eyes. (**A**) We first used the *Flynotyper* software [53] to quantify the degree of ommatidial disorganization leading to rough eye phenotypes in adult flies, as represented by the distance and angles between adjacent ommatidia (yellow arrows). (**B**) We next stained pupal eyes with anti-DLG to observe changes in the number and arrangement of ommatidial cells, including cone cells (c), bristle cells (b), and primary, secondary and tertiary cells (1,2,3). We also examined the organization of the photoreceptor cells (R1-R7, with R8 not visible) in each ommatidium by staining the pupal eyes with Phalloidin. (**C**) We finally stained larval eye discs with markers for cellular processes, such as pH3 for proliferating cells and dcp1 for apoptosis. As the progression of the morphogenetic furrow (MF) across the larval eye discs leads to proliferation and differentiation of photoreceptor neurons [121], we examined changes in the number of stained cells posterior to the MF. (**D**) Scatter plot of dcp1, pH3, TUNEL, and BrdU-positive cell counts in larval eye discs with knockdown of homologs of 3q29 genes quantified using two ImageJ plugins, AnalyzeParticles and Image-based Tool for Counting Nuclei (ITCN). As the two methods showed a strong correlation with each other (Pearson correlation, n = 285, r = 0.736, p<2.2×10^−16^), we used ITCN counts to display cell count data in the manuscript.
(PDF) Click here for additional data file.

S3 Fig Phenotypic screening for flies with eye-specific knockdown of individual fly homologs of 3q29 genes. (**A**) Representative brightfield adult eye images of flies with *GMR-GAL4;UAS-Dicer2* RNAi knockdown of fly homologs of 3q29 genes (scale bar = 100 μm) show a wide range of phenotypic severity. (**B**) Box plot of average ommatidial diameter in flies with *GMR-GAL4* knockdown of select fly homologs of 3q29 genes is shown (n = 15, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction). (**C**) Box plot of phenotypic scores derived from *Flynotyper* for eye-specific *dCad-GFP*,*GMR-GAL4* RNAi knockdown of 13 fly homologs of 3q29 genes is shown (n = 5–20, *p < 0.05, one-tailed Mann–Whitney test with Benjamini-Hochberg correction). (**D**) Box plot of phenotypic scores derived from *Flynotyper* for eye-specific *GMR-GAL4;UAS-Dicer2* (left) and *dCad-GFP*,*GMR-GAL4* (right) RNAi knockdown of nine validation lines for fly homologs of 3q29 genes is shown (n = 5–14, *p < 0.05, one-tailed Mann–Whitney test with Benjamini-Hochberg correction). All boxplots indicate median (center line), 25th and 75th percentiles (bounds of box), and minimum and maximum (whiskers), with red dotted lines representing the control median. A list of full genotypes for fly crosses used in these experiments is provided in **S2 File**.
(PDF) Click here for additional data file.

S4 Fig Cellular phenotypes of flies with eye-specific knockdown of individual fly homologs of 3q29 genes. (**A**) Confocal images of pupal eyes (scale bar = 5 μm) stained with anti-DLG illustrate a range of defects in ommatidial organization upon *GMR-GAL4* RNAi knockdown of fly homologs of 3q29 genes. Yellow circles indicate cone cell defects, white circles indicate bristle cell defects, yellow arrows indicate rotation defects, and yellow arrowheads indicate secondary cell defects. (**B**) Confocal images of pupal eyes (scale bar = 5 μm) stained with Phalloidin illustrate defects in photoreceptor cell count and organization upon knockdown of fly homologs of 3q29 genes. (**C**) Confocal images of larval eye discs (scale bar = 30 μm) stained with anti-pH3 illustrate changes in cell proliferation upon knockdown of select fly homologs of 3q29 genes. (**D**) Larval eye discs (scale bar = 30 μm) stained with BrdU (top) and TUNEL (bottom) illustrate abnormal cell cycle and apoptosis defects, respectively, due to eye-specific knockdown of *Cbp20* and *dlg1*. (**E**) Box plot of BrdU-positive cells in the larval eye discs of flies with knockdown of *dlg1* and *Cbp20* is shown (n = 7–12, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction). (**F**) Box plot of TUNEL-positive cells in the larval eye discs of flies with knockdown of *dlg1* and *Cbp20* is shown (n = 8, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction). Results for the TUNEL staining experiments were replicated in an independent experimental batch (**S14 Fig)**. All boxplots indicate median (center line), 25th and 75th percentiles (bounds of box), and minimum and maximum (whiskers), with red dotted lines representing the control median. A list of full genotypes for fly crosses used in these experiments is provided in **S2 File**.
(PDF) Click here for additional data file.

S5 Fig Cellular phenotypes of flies with wing-specific knockdown of individual fly homologs of 3q29 genes. (**A**) Larval wing discs (scale bar = 50 μm) stained with pH3 illustrate abnormal cell proliferation due to RNAi knockdown of select fly homologs of 3q29 genes, compared with appropriate VDRC GD and KK *bx*^*MS1096*^*-GAL4* controls. We examined changes in the number of stained cells within the wing pouch of the wing disc (white box), which becomes the adult wing. (**B**) Box plot of pH3-positive cells in the larval wing discs of flies with knockdown of select fly homologs of 3q29 genes is shown (n = 8–15, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction). (**C**) Larval wing discs (scale bar = 50 μm) stained with anti-dcp1 show abnormal apoptosis due to knockdown of select fly homologs of 3q29 genes compared with appropriate VDRC GD and KK *bx*^*MS1096*^*-GAL4* controls. (**D**) Box plot of dcp1-positive cells in the larval wing discs of flies with knockdown of select fly homologs of 3q29 genes is shown (n = 8–15, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction). *Cbp20* flies showed severe dcp1 staining across the entire wing pouch and could not be quantified. All boxplots indicate median (center line), 25th and 75th percentiles (bounds of box), and minimum and maximum (whiskers), with red dotted lines representing the control median. A list of full genotypes for fly crosses used in these experiments is provided in **S2 File**.
(PDF) Click here for additional data file.

S6 Fig Phenotypic screening for pairwise interactions of homologs of 3q29 genes in the adult fly eye. (**A**) Heatmap showing average changes in phenotypic scores for pairwise *GMR-GAL4* RNAi knockdown of fly homologs of 3q29 genes in the adult eye, compared with recombined lines for individual homologs of 3q29 genes crossed with controls, is shown. Gray boxes indicate crosses without available data. Crosses with the mutant line *Tsf2*^*KG01571*^ are also included along with RNAi lines for other homologs of 3q29 genes, as eye-specific RNAi knockdown of *Tsf2* was lethal. (**B-H**) Box plots of phenotypic scores for pairwise knockdowns of homologs of 3q29 genes compared with recombined lines for individual homologs of 3q29 genes crossed with controls are shown (n = 5–12, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction). All boxplots indicate median (center line), 25th and 75th percentiles (bounds of box), and minimum and maximum (whiskers), with red dotted lines representing the control median. A list of full genotypes for fly crosses used in these experiments is provided in **S2 File**.
(PDF) Click here for additional data file.

S7 Fig Validation lines for pairwise interactions of homologs of 3q29 genes in the adult fly eye. (**A-F**) Box plots of phenotypic scores for pairwise *GMR-GAL4* RNAi knockdown of select fly homologs of 3q29 genes (*Cbp20*, *CG8888*, *dlg1*, *Fsn*, *Pak*, and *PIG-Z*) with validation RNAi and mutant lines for other homologs of 3q29 genes, compared with recombined lines for individual homologs of 3q29 genes crossed with controls, are shown (n = 4–14, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction), are shown. These crosses include flies homozygous for *Cbp20* RNAi as well as flies homozygous for *Cbp20* RNAi and heterozygous for *dlg1* RNAi (green arrows). Note that the phenotypic scores derived from *Flynotyper* may not accurately capture the necrotic patches observed in these crosses. All boxplots indicate median (center line), 25th and 75th percentiles (bounds of box), and minimum and maximum (whiskers), with red dotted lines representing the control median. A list of full genotypes for fly crosses used in these experiments is provided in **S2 File**.
(PDF) Click here for additional data file.

S8 Fig Transcriptome analysis of flies with knockdown of select homologs of 3q29 genes. (**A**) Clusters of Gene Ontology terms enriched among differentially-expressed fly genes (blue) and their corresponding human homologs (red) with individual and pairwise *Elav-GAL4* RNAi knockdown of fly homologs of 3q29 genes (p< 0.05, Fisher’s Exact test with Benjamini-Hochberg correction) are shown. Black boxes indicate enrichment of each gene set for clusters of Gene Ontology terms. Full lists of enriched GO terms are provided in **S3 File**. (**B**) Enrichments for shared and unique differentially-expressed fly genes (blue) and their corresponding human homologs (red) with individual knockdown of *Cbp20* and *Fsn*, as well as concomitant knockdown of *Cbp20/Fsn*, are shown. We found 229 genes uniquely dysregulated in flies with pairwise knockdown of *Fsn and Cbp20*, which were enriched for cell cycle function (p = 0.011 for fly gene enrichment and p = 1.12×10^−8^ for human homologs, Fisher’s Exact test with Benjamini-Hochberg correction). (**C**) Diagram showing human cell cycle and apoptosis genes whose fly homologs are differentially expressed with knockdown of *Cbp20* and *Fsn*, as well as concomitant knockdown of *Cbp20/Fsn*. 

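Of the 317 genes differentially expressed in *Cbp20/Fsn* flies, 215 were differentially expressed in neither *Cbp20* nor *Fsn* flies, 155 of them higher and 60 lower than in Control KK. A further 41 were shared with *Cbp20* flies alone, 33 with *Fsn* flies alone and 28 with both. Of the 215 genes, 77 were also differentially expressed in *Cbp20/dlg1* flies. With the replicate number as a block, 188 genes were found in *Cbp20/Fsn* flies alone, where same-numbered *Cbp20/Fsn* and Control KK libraries had a mean correlation of deviations of −0.004 over 3 pairs. The replicates of the *Cbp20/Fsn* flies differed in these genes. Replicate 1 lay beyond all Control KK libraries, on the side of the change, for 213 of the 215 genes, replicate 3 for 213 and replicate 2 for 158. For 55 of the 155 higher genes, replicate 2 was at or below the highest Control KK library. Without *Cbp20/Fsn* replicate 3, 110 of the 215 genes were still differentially expressed. Among 21 mitosis genes listed before the data were examined, 14 were higher past the threshold in *Cbp20/Fsn* flies. The 14 include *aurA*, *Cdk1*, *lok* and *CycE*, which the paper names from these same flies, so the list is not independent of its result. The mean log2 CPM of the 21 genes was 3.32, 1.00 and 3.89 in replicates 1, 2 and 3, and 1.57 ± 0.07 (SD, n = 3) in Control KK (2-sided exact permutation test, p = 0.4, where the smallest p that 3 libraries against 3 allow is 0.1).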

Red boxes indicate apoptosis genes, green boxes indicate cell cycle genes, and yellow boxes indicate genes associated with both functions. (**D**) Enrichments of human homologs of genes differentially expressed in flies with knockdown of *Cbp20/Fsn* across different brain tissues and developmental timepoints are shown (Specific Expression Analysis). The size of each hexagon represents the number of genes preferentially expressed at each tissue and timepoint, with concentric hexagons representing bins of genes with stronger levels of preferential expression. The shading of each hexagon represents the enrichment of differentially-expressed genes among genes preferentially expressed at each timepoint (p<0.1, Fisher’s Exact test with Benjamini-Hochberg correction). A list of full genotypes for fly crosses used in these experiments is provided in **S2 File**.
(PDF) Click here for additional data file.

S9 Fig Cellular phenotypes for pairwise knockdowns of homologs of 3q29 genes. (**A**) Box plot showing the area of necrotic patches in adult fly eyes with pairwise knockdown of homologs of 3q29 genes (n = 5–13, *p < 0.05, one-tailed Mann–Whitney test with Benjamini-Hochberg correction). Flies with knockdown of *Cbp20* and *Fsn*, *dlg1* and *arm* showed enhanced necrotic patches compared with knockdown of *Cbp20*, while homozygous *Cbp20* RNAi and concomitant knockdown of *dlg1* showed increased necrotic patches compared with homozygous *Cbp20* RNAi. Furthermore, flies with knockdown of *dlg1* and *arm* both showed enhanced necrotic patches compared with individual knockdown of *dlg1* or *arm*. (**B**) Confocal images of pupal eyes (scale bar = 5 μm) stained with anti-DLG (top) and Phalloidin (bottom) illustrate enhanced defects in ommatidial and photoreceptor cell organization with concomitant *GMR-GAL4* RNAi knockdown of *Cbp20* and other fly homologs of 3q29 genes compared with *Cbp20* knockdown. (**C**) Larval eye discs (scale bar = 30 μm) stained with TUNEL show increases in apoptosis with pairwise knockdown of *Cbp20* and other fly homologs of 3q29 genes compared with recombined *Cbp20* knockdown crossed with control. (**D**) Box plot of TUNEL-positive cells in the larval eye discs of flies with pairwise knockdown of homologs of 3q29 genes (n = 9–13, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction). All boxplots indicate median (center line), 25th and 75th percentiles (bounds of box), and minimum and maximum (whiskers), with red dotted lines representing the control median. A list of full genotypes for fly crosses used in these experiments is provided in **S2 File**.
(PDF) Click here for additional data file.

S10 Fig Rescue of cellular phenotypes due to knockdown of fly homologs of 3q29 genes with overexpression of *Diap1*. (**A**) Cellular phenotypes of flies with overexpression of *Diap1* and *Dronc*. Representative brightfield adult eye images (scale bar = 100 μm) and confocal images of larval eye discs (scale bar = 30 μm) stained with anti-dcp1 are shown for flies with *GMR-GAL4* overexpression of *Diap1* and *Dronc*, while confocal images of pupal eyes (scale bar = 5 μm) stained with anti-DLG are also shown for flies with overexpression of *Diap1*. While the overexpression of *Diap1* did not lead to any changes in the pupal or adult eye phenotype, overexpression of *Dronc* resulted in a large increase in apoptosis and depigmentation in the adult eye. (**B**) Box plot of *Flynotyper* distance ommatidial disorderliness (OD) scores for flies with concomitant *GMR-GAL4* RNAi knockdown of *Cbp20* or *dlg1* and overexpression of *Diap1* or *Dronc* is shown (n = 8–9, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction). (**C**) Box plot of *Flynotyper* angle OD scores for flies with knockdown of *Cbp20* or *dlg1* and overexpression of *Diap1* or *Dronc* is shown (n = 8–9, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction). The distance and angle OD scores, component subscores derived from *Flynotyper* [53], mirror the trends observed in the overall phenotypic scores (**Fig 6B**). (**D**) Box plot of adult eye area in flies with knockdown of *Cbp20* or *dlg1* and overexpression of *Diap1* or *Dronc* is shown (n = 8–9, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction). (**E**) Confocal images of pupal eyes (scale bar = 5 μm) stained with Phalloidin illustrate the rescue of photoreceptor cell organization defects due to knockdown of *Cbp20* or *dlg1* upon overexpression of *Diap1*. (**F**) Larval eye discs (scale bar = 30 μm) stained with TUNEL show rescue of apoptosis phenotypes observed in flies with knockdown of *Cbp20* or *dlg1* and overexpression of *Diap1*, as well as enhanced apoptosis with overexpression of *Dronc*. (**G**) Box plot of TUNEL-positive cells in the larval eye discs of flies with knockdown of *Cbp20* or *dlg1* and overexpression of *Diap1* or *Dronc* is shown (n = 7–10, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction). All boxplots indicate median (center line), 25th and 75th percentiles (bounds of box), and minimum and maximum (whiskers), with red dotted lines representing the control median. A list of full genotypes for fly crosses used in these experiments is provided in **S2 File**.
(PDF) Click here for additional data file.

S11 Fig Phenotypic scores for interactions between homologs of 3q29 genes and known neurodevelopmental genes in the adult fly eye. (**A-D**) Box plots of phenotypic scores for concomitant *GMR-GAL4* RNAi knockdown of fly homologs of 3q29 genes and neurodevelopmental genes, compared with recombined lines for individual homologs of 3q29 genes crossed with controls, are shown (n = 2–10, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction). All boxplots indicate median (center line), 25th and 75th percentiles (bounds of box), and minimum and maximum (whiskers), with red dotted lines representing the control median. A list of full genotypes for fly crosses used in these experiments is provided in **S2 File**.
(PDF) Click here for additional data file.

S12 Fig Quantification of 3q29 morpholino knockdown and apoptosis marker levels in *X. laevis* models. (**A**) Electrophoretic gels show decreased expression of homologs of 3q29 genes due to morpholino (MO) knockdown at various concentrations in *X*. *laevis* embryos. Three replicates (uninjected and two MO concentrations) were performed for each morpholino, and band intensities were compared with expression of *ODC1* controls taken from the same cDNA samples and run on gels processed in parallel. (**B**) Quantification of expression for homologs of 3q29 genes at different MO concentrations, as measured by band intensity ratio to *ODC1* controls (n = 3 replicates, *p<0.05, two-tailed Welch’s T-test with Benjamini-Hochberg correction). (**C**) Full images of western blots for quantification of cleaved caspase-3 levels in *X*. *laevis* embryos with MO knockdown of homologs of 3q29 genes. Two replicate experiments were performed, and the intensity of bands at 19kD and 17kD (green arrows), corresponding with cleaved caspase-3, were normalized to those for the β-actin loading controls. Embryos injected with control MO, uninjected embryos, and embryos treated with 30% EtOH as a positive control were included with the embryos injected with 3q29 MOs.
(PDF) Click here for additional data file.

S13 Fig Eye phenotypes observed with knockdown of homologs of 3q29 genes in *X. laevis* models. (**A**) Representative eye images of stage 42 *X*. *laevis* tadpoles with MO knockdown of homologs of 3q29 genes (scale bar = 500 μm) show defects in eye size and morphology compared with the control (top). These defects were rescued with co-injection and overexpression of mRNA for homologs of 3q29 genes, as well as overexpression of the apoptosis inhibitor *xiap* for *ncbp2* (bottom). (**B**) Box plot of eye area in *X*. *laevis* models with knockdown of homologs of 3q29 genes, normalized to controls, is shown (n = 48–71, *p < 0.05, two-tailed Welch’s T-test with Benjamini-Hochberg correction). Models with *ncbp2* knockdown and *xiap* overexpression showed an increased eye size compared with *ncbp2* knockdown. **(C)** Box plot of eye area in *X*. *laevis* models with knockdown of homologs of 3q29 genes and overexpression of mRNA for homologs of 3q29 genes, normalized to controls, is shown (n = 56–63, *p < 0.05, two-tailed Welch’s T-test with Benjamini-Hochberg correction). All boxplots indicate median (center line), 25th and 75th percentiles (bounds of box), and minimum and maximum (whiskers), with red dotted lines representing the control median. The data shown for the eye area experiments represent pooled results of three experimental batches, and were normalized to the respective controls from each batch.
(PDF) Click here for additional data file.

S14 Fig Replication of *Drosophila* experimental results for individual and pairwise knockdown of homologs of 3q29 genes. (**A**) Replication dataset for climbing ability of select homologs of 3q29 genes over ten days. We replicated the defects in climbing ability observed with pan-neuronal RNAi knockdown of *Cbp20* and *dlg1*, while climbing defects in flies with knockdown of *Fsn* flies were not replicated in the second experimental batch and were therefore excluded from the main dataset (**Fig 2B**). Data represented show mean ± standard deviation of 7–10 independent groups of 10 flies for each homolog. **(B)** Replication dataset for climbing ability of pairwise knockdown of homologs of 3q29 genes over ten days. We replicated the defects in climbing ability observed with pan-neuronal RNAi knockdown of *Cbp20/dlg1* and *Cbp20/Fsn* compared with recombined *Cbp20* knockdown crossed with control (**Fig 3F**). Data represented show mean ± standard deviation of 5 independent groups of 10 flies for each homolog. (**C**) Replication dataset for adult eye area in flies with *GMR-GAL4* RNAi knockdown of homologs of 3q29 genes (n = 10–14, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction). We replicated the decreased eye sizes in flies with knockdown of *Cbp20* and *CG8888*, while flies with knockdown of *dlg1* showed a non-significant (p = 0.154) increase in eye size (**Fig 2D**). (**D**) Confocal images for replication dataset larval eye discs (scale bar = 30 μm) stained with anti-pH3 (top) and TUNEL (bottom) illustrate cellular defects posterior to the morphogenetic furrow (white box) upon knockdown of select fly homologs of 3q29 genes (**Fig 2E**). (**E**) Replication dataset for pH3-positive cells in larval eye discs of flies with knockdown of homologs of 3q29 genes (n = 9–10, two-tailed Mann–Whitney test with Benjamini-Hochberg correction). As in the main dataset (**Fig 2F**), we observed no significant changes in cell proliferation for flies with knockdown of *Cbp20* and *dlg1*. (**F**) Replication dataset for TUNEL-positive cells in larval eye discs of flies with knockdown of homologs of 3q29 genes (n = 6–8, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction). We replicated the increased apoptosis phenotypes observed with knockdown of *Cbp20* and *dlg1* (**S4 Fig**). All boxplots indicate median (center line), 25th and 75th percentiles (bounds of box), and minimum and maximum (whiskers), with red dotted lines representing the control median. A list of full genotypes for fly crosses used in these experiments is provided in **S2 File**.
(PDF) Click here for additional data file.

S1 Table *Drosophila* homologs of human 3q29 genes and expression of *Drosophila* homologs during development. DIOPT version 7.1 [100] and reciprocal BLAST were used to identify fly homologs of genes within the 3q29 region; six genes did not have fly homologs. Expression levels of fly homologs of 3q29 genes were assessed using high-throughput expression data from FlyAtlas Anatomy microarray expression data [104] and modENCODE Anatomy RNA-Seq data [105] from FlyBase.
(PDF) Click here for additional data file.

S2 Table qPCR primers and expression values for RNAi knockdown of fly homologs of 3q29 genes. *Elav-GAL4* flies were crossed with RNAi lines of fly homologs of 3q29 genes at 25°C, and 3–4 day old adult *Drosophila* heads were used to quantify the level of expression compared with *Elav-GAL4* controls. *Elav-GAL4;;UAS-Dicer2* flies crossed with *CG5359* flies showed overexpression of *tiptop* [103] and were therefore excluded from further experiments. A list of full genotypes for fly crosses used in these experiments is provided in **S2 File**, and statistics for these data are provided in **S5 File**.
(PDF) Click here for additional data file.

S3 Table Comparison of animal model phenotypes with knockdown or knockout of homologs of 3q29 genes. Blue shaded boxes indicate previously identified phenotypes for individual homologs of 3q29 genes, while “X” marks indicate recapitulated and novel phenotypes identified in our study. Gray-shaded boxes indicate that a homolog was not present in the model organism. Fly phenotypes were obtained from FlyBase [122], *X*. *laevis* phenotypes were obtained from Xenbase [120], and mouse knockout model phenotypes were obtained from the Mouse Genome Informatics database [123].
(PDF) Click here for additional data file.

S4 Table Summary of scoring for phenotypic severity of axon targeting defects upon individual and pairwise knockdown of homologs of 3q29 genes. Individual larval eye disc images were assigned mild, moderate or severe scores based on the severity of axon projection loss observed in each eye disc (see Methods). We found that the mild to moderate defects observed with knockdown of *Cbp20* were enhanced with concomitant knockdown of *dlg1* or *Fsn*, while *Diap1* overexpression partially rescued the defects observed with knockdown of *Cbp20* or *dlg1*. A list of full genotypes for fly crosses used in these experiments is provided in **S2 File**.
(PDF) Click here for additional data file.

S5 Table Comparison of eye phenotypic scores for homologs of 3q29 genes and neurodevelopmental genes. Table comparing *Flynotyper* scores for flies with *GMR-GAL4;UAS-Dicer2* RNAi knockdown of homologs of 3q29 genes (shaded in grey) with previously published scores for flies with *GMR-GAL4;UAS-Dicer2* RNAi knockdown of homologs of candidate neurodevelopmental genes [53].
(PDF) Click here for additional data file.

S6 Table Analysis of defects in ommatidial cells with *GMR-GAL4* RNAi knockdown of fly homologs of 3q29 genes. The number of “+” symbols displayed in the table indicate the severity of the observed cellular defects. Note that n = 4–16 pupal eye preparations were assessed for each RNAi line tested. A list of full genotypes for fly crosses used in these experiments is provided in **S2 File**.
(PDF) Click here for additional data file.

S7 Table Screening for pairwise interactions among fly homologs of 3q29 genes. “All interactions” indicates the number of pairwise crosses where at least one second-hit RNAi or mutant line showed enhancement of the single-hit phenotype, while “Validated” indicates the number of interactions which have two or more crosses with a second-hit RNAi or mutant line (if available) showing the same result. “Reciprocal cross” indicates the number of interactions with concordant results across pairs of reciprocal cross (i.e. *Cbp20*/*dlg1* vs. *dlg1*/*Cbp20*). These totals include crosses with the mutant line *Tsf2*^*KG01571*^, as eye-specific RNAi knockdown of *Tsf2* was lethal, as well as flies heterozygous for *dlg1* RNAi and homozygous for *Cbp20* RNAi. Crosses with other RNAi or mutant lines for the same homolog (shaded in grey) are included as validation lines tested but were not counted as interactions. A list of full genotypes for fly crosses used in these experiments is provided in **S2 File**.
(PDF) Click here for additional data file.

S8 Table Analysis of defects in ommatidial cells with pairwise *GMR-GAL4* RNAi knockdown of fly homologs of 3q29 genes. The number of “+” symbols displayed in the table indicate the severity of the observed cellular defects. Note that n = 4–16 pupal eye preparations were assessed for each interaction cross tested. A list of full genotypes for fly crosses used in these experiments is provided in **S2 File**.
(PDF) Click here for additional data file.

S9 Table Screening for interactions between fly homologs of 3q29 genes and other known neurodevelopmental genes. “All interactions” indicates the number of crosses where at least one second-hit RNAi line showed enhancement of the single-hit phenotype, while “Validated interactions” indicates the number of interactions which have two or more crosses with a second-hit RNAi or mutant line (if available) showing the same result. Results from two distinct fly homologs of *CHRNA7* that were crossed with homologs of 3q29 genes, *nAChRα6* and *nAChRα7*, were combined for the final number of interactions. Shaded interactions indicate pairwise crosses where the phenotypes observed with knockdown of the homolog for the neurodevelopmental gene by itself were suppressed with concomitant knockdown of homologs for 3q29 genes. The neurodevelopmental genes are annotated for cell cycle/apoptosis function (Gene Ontology terms GO:0007049 and GO:0006915) and association with microcephaly disorders [65]. A list of full genotypes for fly crosses used in these experiments is provided in **S2 File**.
(PDF) Click here for additional data file.

S10 Table Developmental phenotypes observed in mouse models of the 3q29 deletion and individual homologs of 3q29 genes. Comparison of mice with heterozygous deletion of the syntenic 3q29 region [14,15] with heterozygous knockout mouse models for *Dlg1* [14] and *Pak2* [72]. Blue shaded boxes indicate phenotypes observed in the knockout models, while gray-shaded boxes indicate a phenotype that was not tested in the knockout model. Neither *Dlg1*^*+/-*^ nor *Pak2*^*+/-*^ knockout mice recapitulate the body and brain weight, spatial learning and memory, or acoustic startle defects observed in the deletion mouse models.
(PDF) Click here for additional data file.

S11 Table Summary of apoptosis function enrichment among candidate neurodevelopmental genes. This table shows the number of candidate autism, intellectual disability and schizophrenia genes annotated for apoptosis function. The minimum, mean and maximum numbers of apoptosis genes in 100,000 simulated sets of candidate genes are shown, along with the percentiles and empirical p-values of the observed overlap with apoptosis genes for each simulation.
(PDF) Click here for additional data file.

S12 Table Morpholinos used for *X. laevis* experiments. (PDF) Click here for additional data file.

S13 Table qPCR primers used for *X. laevis* experiments. (PDF) Click here for additional data file.

S1 File Pathogenicity metrics, mutations in disease cohorts, and biological functions of 3q29 genes. 3q29 genes with Residual Variation Intolerance Scores (RVIS) <20^th^ percentile [124] or probability of Loss-of-function Intolerant (pLI) scores >0.9 [125] are considered to be potentially pathogenic in humans and are shaded in gray. Mutations within 3q29 genes identified in disease cohorts were curated from three databases: denovo-db v.1.6.1 [75], GeneBook database (http://atgu.mgh.harvard.edu/~spurcell/genebook/genebook.cgi), and SFARI Gene [77]. Molecular functions for 3q29 genes were derived from RefSeq, UniProtKB and Gene Ontology (GO) individual gene summaries [126–128], and GO-SLIM terms for human genes and fly homologs were curated from PantherDB [101]. Annotations for cell cycle/apoptosis and neuronal function were derived from GO Biological Process annotations for each gene.
(XLSX) Click here for additional data file.

S2 File List of fly stocks and full genotypes for all crosses tested. This file lists the stock lines, stock center, and genotypes for primary and validation lines for fly homologs of 3q29 genes as well as neurodevelopmental and apoptosis genes outside of the 3q29 region. Full genotypes for the generated recombined lines as well as all individual and pairwise crosses tested in the manuscript are also listed in the file. BDSC: Bloomington *Drosophila* Stock Center; VDRC: Vienna *Drosophila* Resource Centre.
(XLSX) Click here for additional data file.

S3 File Transcriptome analysis of flies with knockdown of homologs of 3q29 genes. This file lists all differentially expressed genes from RNA sequencing of flies with *Elav-GAL4* RNAi knockdown of homologs of 3q29 genes, as defined by log-fold change >1 or < -1 and false discovery rate (FDR) <0.05 (Benjamini-Hochberg correction). 

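The file lists 215 genes for *dlg1*, 282 for *Fsn*, 368 for *Cbp20* and 229 for *Cbp20/dlg1* flies, which are the paper's values. Of the paper's genes, 210, 252, 349 and 215 respectively passed the low-count filter used here, and all of these changed in the same direction in the counts analysed here. Of the paper's genes, 201 were also differentially expressed here in *dlg1*, 245 in *Fsn*, 341 in *Cbp20* and 208 in *Cbp20/dlg1* flies. Genes differentially expressed here and absent from the paper's list numbered 6, 9, 1 and 6. The median absolute difference between the log2 fold change listed and that computed here was 0.00108 for *dlg1*, 0.00652 for *Fsn*, 0.00655 for *Cbp20* and 0.00283 for *Cbp20/dlg1* flies. Each list gives the log2 fold change, the mean expression over all groups, an F statistic and its FDR for every gene. The list for *Cbp20/Fsn* flies was not used here.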

Human homologs identified using DIOPT are included for each differentially-expressed fly gene. The file also includes enriched Gene Ontology (GO) terms (p<0.05, Fisher’s Exact test with Benjamini-Hochberg correction) for each set of differentially-expressed fly genes, as well as lists of GO terms enriched among their corresponding human homologs.
(XLSX) Click here for additional data file.

S4 File List of candidate neurodevelopmental genes with apoptosis function. This file lists 525 candidate neurodevelopmental genes that are annotated for apoptosis GO terms, including their membership within pathogenic CNV regions.
(XLSX) Click here for additional data file.

S5 File Statistical analysis of experimental data. This file shows all statistical information (sample size, mean/median/standard deviation of datasets, Shapiro-Wilk test statistics for normality, controls used, test statistics, p-values, confidence intervals, and Benjamini-Hochberg FDR corrections) for all data presented in the main and supplemental figures. Statistical information for ANOVA tests includes factors, degrees of freedom, test statistics, and post-hoc pairwise t-tests with Benjamini-Hochberg correction.
(XLSX) Click here for additional data file.

S1 Video Climbing ability of flies with knockdown of individual homologs of 3q29 genes. This video shows the climbing ability of *Elav-GAL4* control, *Cbp20* and *dlg1* individual RNAi knockdown flies at day 10 of the climbing ability experiments.
(MP4) Click here for additional data file.

S2 Video Climbing ability of flies with pairwise knockdowns of homologs of 3q29 genes. This video shows the climbing ability of *Cbp20/dlg1* and *Cbp20/Fsn* pairwise *Elav-GAL4* RNAi knockdown flies at day 10 of the climbing ability experiments.
(MP4) Click here for additional data file.

# Supplementary material for: NCBP2 modulates neurodevelopmental defects of the 3q29 deletion in Drosophila and Xenopus laevis models
**Source:** PLoS Genet. 2020 Feb 13;16(2):e1008590. doi: 10.1371/journal.pgen.1008590

**A**

## Adult eye morphology

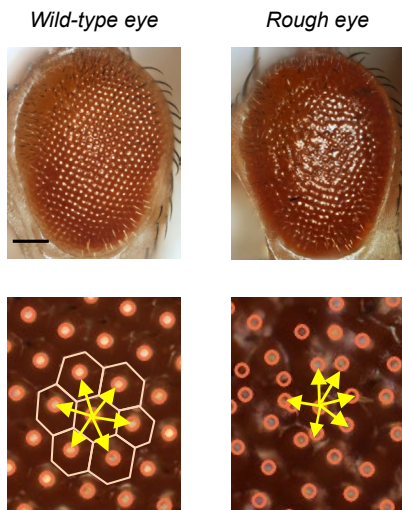**B**

## Cellular organization (pupal eye)

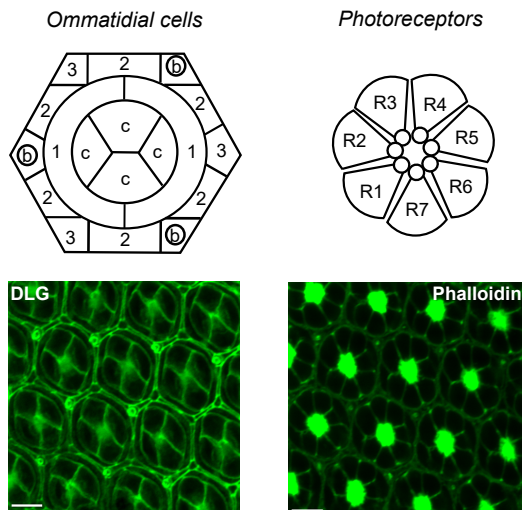**C**

## Cellular mechanisms (larval eye disc)

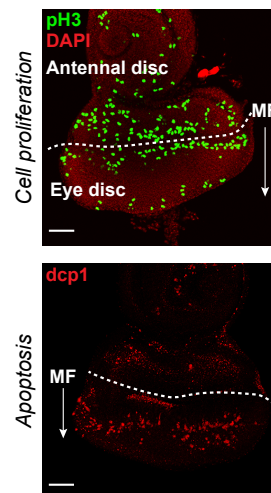**D**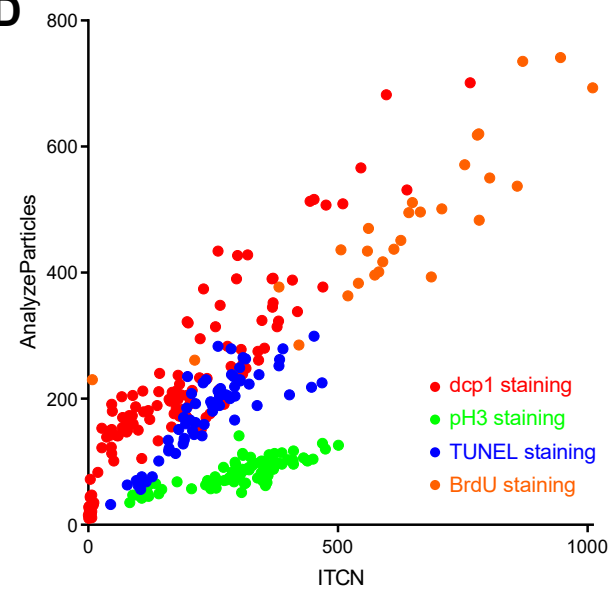

**Supplement:** S2 Fig — We tested individual and pairwise knockdown of fly homologs of 3q29 genes for cellular phenotypes in the adult, pupal and larval eyes. (A) We first used the Flynotyper software [53] to quantify the degree of ommatidial disorganization leading to rough eye phenotypes in adult flies, as represented by the distance and angles between adjacent ommatidia (yellow arrows). (B) We next stained pupal eyes with anti-DLG to observe changes in the number and arrangement of ommatidial cells, including cone cells (c), bristle cells (b), and primary, secondary and tertiary cells (1,2,3). We also examined the organization of the photoreceptor cells (R1-R7, with R8 not visible) in each ommatidium by staining the pupal eyes with Phalloidin. (C) We finally stained larval eye discs with markers for cellular processes, such as pH3 for proliferating cells and dcp1 for apoptosis. As the progression of the morphogenetic furrow (MF) across the larval eye discs leads to proliferation and differentiation of photoreceptor neurons [121], we examined changes in the number of stained cells posterior to the MF. (D) Scatter plot of dcp1, pH3, TUNEL, and BrdU-positive cell counts in larval eye discs with knockdown of homologs of 3q29 genes quantified using two ImageJ plugins, AnalyzeParticles and Image-based Tool for Counting Nuclei (ITCN). As the two methods showed a strong correlation with each other (Pearson correlation, n = 285, r = 0.736, p<2.2×10−16), we used ITCN counts to display cell count data in the manuscript.

# Supplementary material for: NCBP2 modulates neurodevelopmental defects of the 3q29 deletion in Drosophila and Xenopus laevis models
**Source:** PLoS Genet. 2020 Feb 13;16(2):e1008590. doi: 10.1371/journal.pgen.1008590

## A Adult eyes with *GMR-GAL4;UAS-Dicer2* knockdown

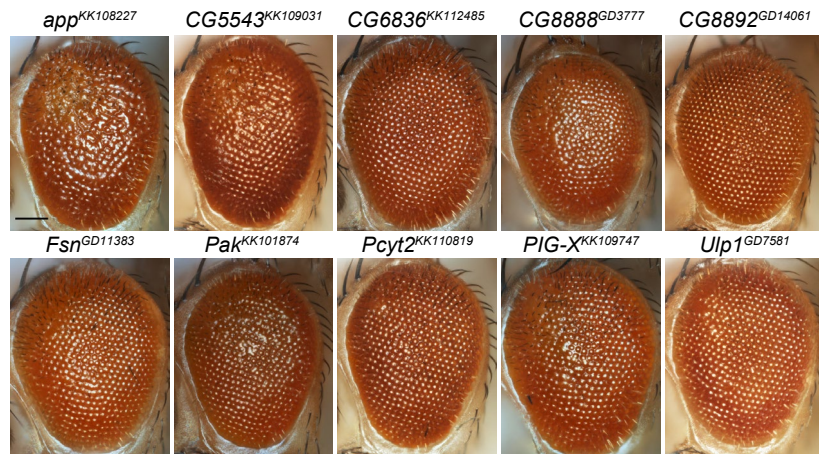

## B Ommatidial diameter

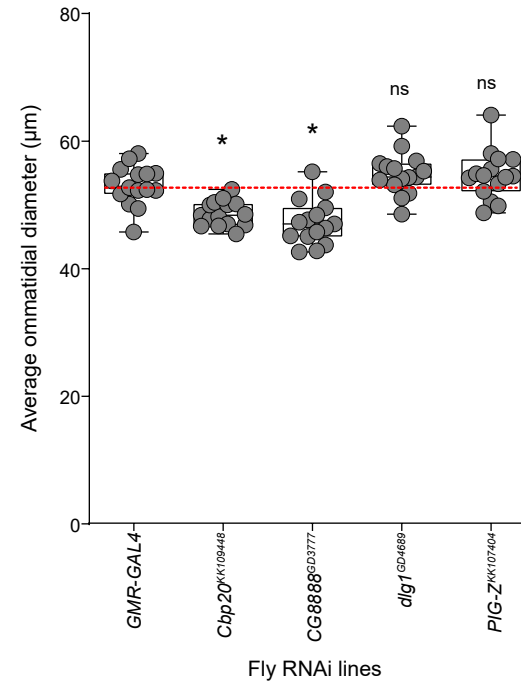

## C Phenotypic scores with *dCad-GFP,GMR-GAL4* knockdown

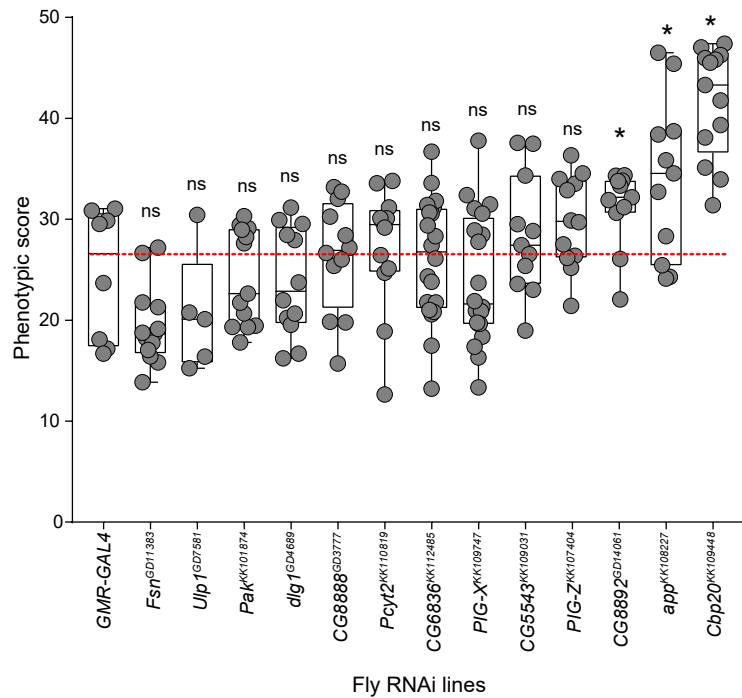

## D Phenotypic scores of validation lines

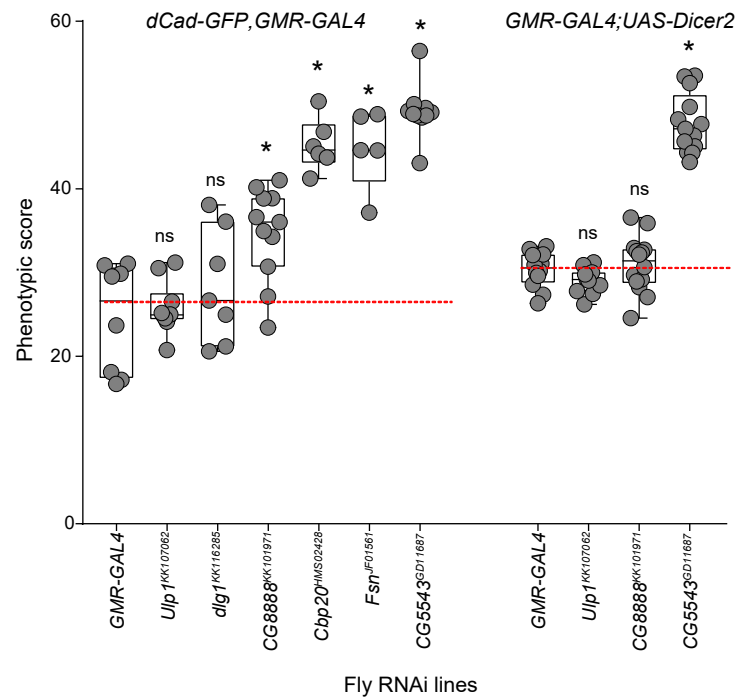

**Supplement:** S3 Fig — (A) Representative brightfield adult eye images of flies with GMR-GAL4;UAS-Dicer2 RNAi knockdown of fly homologs of 3q29 genes (scale bar = 100 μm) show a wide range of phenotypic severity. (B) Box plot of average ommatidial diameter in flies with GMR-GAL4 knockdown of select fly homologs of 3q29 genes is shown (n = 15, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction). (C) Box plot of phenotypic scores derived from Flynotyper for eye-specific dCad-GFP,GMR-GAL4 RNAi knockdown of 13 fly homologs of 3q29 genes is shown (n = 5–20, *p < 0.05, one-tailed Mann–Whitney test with Benjamini-Hochberg correction). (D) Box plot of phenotypic scores derived from Flynotyper for eye-specific GMR-GAL4;UAS-Dicer2 (left) and dCad-GFP,GMR-GAL4 (right) RNAi knockdown of nine validation lines for fly homologs of 3q29 genes is shown (n = 5–14, *p < 0.05, one-tailed Mann–Whitney test with Benjamini-Hochberg correction). All boxplots indicate median (center line), 25th and 75th percentiles (bounds of box), and minimum and maximum (whiskers), with red dotted lines representing the control median. A list of full genotypes for fly crosses used in these experiments is provided in S2 File.

# Supplementary material for: NCBP2 modulates neurodevelopmental defects of the 3q29 deletion in Drosophila and Xenopus laevis models
**Source:** PLoS Genet. 2020 Feb 13;16(2):e1008590. doi: 10.1371/journal.pgen.1008590

**A****DLG staining of pupal eyes for cellular organization**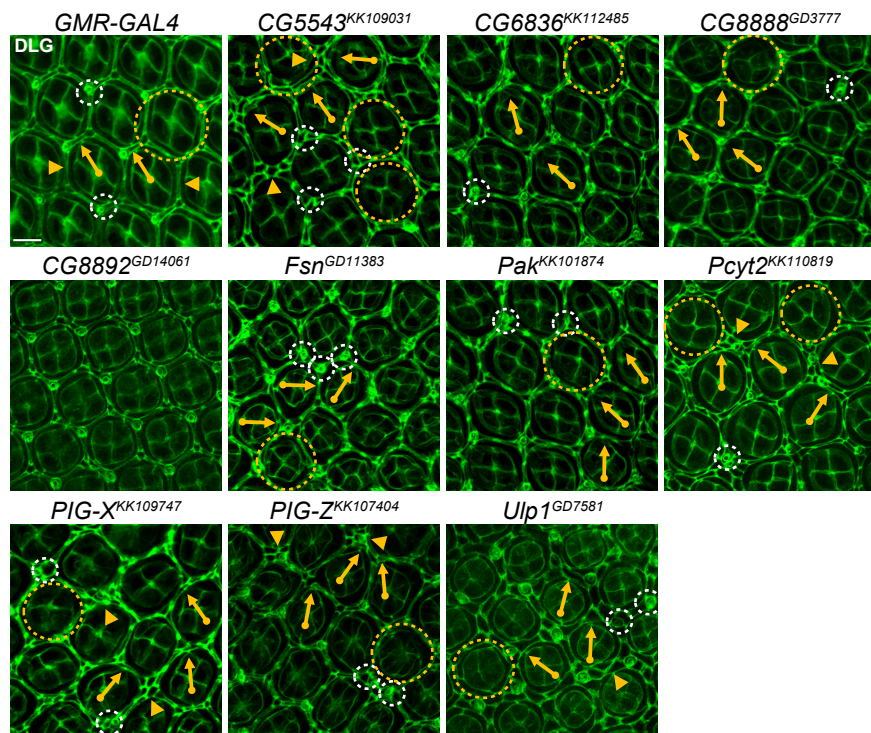**B****Phalloidin staining of pupal eyes for photoreceptor cells**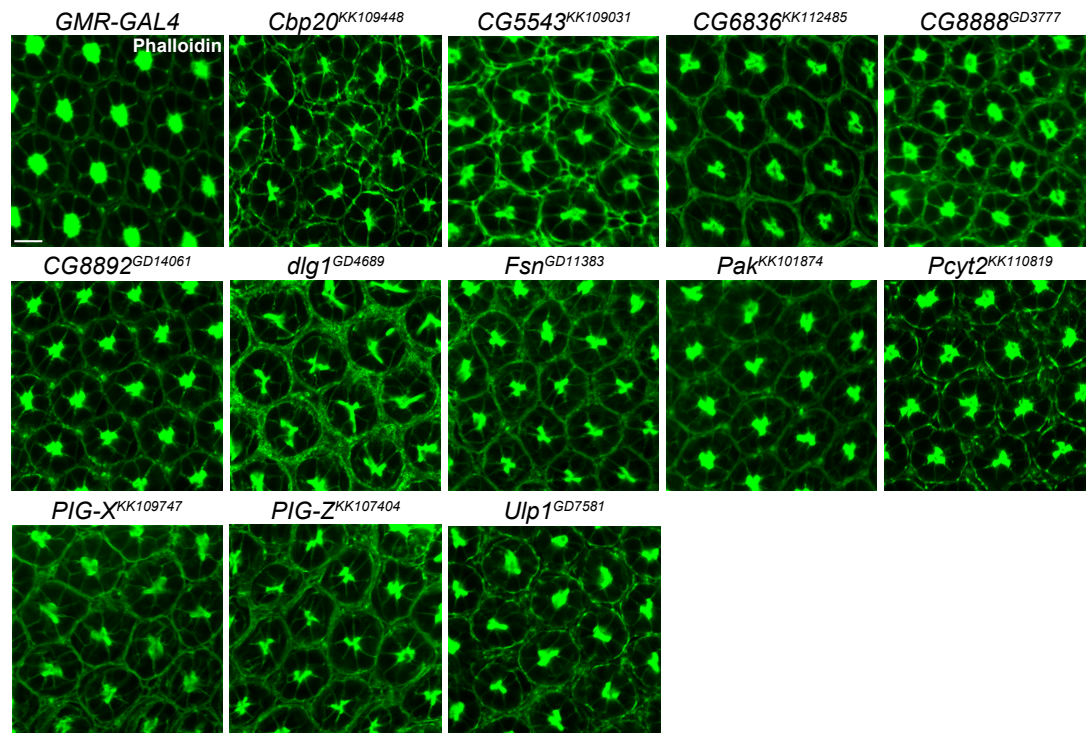**C****pH3 staining of larval eye discs**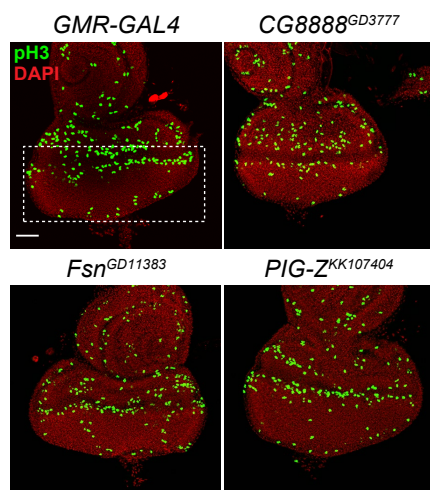**D****BrdU and TUNEL staining of larval eye discs**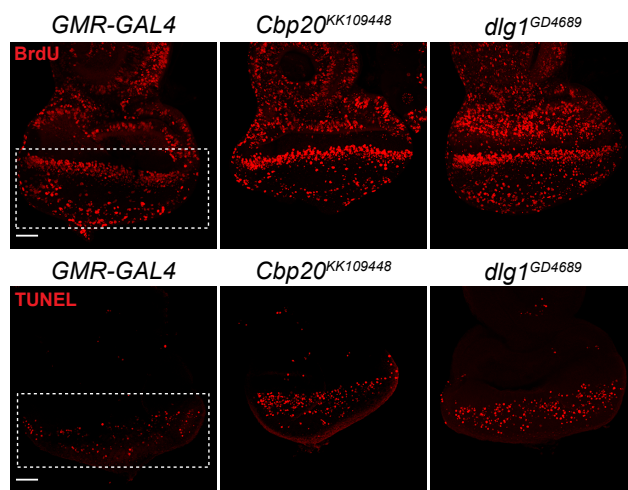**E****BrdU positive cell counts**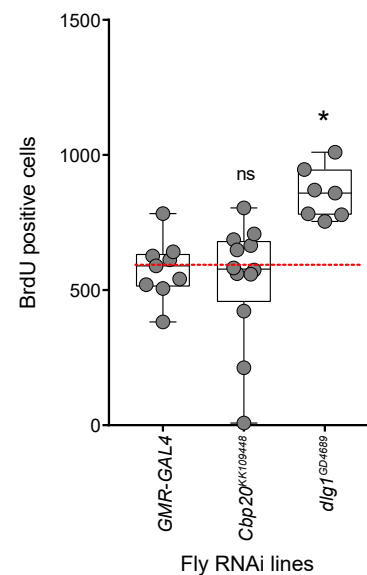**F****TUNEL positive cell counts**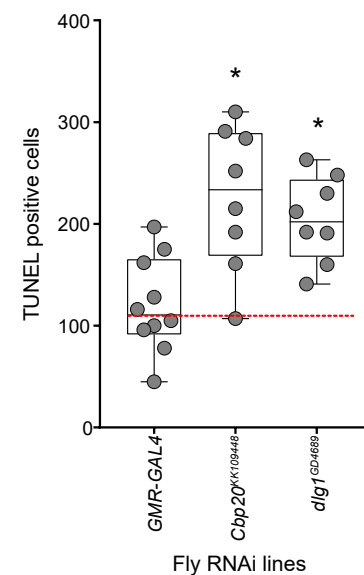

**Supplement:** S4 Fig — (A) Confocal images of pupal eyes (scale bar = 5 μm) stained with anti-DLG illustrate a range of defects in ommatidial organization upon GMR-GAL4 RNAi knockdown of fly homologs of 3q29 genes. Yellow circles indicate cone cell defects, white circles indicate bristle cell defects, yellow arrows indicate rotation defects, and yellow arrowheads indicate secondary cell defects. (B) Confocal images of pupal eyes (scale bar = 5 μm) stained with Phalloidin illustrate defects in photoreceptor cell count and organization upon knockdown of fly homologs of 3q29 genes. (C) Confocal images of larval eye discs (scale bar = 30 μm) stained with anti-pH3 illustrate changes in cell proliferation upon knockdown of select fly homologs of 3q29 genes. (D) Larval eye discs (scale bar = 30 μm) stained with BrdU (top) and TUNEL (bottom) illustrate abnormal cell cycle and apoptosis defects, respectively, due to eye-specific knockdown of Cbp20 and dlg1. (E) Box plot of BrdU-positive cells in the larval eye discs of flies with knockdown of dlg1 and Cbp20 is shown (n = 7–12, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction). (F) Box plot of TUNEL-positive cells in the larval eye discs of flies with knockdown of dlg1 and Cbp20 is shown (n = 8, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction). Results for the TUNEL staining experiments were replicated in an independent experimental batch (S14 Fig). All boxplots indicate median (center line), 25th and 75th percentiles (bounds of box), and minimum and maximum (whiskers), with red dotted lines representing the control median. A list of full genotypes for fly crosses used in these experiments is provided in S2 File.

# Supplementary material for: NCBP2 modulates neurodevelopmental defects of the 3q29 deletion in Drosophila and Xenopus laevis models
**Source:** PLoS Genet. 2020 Feb 13;16(2):e1008590. doi: 10.1371/journal.pgen.1008590

**A**

## pH3 staining of larval wing discs for proliferation

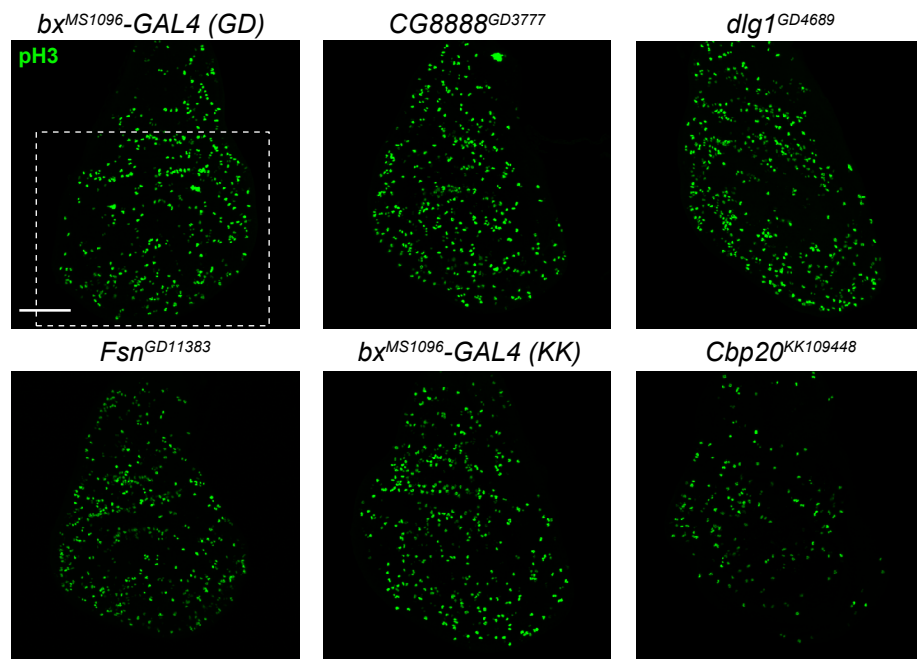**B**

## Quantification of pH3 positive cells

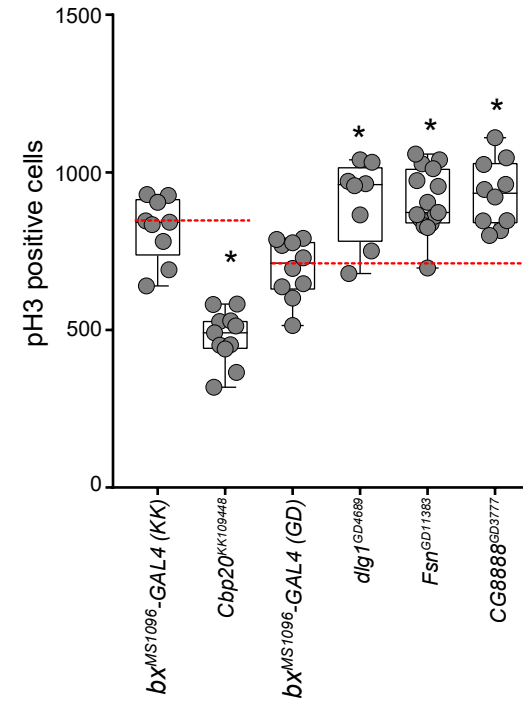**C**

## dcp1 staining of larval wing discs for apoptosis

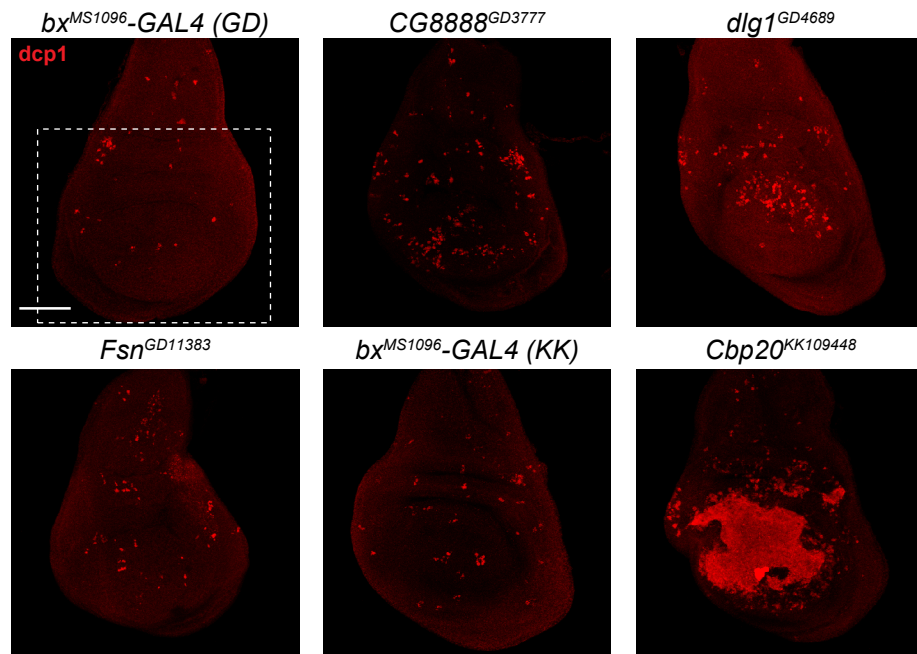**D**

## Quantification of dcp1 positive cells

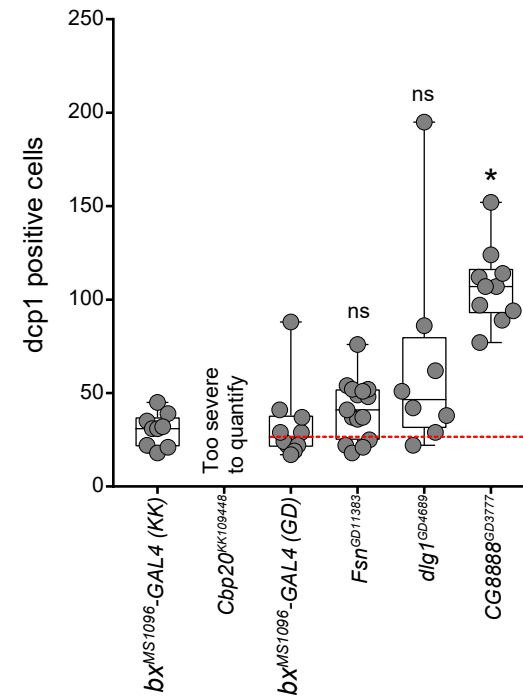

**Supplement:** S5 Fig — (A) Larval wing discs (scale bar = 50 μm) stained with pH3 illustrate abnormal cell proliferation due to RNAi knockdown of select fly homologs of 3q29 genes, compared with appropriate VDRC GD and KK bxMS1096-GAL4 controls. We examined changes in the number of stained cells within the wing pouch of the wing disc (white box), which becomes the adult wing. (B) Box plot of pH3-positive cells in the larval wing discs of flies with knockdown of select fly homologs of 3q29 genes is shown (n = 8–15, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction). (C) Larval wing discs (scale bar = 50 μm) stained with anti-dcp1 show abnormal apoptosis due to knockdown of select fly homologs of 3q29 genes compared with appropriate VDRC GD and KK bxMS1096-GAL4 controls. (D) Box plot of dcp1-positive cells in the larval wing discs of flies with knockdown of select fly homologs of 3q29 genes is shown (n = 8–15, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction). Cbp20 flies showed severe dcp1 staining across the entire wing pouch and could not be quantified. All boxplots indicate median (center line), 25th and 75th percentiles (bounds of box), and minimum and maximum (whiskers), with red dotted lines representing the control median. A list of full genotypes for fly crosses used in these experiments is provided in S2 File.

# Supplementary material for: NCBP2 modulates neurodevelopmental defects of the 3q29 deletion in Drosophila and Xenopus laevis models
**Source:** PLoS Genet. 2020 Feb 13;16(2):e1008590. doi: 10.1371/journal.pgen.1008590

A

## GO term enrichment in differentially-expressed genes

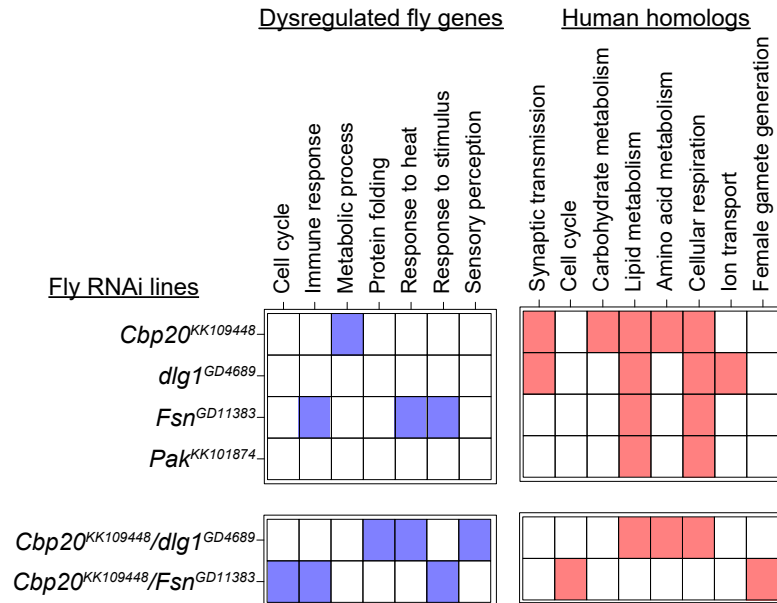

B

GO term enrichment for *Cbp20*<sup>KK109448</sup>/*Fsn*<sup>GD11383</sup> interaction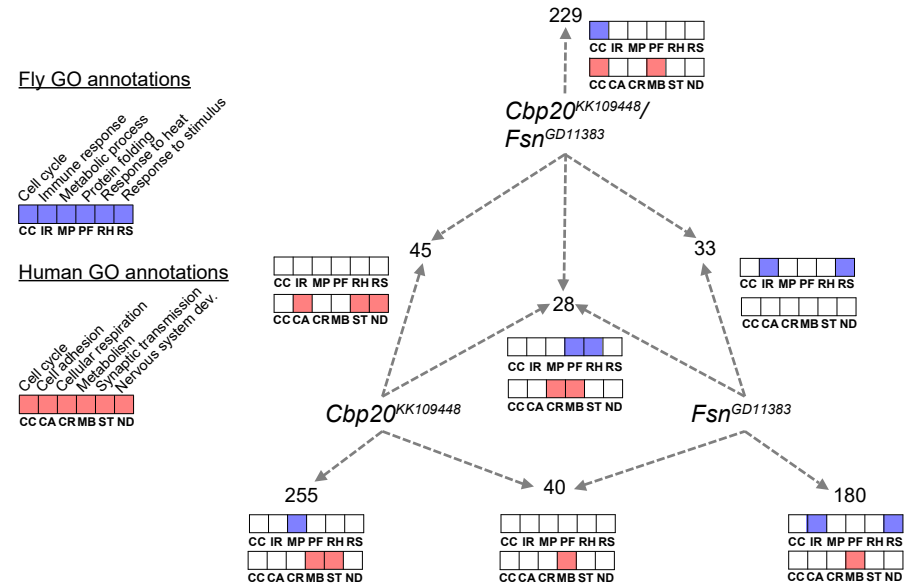

C

## Differentially-expressed human apoptosis and cell cycle genes

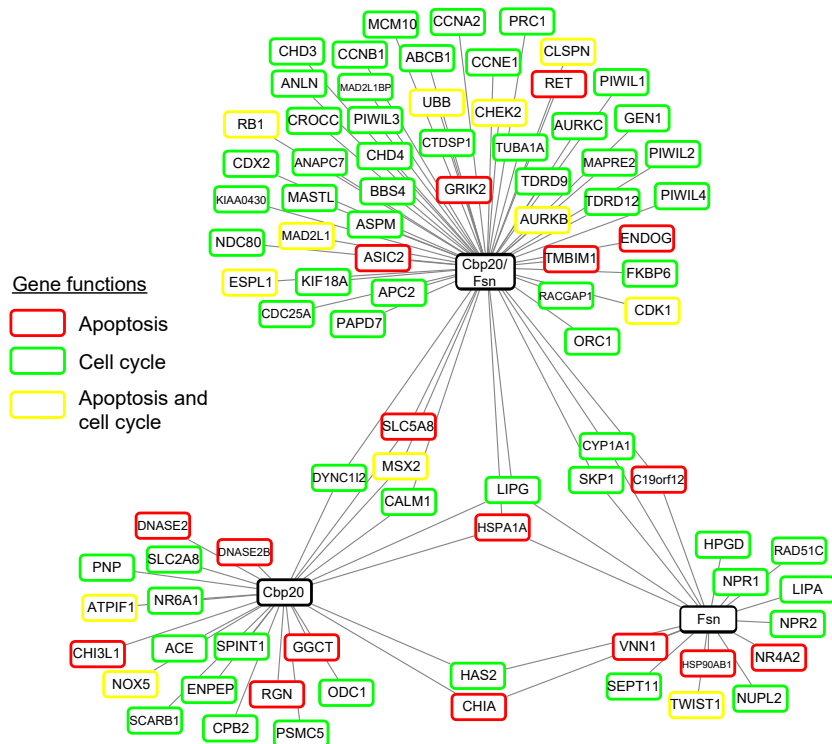

D

## Expression of RNA-Seq targets in the developing brain

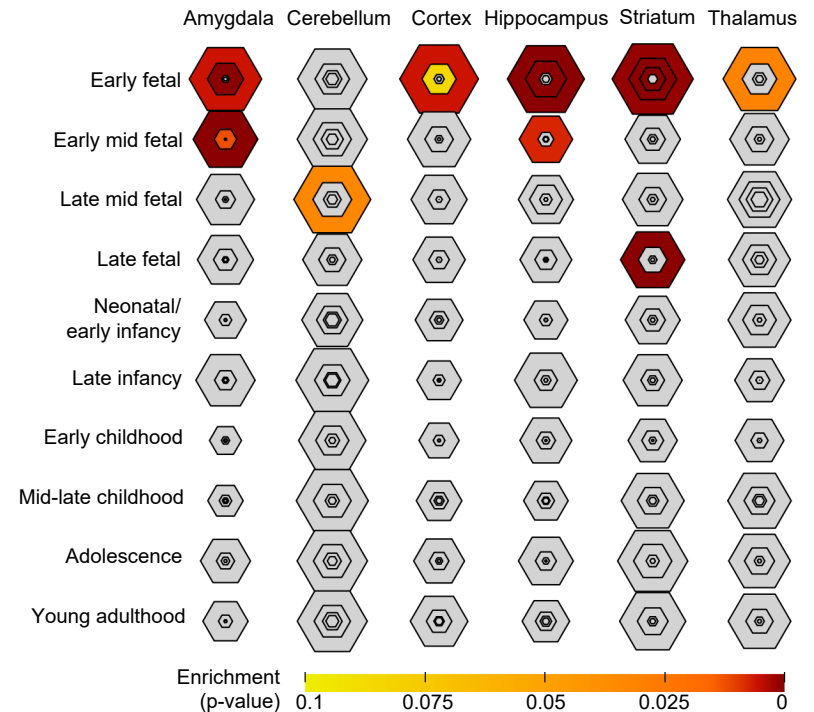

**Supplement:** S8 Fig — (A) Clusters of Gene Ontology terms enriched among differentially-expressed fly genes (blue) and their corresponding human homologs (red) with individual and pairwise Elav-GAL4 RNAi knockdown of fly homologs of 3q29 genes (p< 0.05, Fisher’s Exact test with Benjamini-Hochberg correction) are shown. Black boxes indicate enrichment of each gene set for clusters of Gene Ontology terms. Full lists of enriched GO terms are provided in S3 File. (B) Enrichments for shared and unique differentially-expressed fly genes (blue) and their corresponding human homologs (red) with individual knockdown of Cbp20 and Fsn, as well as concomitant knockdown of Cbp20/Fsn, are shown. We found 229 genes uniquely dysregulated in flies with pairwise knockdown of Fsn and Cbp20, which were enriched for cell cycle function (p = 0.011 for fly gene enrichment and p = 1.12×10−8 for human homologs, Fisher’s Exact test with Benjamini-Hochberg correction). (C) Diagram showing human cell cycle and apoptosis genes whose fly homologs are differentially expressed with knockdown of Cbp20 and Fsn, as well as concomitant knockdown of Cbp20/Fsn. Red boxes indicate apoptosis genes, green boxes indicate cell cycle genes, and yellow boxes indicate genes associated with both functions. (D) Enrichments of human homologs of genes differentially expressed in flies with knockdown of Cbp20/Fsn across different brain tissues and developmental timepoints are shown (Specific Expression Analysis). The size of each hexagon represents the number of genes preferentially expressed at each tissue and timepoint, with concentric hexagons representing bins of genes with stronger levels of preferential expression. The shading of each hexagon represents the enrichment of differentially-expressed genes among genes preferentially expressed at each timepoint (p<0.1, Fisher’s Exact test with Benjamini-Hochberg correction). A list of full genotypes for fly crosses used in these experiments is provided in S2 File.

# Supplementary material for: NCBP2 modulates neurodevelopmental defects of the 3q29 deletion in Drosophila and Xenopus laevis models
**Source:** PLoS Genet. 2020 Feb 13;16(2):e1008590. doi: 10.1371/journal.pgen.1008590

**A****Cellular phenotypes with *Diap1/Dronc* Overexp.**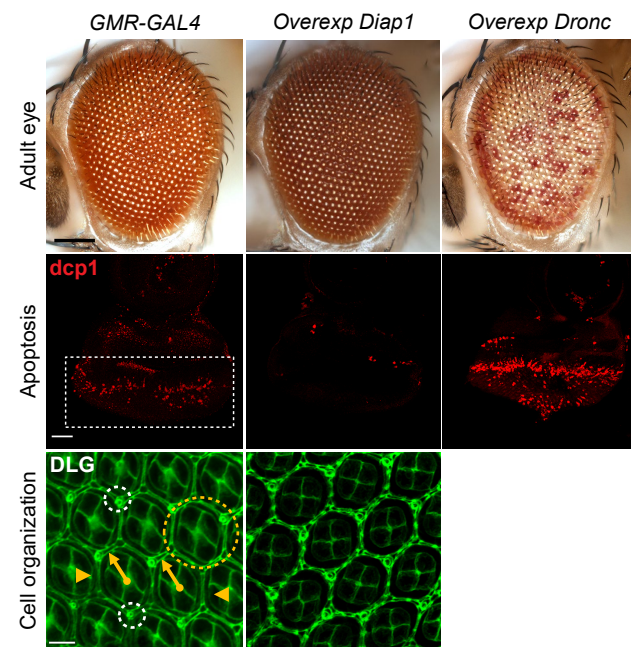**B*****Flyntyper* distance OD score**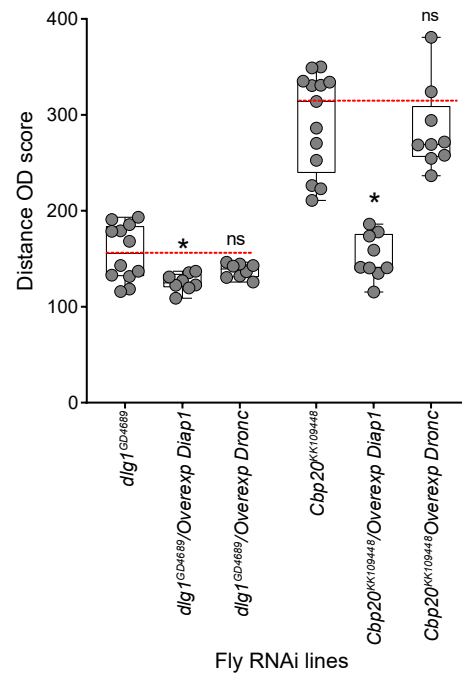**C*****Flyntyper* angle OD score**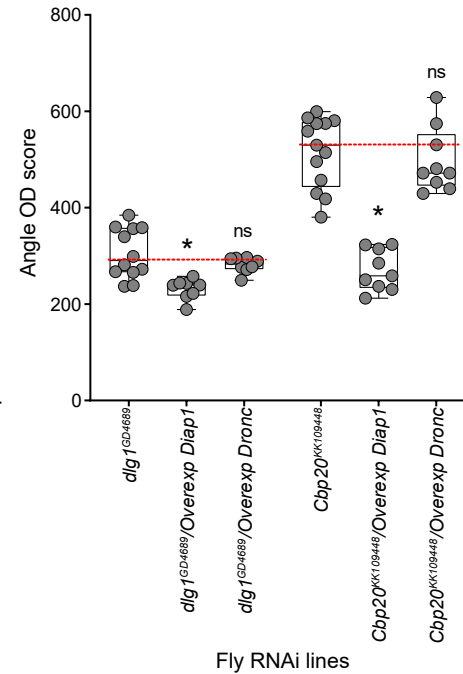**D****Eye area with *Diap1/Dronc* overexp.**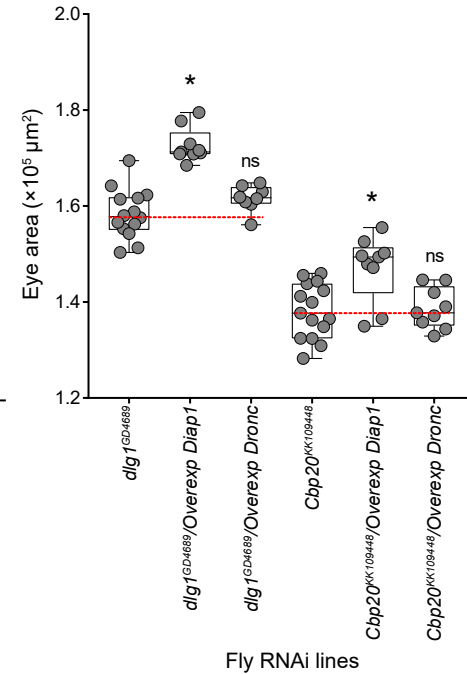**E****Phalloidin staining of pupal eyes**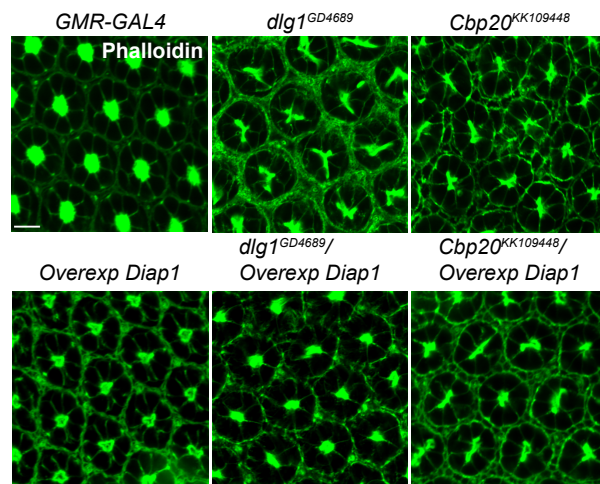**F****TUNEL staining of larval eye discs**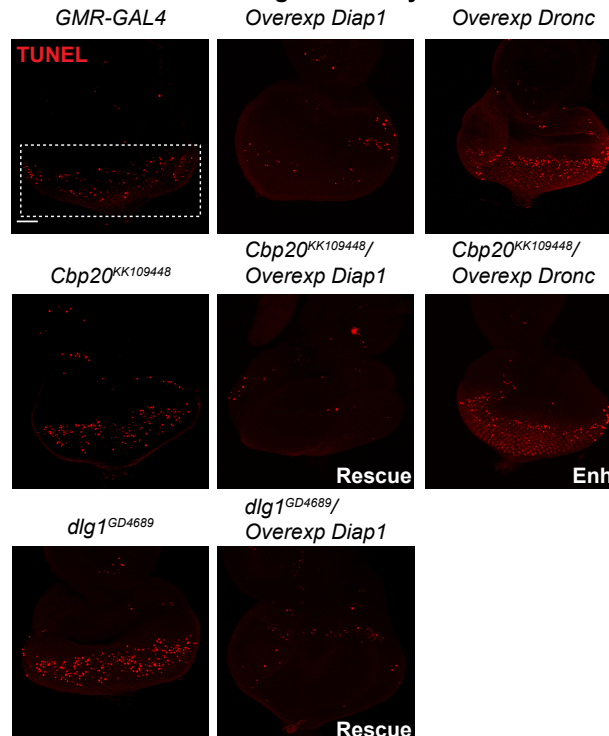**G****Quantification of TUNEL positive cells**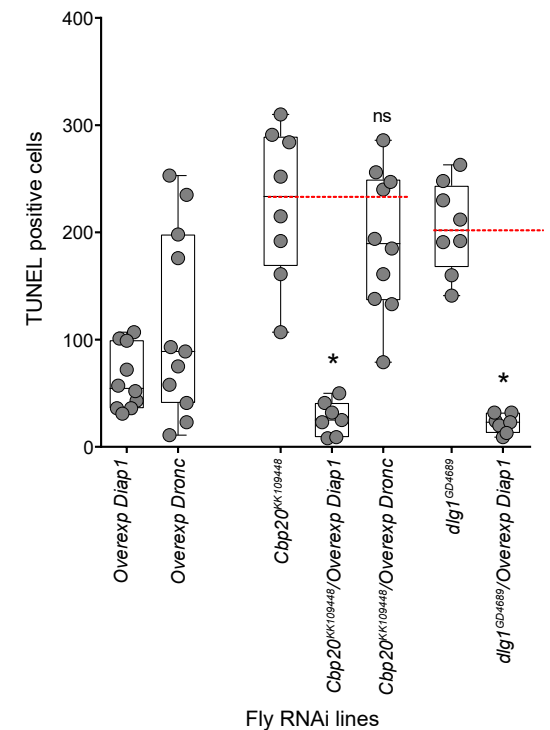

**Supplement:** S10 Fig — (A) Cellular phenotypes of flies with overexpression of Diap1 and Dronc. Representative brightfield adult eye images (scale bar = 100 μm) and confocal images of larval eye discs (scale bar = 30 μm) stained with anti-dcp1 are shown for flies with GMR-GAL4 overexpression of Diap1 and Dronc, while confocal images of pupal eyes (scale bar = 5 μm) stained with anti-DLG are also shown for flies with overexpression of Diap1. While the overexpression of Diap1 did not lead to any changes in the pupal or adult eye phenotype, overexpression of Dronc resulted in a large increase in apoptosis and depigmentation in the adult eye. (B) Box plot of Flynotyper distance ommatidial disorderliness (OD) scores for flies with concomitant GMR-GAL4 RNAi knockdown of Cbp20 or dlg1 and overexpression of Diap1 or Dronc is shown (n = 8–9, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction). (C) Box plot of Flynotyper angle OD scores for flies with knockdown of Cbp20 or dlg1 and overexpression of Diap1 or Dronc is shown (n = 8–9, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction). The distance and angle OD scores, component subscores derived from Flynotyper [53], mirror the trends observed in the overall phenotypic scores (Fig 6B). (D) Box plot of adult eye area in flies with knockdown of Cbp20 or dlg1 and overexpression of Diap1 or Dronc is shown (n = 8–9, *p < 0.05, two-tailed Mann–Whitney test with Benjamini-Hochberg correction). (E) Confocal images of pupal eyes (scale bar = 5 μm) stained with Phalloidin illustrate the rescue of photoreceptor cell organization defects due to knockdown of Cbp20 or dlg1 upon overexpression of Diap1. (F) Larval eye discs (scale bar = 30 μm) stained with TUNEL show rescue of apoptosis phenotypes observed in flies with knockdown of Cbp20 or dlg1 and overexpression of Diap1, as well as enhanced apoptosis with overexpression of Dronc. (G) Box plot of TUNEL-positive cells in the larval eye discs of flies with knockdow

# Supplementary material for: NCBP2 modulates neurodevelopmental defects of the 3q29 deletion in Drosophila and Xenopus laevis models
**Source:** PLoS Genet. 2020 Feb 13;16(2):e1008590. doi: 10.1371/journal.pgen.1008590

**A****Gel images for qPCR morpholino validation**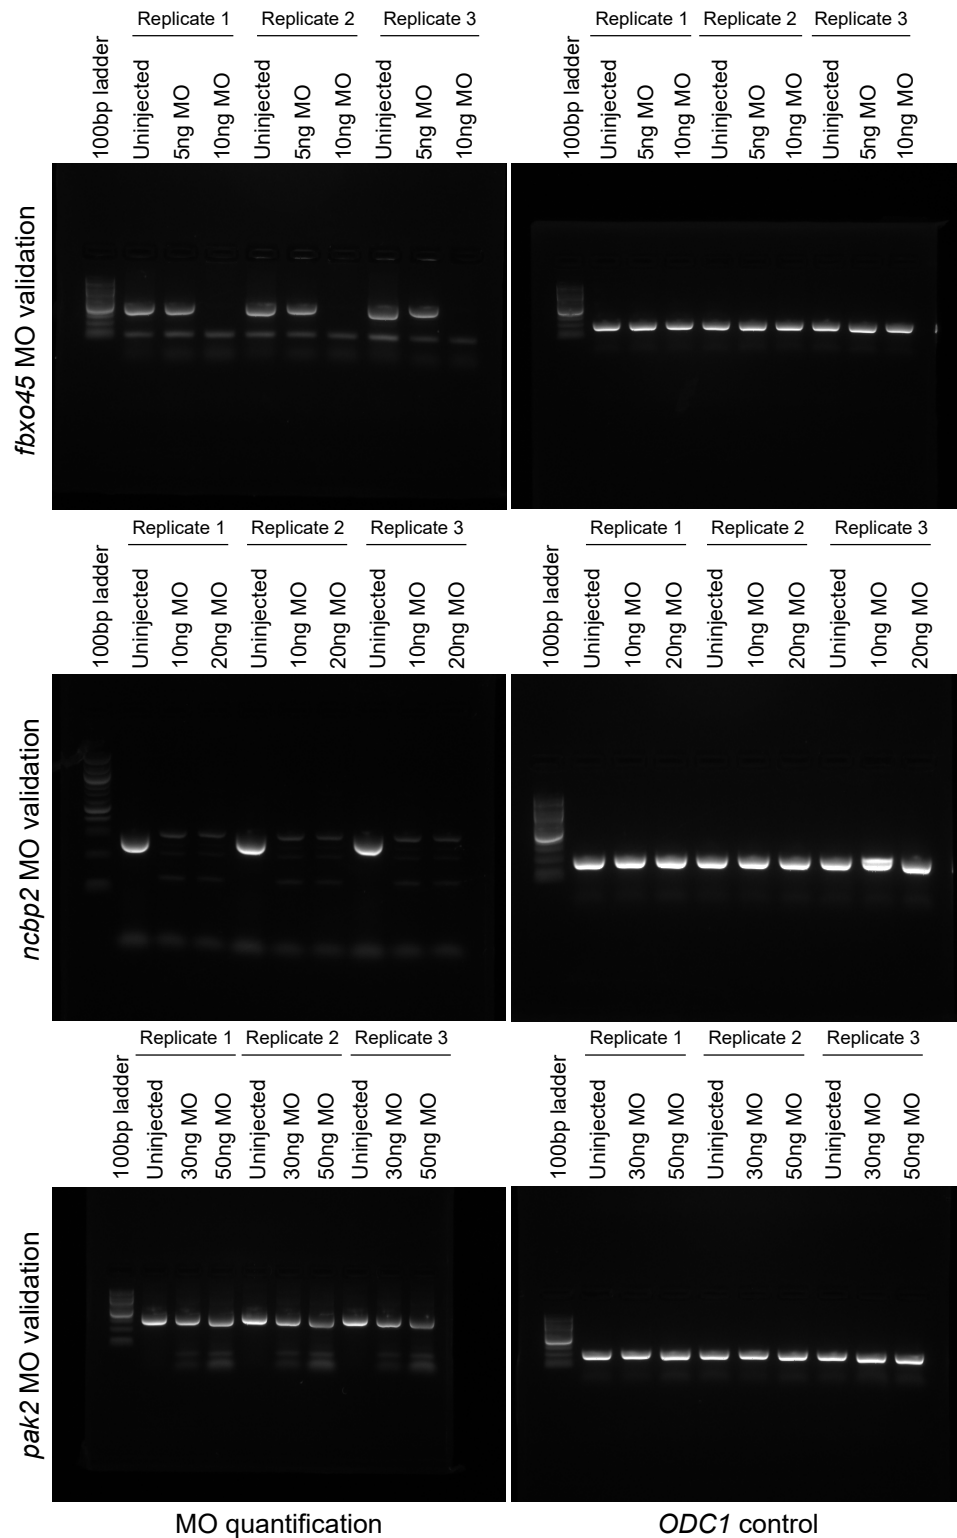**B****qPCR validations for morpholino knockdown experiments**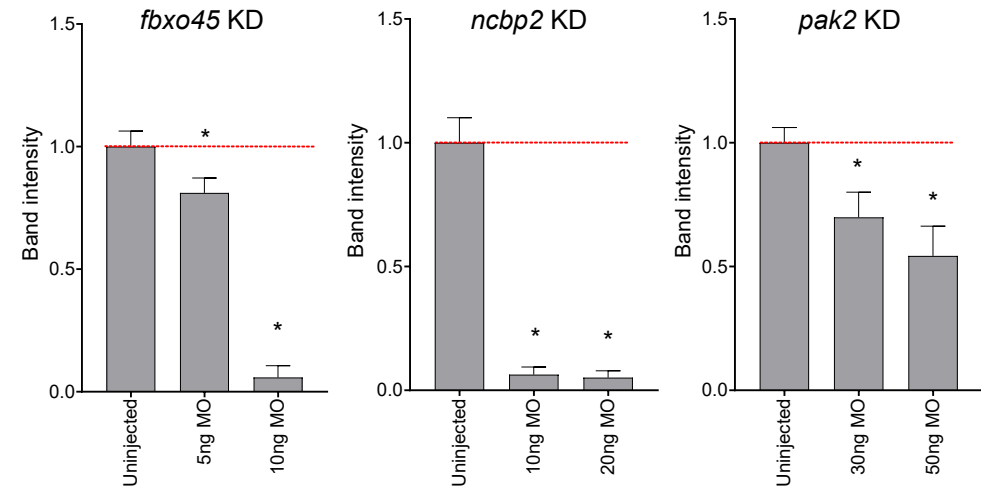**C****Western blot images for apoptosis markers**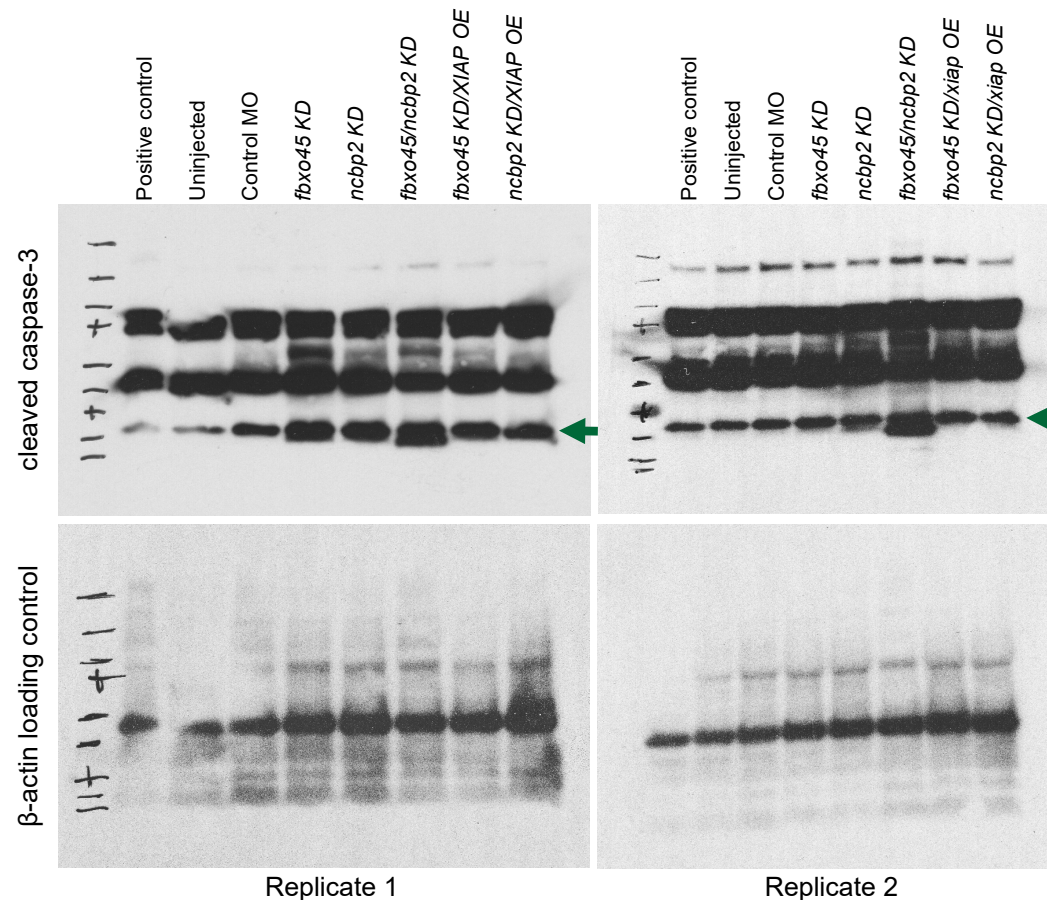

**Supplement:** S12 Fig — (A) Electrophoretic gels show decreased expression of homologs of 3q29 genes due to morpholino (MO) knockdown at various concentrations in X. laevis embryos. Three replicates (uninjected and two MO concentrations) were performed for each morpholino, and band intensities were compared with expression of ODC1 controls taken from the same cDNA samples and run on gels processed in parallel. (B) Quantification of expression for homologs of 3q29 genes at different MO concentrations, as measured by band intensity ratio to ODC1 controls (n = 3 replicates, *p<0.05, two-tailed Welch’s T-test with Benjamini-Hochberg correction). (C) Full images of western blots for quantification of cleaved caspase-3 levels in X. laevis embryos with MO knockdown of homologs of 3q29 genes. Two replicate experiments were performed, and the intensity of bands at 19kD and 17kD (green arrows), corresponding with cleaved caspase-3, were normalized to those for the β-actin loading controls. Embryos injected with control MO, uninjected embryos, and embryos treated with 30% EtOH as a positive control were included with the embryos injected with 3q29 MOs.

# Supplementary material for: NCBP2 modulates neurodevelopmental defects of the 3q29 deletion in Drosophila and Xenopus laevis models
**Source:** PLoS Genet. 2020 Feb 13;16(2):e1008590. doi: 10.1371/journal.pgen.1008590

**A****Eye images of *X. laevis* with 3q29 homolog knockdown**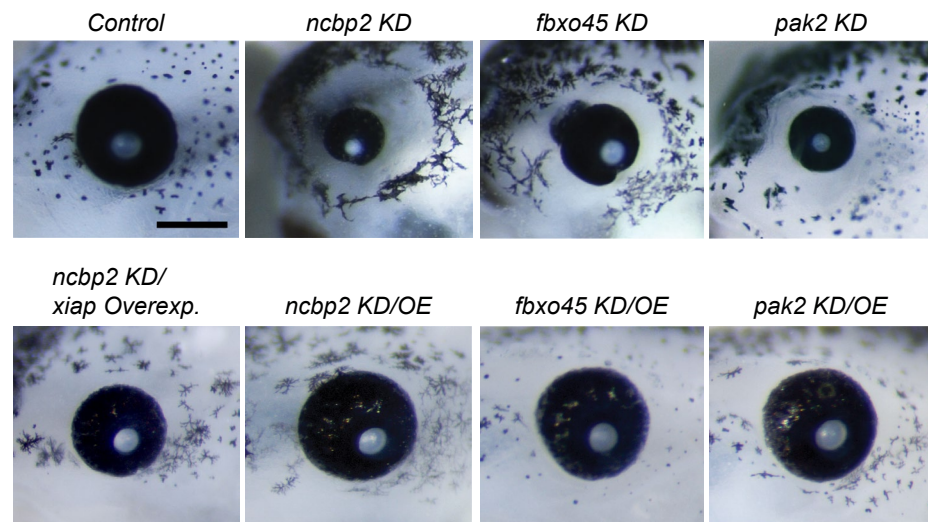**B****Eye area quantification**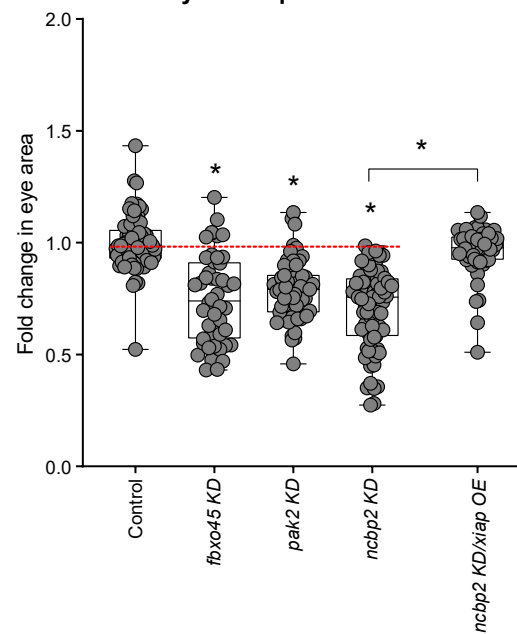**C****Eye area rescue with mRNA OE**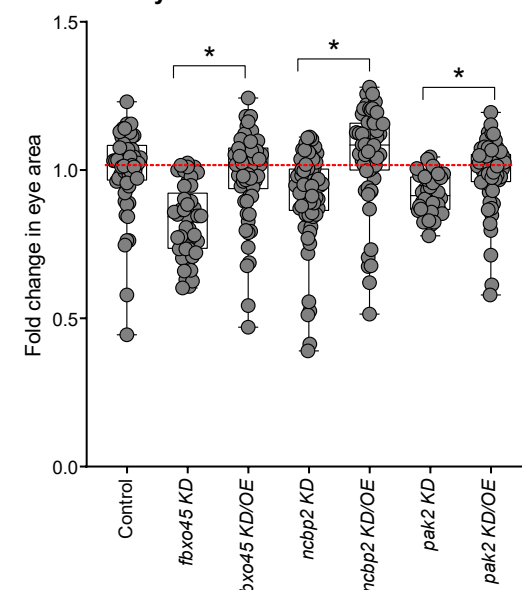

**Supplement:** S13 Fig — (A) Representative eye images of stage 42 X. laevis tadpoles with MO knockdown of homologs of 3q29 genes (scale bar = 500 μm) show defects in eye size and morphology compared with the control (top). These defects were rescued with co-injection and overexpression of mRNA for homologs of 3q29 genes, as well as overexpression of the apoptosis inhibitor xiap for ncbp2 (bottom). (B) Box plot of eye area in X. laevis models with knockdown of homologs of 3q29 genes, normalized to controls, is shown (n = 48–71, *p < 0.05, two-tailed Welch’s T-test with Benjamini-Hochberg correction). Models with ncbp2 knockdown and xiap overexpression showed an increased eye size compared with ncbp2 knockdown. (C) Box plot of eye area in X. laevis models with knockdown of homologs of 3q29 genes and overexpression of mRNA for homologs of 3q29 genes, normalized to controls, is shown (n = 56–63, *p < 0.05, two-tailed Welch’s T-test with Benjamini-Hochberg correction). All boxplots indicate median (center line), 25th and 75th percentiles (bounds of box), and minimum and maximum (whiskers), with red dotted lines representing the control median. The data shown for the eye area experiments represent pooled results of three experimental batches, and were normalized to the respective controls from each batch.

# Supplementary material for: NCBP2 modulates neurodevelopmental defects of the 3q29 deletion in Drosophila and Xenopus laevis models
**Source:** PLoS Genet. 2020 Feb 13;16(2):e1008590. doi: 10.1371/journal.pgen.1008590
**Supplement:** S1 Table — DIOPT version 7.1 [100] and reciprocal BLAST were used to identify fly homologs of genes within the 3q29 region; six genes did not have fly homologs. Expression levels of fly homologs of 3q29 genes were assessed using high-throughput expression data from FlyAtlas Anatomy microarray expression data [104] and modENCODE Anatomy RNA-Seq data [105] from FlyBase.

| <b>Human gene</b> | <b>Fly homolog</b> | <b>Identity (%)</b> | <b>Similarity (%)</b> | <b>DIOPT score</b> | <b>DIOPT rank</b> | <b>Larval central nervous system expression (FlyAtlas)</b> | <b>Larval eye expression (modENCODE)</b> |
|-------------------|--------------------|---------------------|-----------------------|--------------------|-------------------|------------------------------------------------------------|------------------------------------------|
| <i>BDH1</i>       | <i>CG8888</i>      | 33                  | 53                    | 9                  | High              | Low                                                        | NA                                       |
| <i>DLG1</i>       | <i>dlg1</i>        | 44                  | 58                    | 13                 | High              | Moderate                                                   | Moderate                                 |
| <i>FBXO45</i>     | <i>Fsn</i>         | 71                  | 84                    | 13                 | High              | Moderate                                                   | Moderate                                 |
| <i>MFI2</i>       | <i>Tsf2</i>        | 33                  | 48                    | 15                 | High              | Low                                                        | Moderate                                 |
| <i>NCBP2</i>      | <i>Cbp20</i>       | 78                  | 89                    | 14                 | High              | Moderate                                                   | Moderate                                 |
| <i>OSTalpha</i>   | <i>CG6836</i>      | 19                  | 40                    | 5                  | High              | Low                                                        | Low                                      |
| <i>PAK2</i>       | <i>Pak</i>         | 42                  | 50                    | 10                 | Moderate          | NA                                                         | Moderate                                 |
| <i>PCYT1A</i>     | <i>Pcyt2</i>       | 58                  | 72                    | 12                 | High              | Moderate                                                   | Moderate                                 |
| <i>PIGX</i>       | <i>PIG-X</i>       | 24                  | 39                    | 7                  | High              | Low                                                        | Low                                      |
| <i>PIGZ</i>       | <i>PIG-Z</i>       | 30                  | 41                    | 10                 | High              | NA                                                         | Low                                      |
| <i>SENP5</i>      | <i>Ulp1</i>        | 21                  | 35                    | 2                  | Low               | Moderate                                                   | Low                                      |
| <i>TCTEX1D2</i>   | <i>CG5359</i>      | 33                  | 51                    | 9                  | Moderate          | Moderate                                                   | Low                                      |
| <i>UBXN7</i>      | <i>CG8892</i>      | 28                  | 43                    | 13                 | High              | Moderate                                                   | Moderate                                 |
| <i>WDR53</i>      | <i>CG5543</i>      | 21                  | 34                    | NA                 | NA                | Low                                                        | Moderate                                 |
| <i>ZDHHC19</i>    | <i>app</i>         | 34                  | 49                    | 3                  | Moderate          | NA                                                         | Low                                      |
|                   |                    |                     |                       |                    |                   |                                                            |                                          |
| <i>CEP19</i>      | None               |                     |                       |                    |                   |                                                            |                                          |
| <i>LRRC33</i>     | None               |                     |                       |                    |                   |                                                            |                                          |
| <i>RNF68</i>      | None               |                     |                       |                    |                   |                                                            |                                          |
| <i>SMCO1</i>      | None               |                     |                       |                    |                   |                                                            |                                          |
| <i>TFRC</i>       | None               |                     |                       |                    |                   |                                                            |                                          |
| <i>TM4SF19</i>    | None               |                     |                       |                    |                   |                                                            |                                          |

# Supplementary material for: NCBP2 modulates neurodevelopmental defects of the 3q29 deletion in Drosophila and Xenopus laevis models
**Source:** PLoS Genet. 2020 Feb 13;16(2):e1008590. doi: 10.1371/journal.pgen.1008590
**Supplement:** S2 Table — Elav-GAL4 flies were crossed with RNAi lines of fly homologs of 3q29 genes at 25°C, and 3–4 day old adult Drosophila heads were used to quantify the level of expression compared with Elav-GAL4 controls. Elav-GAL4;;UAS-Dicer2 flies crossed with CG5359 flies showed overexpression of tiptop [103] and were therefore excluded from further experiments. A list of full genotypes for fly crosses used in these experiments is provided in S2 File, and statistics for these data are provided in S5 File.

| Gene name                         | Forward and reverse primers                                           | RNAi knockdown<br>(% expression) |
|-----------------------------------|-----------------------------------------------------------------------|----------------------------------|
| <i>app</i> <sup>KK108227</sup>    | For-5'- GCGATCAGACAACCAACGAG-3'<br>Rev-5'- CGCCTTTGGAGGAGAAGGAT-3'    | 55.457                           |
| <i>Cbp20</i> <sup>KK109448</sup>  | For-5'- TTGTGAATGGCACTCGCTTG-3'<br>Rev-5'- GTCCCACTCCACACGAATCA-3'    | 43.900                           |
| <i>CG5359</i> <sup>KK107839</sup> | For-5'- ACGTTATGGCCGAGAACTCA-3'<br>Rev-5'-TGGCGACGTCTTGTTCATAG-3'     | 20.945                           |
| <i>CG5543</i> <sup>KK109031</sup> | For-5'- AAATCCACTTAGCGTGGGGC-3'<br>Rev-5'- AGGAAATTTTACCGCGTTGCAT-3'  | 49.764                           |
| <i>CG6836</i> <sup>KK112485</sup> | For-5'- CCCTTCATCGTCTGCTCCAT-3'<br>Rev-5'- GTGATTTGGAGGGACCAAGC-3'    | 49.087                           |
| <i>CG8888</i> <sup>GD3777</sup>   | For-5'- TTCGCAAGAGCTTGGACCTC-3'<br>Rev-5'- TTTGTGTTAGCCGAGCGGAA-3'    | 25.005                           |
| <i>CG8892</i> <sup>GD14061</sup>  | For-5'- TCCAGAGCAACGTCATGTCC-3'<br>Rev-5'- TGGACCGTCTGTTAAGTGCC-3'    | 38.721                           |
| <i>dlg1</i> <sup>GD4689</sup>     | For-5'- ACACAAGACGATGCCAATGC-3'<br>Rev-5'- TCCACCTGTAGATAATCTCGC-3'   | 62.691                           |
| <i>Fsn</i> <sup>GD11383</sup>     | For-5'- CCCATTTGGTTGGTGTGGGA-3'<br>Rev-5'- TGGATTTACCCGTTCTTGA-3'     | 55.230                           |
| <i>Pak</i> <sup>KK101874</sup>    | For-5'- GTCGTCACCCGGAACAGTA-3'<br>Rev-5'- GCCCAAAGACCAAAGGTCCA-3'     | 40.212                           |
| <i>Pcyt2</i> <sup>KK110819</sup>  | For-5'- CGCTACGTGGATGAGATCGT-3'<br>Rev-5'- TCCTCATTTAGCGTCCACGG-3'    | 80.642                           |
| <i>PIG-X</i> <sup>KK109717</sup>  | For-5'- TGACCTGCAGCGTTTGAAGA-3'<br>Rev-5'- TGACGAACTTAGGATAGATGGCA-3' | 29.775                           |
| <i>PIG-Z</i> <sup>KK107404</sup>  | For-5'-TCCAGAGCGTGGAGGTAATG-3'<br>Rev-5'- CGTATGCTCCAGCCGAAAGT-3'     | 37.856                           |
| <i>Ulp1</i> <sup>GD7581</sup>     | For-5'-CCTGGCCAAGGGCTAAAAGT-3'<br>Rev-5'- GACATGCGTGTGTTGCTAC-3'      | 30.077                           |
| <i>Rp49</i> control               | For-5'-GCAAGCCCAAGGGTATCGA-3'<br>Rev-5'-ACCGATGTTGGGCATCAGA-3'        | --                               |
| <i>tiptop</i>                     | For-5'-CCTCCACAGCATCAGCAACA-3'<br>Rev-5'-CCACCAGGTCGTTACCGTTC-3'      | --                               |

# Supplementary material for: NCBP2 modulates neurodevelopmental defects of the 3q29 deletion in Drosophila and Xenopus laevis models
**Source:** PLoS Genet. 2020 Feb 13;16(2):e1008590. doi: 10.1371/journal.pgen.1008590
**Supplement:** S4 Table — Individual larval eye disc images were assigned mild, moderate or severe scores based on the severity of axon projection loss observed in each eye disc (see Methods). We found that the mild to moderate defects observed with knockdown of Cbp20 were enhanced with concomitant knockdown of dlg1 or Fsn, while Diap1 overexpression partially rescued the defects observed with knockdown of Cbp20 or dlg1. A list of full genotypes for fly crosses used in these experiments is provided in S2 File.

| <b>RNAi line</b>                                                    | <b>Mild axon targeting phenotypes</b> | <b>Moderate axon targeting phenotypes</b> | <b>Severe axon targeting phenotypes</b> |
|---------------------------------------------------------------------|---------------------------------------|-------------------------------------------|-----------------------------------------|
| <i>Cbp20</i> <sup>KK109448</sup>                                    | 4/9                                   | 3/9                                       | 2/9                                     |
| <i>dlg1</i> <sup>GD4689</sup>                                       | 0/7                                   | 2/7                                       | 5/7                                     |
| <i>Fsn</i> <sup>GD11383</sup>                                       | 7/20                                  | 7/20                                      | 6/20                                    |
| <i>Pak</i> <sup>KK101874</sup>                                      | 2/8                                   | 4/8                                       | 2/8                                     |
| <i>Cbp20</i> <sup>KK109448</sup> /<br><i>dlg1</i> <sup>GD4689</sup> | 2/17                                  | 8/17                                      | 7/17                                    |
| <i>Cbp20</i> <sup>KK109448</sup> /<br><i>Fsn</i> <sup>GD11383</sup> | 1/16                                  | 4/16                                      | 11/16                                   |
| <i>Cbp20</i> <sup>KK109448</sup> /<br>Overexp. <i>Diap1</i>         | 5/11                                  | 6/11                                      | 0/11                                    |
| <i>dlg1</i> <sup>GD4689</sup> /<br>Overexp. <i>Diap1</i>            | 1/17                                  | 8/17                                      | 8/17                                    |

# Supplementary material for: NCBP2 modulates neurodevelopmental defects of the 3q29 deletion in Drosophila and Xenopus laevis models
**Source:** PLoS Genet. 2020 Feb 13;16(2):e1008590. doi: 10.1371/journal.pgen.1008590
**Supplement:** S5 Table — Table comparing Flynotyper scores for flies with GMR-GAL4;UAS-Dicer2 RNAi knockdown of homologs of 3q29 genes (shaded in grey) with previously published scores for flies with GMR-GAL4;UAS-Dicer2 RNAi knockdown of homologs of candidate neurodevelopmental genes [53].

| <b>Fly RNAi line</b>              | <b>Human homolog</b> | <b>CNV region</b> | <b>Avg. eye phenotypic score</b> |
|-----------------------------------|----------------------|-------------------|----------------------------------|
| <i>Ube3a</i> <sup>KK104898</sup>  | <i>UBE3A</i>         | Core gene         | 59.733                           |
| <i>Pten</i> <sup>GD13500</sup>    | <i>PTEN</i>          | Core gene         | 58.275                           |
| <i>Cadps</i> <sup>GD9502_1</sup>  | <i>CADPS2</i>        | Core gene         | 56.758                           |
| <i>PIG-Z</i> <sup>KK107404</sup>  | <i>PIGZ</i>          | 3q29              | 56.243                           |
| <i>arm</i> <sup>KK102545</sup>    | <i>CTNNB1</i>        | Core gene         | 54.865                           |
| <i>app</i> <sup>KK108227</sup>    | <i>ZDHHC19</i>       | 3q29              | 53.614                           |
| <i>kis</i> <sup>GD16331</sup>     | <i>CHD8</i>          | Core gene         | 51.182                           |
| <i>Nrx-1</i> <sup>GD2619</sup>    | <i>NRXN1</i>         | Core gene         | 48.753                           |
| <i>Prosap</i> <sup>GD10101</sup>  | <i>SHANK3</i>        | Core gene         | 48.748                           |
| <i>Cbp20</i> <sup>KK109448</sup>  | <i>NCBP2</i>         | 3q29              | 46.268                           |
| <i>dlg1</i> <sup>GD4689</sup>     | <i>DLG1</i>          | 3q29              | 43.219                           |
| <i>CG5543</i> <sup>KK109031</sup> | <i>WDR53</i>         | 3q29              | 40.349                           |
| <i>CG8888</i> <sup>GD3777</sup>   | <i>BDH1</i>          | 3q29              | 39.126                           |
| <i>rk</i> <sup>GD14383_1</sup>    | <i>LGR5</i>          | Core gene         | 38.021                           |
| <i>MCPH1</i> <sup>GD12537_2</sup> | <i>MCPH1</i>         | Core gene         | 36.835                           |
| <i>Pak</i> <sup>KK101874</sup>    | <i>PAK2</i>          | 3q29              | 36.691                           |
| <i>para</i> <sup>GD3392_1</sup>   | <i>SCN1A</i>         | Core gene         | 35.846                           |
| <i>PIG-X</i> <sup>KK109717</sup>  | <i>PIGX</i>          | 3q29              | 34.392                           |
| <i>Eph</i> <sup>GD39</sup>        | <i>EPHA6</i>         | Core gene         | 31.468                           |
| <i>CG8892</i> <sup>GD14061</sup>  | <i>UBXN7</i>         | 3q29              | 31.179                           |
| <i>CG6836</i> <sup>KK112485</sup> | <i>OSTalpha</i>      | 3q29              | 30.842                           |
| <i>Ulp1</i> <sup>GD7581</sup>     | <i>SEN5</i>          | 3q29              | 30.383                           |
| <i>Pcyt2</i> <sup>KK110819</sup>  | <i>PCYT1A</i>        | 3q29              | 28.423                           |
| <i>Fsn</i> <sup>GD11383</sup>     | <i>FBXO45</i>        | 3q29              | 27.671                           |

# Supplementary material for: NCBP2 modulates neurodevelopmental defects of the 3q29 deletion in Drosophila and Xenopus laevis models
**Source:** PLoS Genet. 2020 Feb 13;16(2):e1008590. doi: 10.1371/journal.pgen.1008590
**Supplement:** S6 Table — The number of “+” symbols displayed in the table indicate the severity of the observed cellular defects. Note that n = 4–16 pupal eye preparations were assessed for each RNAi line tested. A list of full genotypes for fly crosses used in these experiments is provided in S2 File.

| RNAi line                         | Cone cell defect | Primary cell defect | Secondary cell defect | Bristle group defect | Rotation error | Hexagonal defect | Photoreceptor defect |
|-----------------------------------|------------------|---------------------|-----------------------|----------------------|----------------|------------------|----------------------|
| <i>GMR-GAL4</i>                   |                  |                     |                       |                      |                |                  |                      |
| <i>Cbp20</i> <sup>KK109448</sup>  | ++               | +                   | ++                    | ++                   | ++             | ++               | +++                  |
| <i>CG5543</i> <sup>KK109031</sup> | ++               | ++                  | ++                    | +++                  | ++             | +                | +                    |
| <i>CG6836</i> <sup>KK112485</sup> | +                |                     |                       | +                    | +              |                  | +                    |
| <i>CG8888</i> <sup>GD3777</sup>   | ++               |                     |                       | +                    | ++             |                  | ++                   |
| <i>CG8892</i> <sup>GD14061</sup>  |                  |                     |                       |                      |                |                  | +                    |
| <i>dlg1</i> <sup>GD4689</sup>     | ++               |                     | +                     | +++                  | +              | ++               | +++                  |
| <i>Fsn</i> <sup>GD11383</sup>     | ++               | +                   |                       | ++                   | ++             | +                |                      |
| <i>Pak</i> <sup>KK101874</sup>    | +                |                     |                       | +                    | +              | +                |                      |
| <i>Pcyt2</i> <sup>KK110819</sup>  | +                | ++                  | ++                    | ++                   | ++             | +                | +                    |
| <i>PIG-X</i> <sup>KK109717</sup>  | +                |                     | +                     | ++                   | ++             |                  | +                    |
| <i>PIG-Z</i> <sup>KK107404</sup>  | +                |                     | +                     | ++                   | +              | +                | ++                   |
| <i>Ulp1</i> <sup>GD7581</sup>     | +                | ++                  | ++                    | +                    | ++             | +                | +                    |

# Supplementary material for: NCBP2 modulates neurodevelopmental defects of the 3q29 deletion in Drosophila and Xenopus laevis models
**Source:** PLoS Genet. 2020 Feb 13;16(2):e1008590. doi: 10.1371/journal.pgen.1008590
**Supplement:** S7 Table — “All interactions” indicates the number of pairwise crosses where at least one second-hit RNAi or mutant line showed enhancement of the single-hit phenotype, while “Validated” indicates the number of interactions which have two or more crosses with a second-hit RNAi or mutant line (if available) showing the same result. “Reciprocal cross” indicates the number of interactions with concordant results across pairs of reciprocal cross (i.e. Cbp20/dlg1 vs. dlg1/Cbp20). These totals include crosses with the mutant line Tsf2KG01571, as eye-specific RNAi knockdown of Tsf2 was lethal, as well as flies heterozygous for dlg1 RNAi and homozygous for Cbp20 RNAi. Crosses with other RNAi or mutant lines for the same homolog (shaded in grey) are included as validation lines tested but were not counted as interactions. A list of full genotypes for fly crosses used in these experiments is provided in S2 File.

| <b>Second-hit homolog</b>      | <i>app</i> <sup>KK108227</sup> | <i>Cbp20</i> <sup>KK109448</sup> | <i>CG6836</i> <sup>KK112485</sup> | <i>CG8888</i> <sup>GD3777</sup> | <i>dlg1</i> <sup>GD4689</sup> | <i>Fsn</i> <sup>GD11383</sup> | <i>Pak</i> <sup>KK101874</sup> | <i>PIG-X</i> <sup>KK109717</sup> | <i>PIG-Z</i> <sup>KK107404</sup> |
|--------------------------------|--------------------------------|----------------------------------|-----------------------------------|---------------------------------|-------------------------------|-------------------------------|--------------------------------|----------------------------------|----------------------------------|
| <i>app</i>                     | NA                             | Enhancer (1/1)                   | No interaction (0/1)              | No interaction (0/1)            | Enhancer (1/1)                | NA                            | No interaction (0/1)           | No interaction (0/1)             | No interaction (0/1)             |
| <i>Cbp20</i>                   | Enhancer (1/1)                 | Enhancer (3/3)                   | Enhancer (1/1)                    | Enhancer (3/3)                  | Enhancer (2/2)                | Enhancer (2/3)                | Enhancer (3/3)                 | No interaction (0/1)             | Enhancer (3/3)                   |
| <i>CG6836</i>                  | No interaction (0/1)           | Enhancer (1/1)                   | NA                                | Enhancer (1/1)                  | Enhancer (1/1)                | No interaction (0/1)          | No interaction (0/1)           | No interaction (0/1)             | No interaction (0/1)             |
| <i>CG8888</i>                  | No interaction (0/1)           | Enhancer (3/3)                   | Enhancer (1/1)                    | Not validated (1/2)             | Not validated (1/3)           | Enhancer (2/3)                | No interaction (0/3)           | No interaction (0/1)             | Enhancer (3/3)                   |
| <i>dlg1</i>                    | Enhancer (1/1)                 | Enhancer (4/4)                   | No interaction (0/1)              | Not validated (1/2)             | Enhancer (1/1)                | Not validated (1/2)           | Not validated (1/2)            | No interaction (0/1)             | Enhancer (3/3)                   |
| <i>Fsn</i>                     | Enhancer (1/1)                 | Enhancer (3/3)                   | No interaction (0/1)              | Not validated (1/3)             | Not validated (1/3)           | No interaction (0/2)          | No interaction (0/2)           | No interaction (0/1)             | Enhancer (2/3)                   |
| <i>Pak</i>                     | No interaction (0/1)           | Enhancer (3/3)                   | No interaction (0/1)              | Not validated (1/3)             | Not validated (1/3)           | No interaction (0/1)          | No interaction (0/1)           | No interaction (0/1)             | Enhancer (2/3)                   |
| <i>PIG-X</i>                   | No interaction (0/1)           | Enhancer (1/1)                   | No interaction (0/1)              | No interaction (0/1)            | No interaction (0/1)          | No interaction (0/1)          | No interaction (0/1)           | NA                               | No interaction (0/1)             |
| <i>PIG-Z</i>                   | No interaction (0/1)           | Enhancer (2/2)                   | No interaction (0/1)              | Enhancer (2/2)                  | Not validated (1/2)           | Not validated (1/2)           | No interaction (0/2)           | No interaction (0/1)             | Enhancer (1/1)                   |
| <i>CG5543</i>                  | NA                             | Enhancer (2/2)                   | NA                                | Enhancer (2/2)                  | Not validated (1/2)           | NA                            | Not validated (1/2)            | NA                               | NA                               |
| <i>CG8892</i>                  | NA                             | Enhancer (1/1)                   | NA                                | No interaction (0/1)            | Enhancer (1/1)                | NA                            | No interaction (0/1)           | NA                               | NA                               |
| <i>Pcyt2</i>                   | NA                             | Enhancer (1/1)                   | NA                                | Enhancer (1/1)                  | No interaction (0/1)          | NA                            | Enhancer (1/1)                 | NA                               | Enhancer (1/1)                   |
| <i>Tsf2</i>                    | NA                             | Enhancer (1/1)                   | NA                                | Enhancer (1/1)                  | No interaction (0/1)          | No interaction (0/1)          | Enhancer (1/1)                 | NA                               | Enhancer (1/1)                   |
| <i>Ulp1</i>                    | NA                             | No interaction (0/2)             | NA                                | Not validated (1/2)             | Not validated (1/2)           | NA                            | Not validated (1/2)            | NA                               | NA                               |
|                                |                                |                                  |                                   |                                 |                               |                               |                                |                                  |                                  |
| Lines tested (161 total)       | 8                              | 28                               | 8                                 | 25                              | 24                            | 16                            | 23                             | 8                                | 21                               |
| All interactions (54/94 total) | 3/8                            | 12/13                            | 2/8                               | 10/13                           | 10/13                         | 4/8                           | 6/13                           | 0/8                              | 7/10                             |
| Validated (39/94 total)        | 3/8                            | 12/13                            | 2/8                               | 6/13                            | 4/13                          | 2/8                           | 3/13                           | 0/8                              | 7/10                             |
| Reciprocal cross (19/26 total) | 2/2                            | 7/8                              | 2/2                               | 3/3                             | 1/3                           | 1/2                           | 1/1                            | 0/0                              | 2/5                              |

# Supplementary material for: NCBP2 modulates neurodevelopmental defects of the 3q29 deletion in Drosophila and Xenopus laevis models
**Source:** PLoS Genet. 2020 Feb 13;16(2):e1008590. doi: 10.1371/journal.pgen.1008590
**Supplement:** S8 Table — The number of “+” symbols displayed in the table indicate the severity of the observed cellular defects. Note that n = 4–16 pupal eye preparations were assessed for each interaction cross tested. A list of full genotypes for fly crosses used in these experiments is provided in S2 File.

| Pairwise cross                                                         | Cone cell defects |                   |                   | Primary cell defect | Secondary cell defect | Bristle cell defect | Rotation error | Hexagonal defect | Photoreceptor defect |
|------------------------------------------------------------------------|-------------------|-------------------|-------------------|---------------------|-----------------------|---------------------|----------------|------------------|----------------------|
|                                                                        | Number error      | Arrangement error | Orientation error |                     |                       |                     |                |                  |                      |
| <i>dlg1</i> <sup>GD4689</sup>                                          |                   |                   | ++                |                     | +                     | +++                 | +              | ++               | +++                  |
| <i>Cbp20</i> <sup>KK109448</sup>                                       |                   |                   | ++                | +                   | ++                    | ++                  | ++             | ++               | +++                  |
| <i>Cbp20</i> <sup>KK109448</sup> /<br><i>CG8888</i> <sup>GD3777</sup>  | +                 | ++                | ++                | ++                  | ++                    | ++                  | ++             | +++              | ++++                 |
| <i>Cbp20</i> <sup>KK109448</sup> /<br><i>dlg1</i> <sup>GD4689</sup>    | +                 | ++                | ++                | ++                  | ++                    | +++                 | ++             | +                | ++++                 |
| <i>Cbp20</i> <sup>KK109448</sup> /<br><i>Fsn</i> <sup>GD11383</sup>    | +                 | ++                | ++                | ++                  | +++                   | +++                 | ++             | ++++             | ++++                 |
| <i>Cbp20</i> <sup>KK109448</sup> /<br><i>Pak</i> <sup>KK101874</sup>   |                   | ++                | ++                | +                   | ++                    | ++                  | +              | +                | +++                  |
| <i>Cbp20</i> <sup>KK109448</sup> /<br><i>PIG-Z</i> <sup>KK107404</sup> |                   |                   | +                 | ++                  | ++                    | +++                 | ++             | +++              | ++++                 |
|                                                                        |                   |                   |                   |                     |                       |                     |                |                  |                      |
| <i>Overexp Diap1</i>                                                   |                   |                   |                   |                     |                       |                     |                |                  |                      |
| <i>Cbp20</i> <sup>KK109448</sup> /<br><i>Overexp Diap1</i>             |                   |                   | +                 |                     | ++                    | +                   |                |                  |                      |
| <i>dlg1</i> <sup>GD4689</sup> /<br><i>Overexp Diap1</i>                |                   |                   | ++                |                     |                       | +++                 |                |                  |                      |

# Supplementary material for: NCBP2 modulates neurodevelopmental defects of the 3q29 deletion in Drosophila and Xenopus laevis models
**Source:** PLoS Genet. 2020 Feb 13;16(2):e1008590. doi: 10.1371/journal.pgen.1008590
**Supplement:** S9 Table — “All interactions” indicates the number of crosses where at least one second-hit RNAi line showed enhancement of the single-hit phenotype, while “Validated interactions” indicates the number of interactions which have two or more crosses with a second-hit RNAi or mutant line (if available) showing the same result. Results from two distinct fly homologs of CHRNA7 that were crossed with homologs of 3q29 genes, nAChRα6 and nAChRα7, were combined for the final number of interactions. Shaded interactions indicate pairwise crosses where the phenotypes observed with knockdown of the homolog for the neurodevelopmental gene by itself were suppressed with concomitant knockdown of homologs for 3q29 genes. The neurodevelopmental genes are annotated for cell cycle/apoptosis function (Gene Ontology terms GO:0007049 and GO:0006915) and association with microcephaly disorders [65]. A list of full genotypes for fly crosses used in these experiments is provided in S2 File.

| Second-hit homolog                        | Cell cycle/<br>apoptosis | Microcephaly | <i>Cbp20</i> <sup>KK109448</sup> | <i>CG8888</i> <sup>GD3777</sup> | <i>dlg1</i> <sup>GD4689</sup> | <i>Pak</i> <sup>KK101874</sup> |
|-------------------------------------------|--------------------------|--------------|----------------------------------|---------------------------------|-------------------------------|--------------------------------|
| <i>Arm</i> (CTNNB1)                       | X                        |              | Enhancer (2/2)                   | Enhancer (2/2)                  | Enhancer (2/2)                | Enhancer (2/2)                 |
| <i>Asp</i> (ASPM)                         | X                        | X            | Enhancer (1/1)                   | Enhancer (1/1)                  | No interaction (0/1)          | No interaction (0/1)           |
| <i>Cadps</i> (CADPS2)                     |                          |              | Enhancer (2/2)                   | Not validated (1/2)             | Not validated (1/2)           | Enhancer (2/2)                 |
| <i>Eph</i> (EPHA6)                        |                          |              | Enhancer (3/3)                   | Enhancer (3/3)                  | Enhancer (3/3)                | Not validated (1/3)            |
| <i>kis</i> (CHD8)                         | X                        |              | Not validated (1/2)              | No interaction (0/2)            | No interaction (0/2)          | No interaction (0/2)           |
| <i>Klp61F</i> (KIF11)                     | X                        | X            | Enhancer (2/2)                   | Enhancer (1/1)                  | Enhancer (1/1)                | Enhancer (1/1)                 |
| <i>MCPH1</i> (MCPH1)                      | X                        | X            | Enhancer (2/3)                   | Enhancer (3/3)                  | No interaction (0/3)          | Not validated (1/3)            |
| <i>nAChRa6</i><br><i>nAChRa7</i> (CHRNA7) |                          |              | Enhancer (3/5)                   | Enhancer (3/5)                  | Enhancer (3/5)                | Enhancer (2/5)                 |
| <i>Nrx-1</i> (NRXN1)                      |                          |              | Enhancer (3/3)                   | Enhancer (3/3)                  | Enhancer (3/3)                | No interaction (0/3)           |
| <i>para</i> (SCN1A)                       |                          |              | Enhancer (3/3)                   | Enhancer (2/3)                  | No interaction (0/3)          | Not validated (1/3)            |
| <i>Prosap</i> (SHANK3)                    |                          |              | Not validated (1/2)              | No interaction (0/2)            | Not validated (1/2)           | No interaction (0/2)           |
| <i>Pten</i> (PTEN)                        | X                        |              | Enhancer (2/2)                   | Enhancer (2/2)                  | Enhancer (2/2)                | Not validated (1/2)            |
| <i>Rk</i> (LGR5)                          | X                        |              | Enhancer (4/5)                   | Enhancer (3/5)                  | No interaction (0/5)          | No interaction (0/5)           |
| <i>Sas-4</i> (CENPJ)                      | X                        | X            | Enhancer (2/2)                   | Enhancer (2/2)                  | Not validated (1/2)           | No interaction (0/2)           |
| <i>Ube3a</i> (UBE3A)                      |                          |              | Enhancer (2/2)                   | Not validated (1/2)             | No interaction (0/2)          | Not validated (1/2)            |
|                                           |                          |              |                                  |                                 |                               |                                |
| <b>Lines tested (153)</b>                 |                          |              | 39                               | 38                              | 38                            | 38                             |
| <b>All interactions (46/60)</b>           |                          |              | 15/15                            | 13/15                           | 9/15                          | 9/15                           |
| <b>Validated interactions (34/60)</b>     |                          |              | 13/15                            | 11/15                           | 6/15                          | 4/15                           |

# Supplementary material for: NCBP2 modulates neurodevelopmental defects of the 3q29 deletion in Drosophila and Xenopus laevis models
**Source:** PLoS Genet. 2020 Feb 13;16(2):e1008590. doi: 10.1371/journal.pgen.1008590
**Supplement:** S10 Table — Comparison of mice with heterozygous deletion of the syntenic 3q29 region [14,15] with heterozygous knockout mouse models for Dlg1 [14] and Pak2 [72]. Blue shaded boxes indicate phenotypes observed in the knockout models, while gray-shaded boxes indicate a phenotype that was not tested in the knockout model. Neither Dlg1+/- nor Pak2+/- knockout mice recapitulate the body and brain weight, spatial learning and memory, or acoustic startle defects observed in the deletion mouse models.

| <b>3q29 deletion mouse models</b>          | <i>B6J.Del16<sup>+/-Bdh1-Tfrc</sup></i><br>(Baba et al.) | <i>B6N.Del16<sup>+/-Bdh1-Tfrc</sup></i><br>(Rutkowski et al.) | <i>B6N.Dlg1<sup>+/-</sup></i><br>(Rutkowski et al.) | <i>Pak2<sup>+/-</sup></i><br>(Wang et al.)            |
|--------------------------------------------|----------------------------------------------------------|---------------------------------------------------------------|-----------------------------------------------------|-------------------------------------------------------|
| Weight                                     | Decreased                                                | Decreased                                                     | No phenotype                                        | Not tested                                            |
| Brain size                                 | Decreased                                                | Decreased                                                     | Not tested                                          | No phenotype                                          |
| Locomotor activity                         | No phenotype                                             | No phenotype                                                  | No phenotype                                        | No phenotype                                          |
| Amphetamine-induced locomotor activity     | Not tested                                               | Increased                                                     | Increased                                           | Not tested                                            |
| Anxiety (elevated plus maze or open field) | Not tested                                               | No phenotype                                                  | No phenotype                                        | No phenotype                                          |
| Spatial learning and memory (water maze)   | Not tested                                               | Decreased                                                     | No phenotype                                        | No phenotype                                          |
| Acoustic startle response                  | Increased                                                | Increased                                                     | No phenotype                                        | No phenotype                                          |
| Prepulse inhibition/sensorimotor gating    | Decreased                                                | No phenotype                                                  | No phenotype                                        | No phenotype                                          |
| Startle response w/risperidone             | Rescued                                                  | Not tested                                                    | Not tested                                          | Not tested                                            |
| Marble burying                             | Not tested                                               | No phenotype                                                  | No phenotype                                        | Increased                                             |
| Self-grooming                              | Increased                                                | Not tested                                                    | Not tested                                          | Increased                                             |
| Social interaction (free or 3-chamber)     | Decreased                                                | Decreased                                                     | No phenotype                                        | Decreased                                             |
| Fear conditioning (context)                | Decreased                                                | No phenotype                                                  | No phenotype                                        | Not tested                                            |
| Auditory excitatory neuron activity        | Increased                                                | Not tested                                                    | Not tested                                          | Not tested                                            |
| Parvalbumin neuronal count                 | Decreased                                                | Not tested                                                    | Not tested                                          | Not tested                                            |
| Dendritic spine density                    | Not tested                                               | Not tested                                                    | Not tested                                          | Decreased                                             |
| Long-term potentiation                     | Not tested                                               | Not tested                                                    | Not tested                                          | Decreased                                             |
| Synaptic density                           | Not tested                                               | Not tested                                                    | Not tested                                          | Decreased                                             |
| Neuronal migration                         | Not tested                                               | Not tested                                                    | Not tested                                          | Decreased                                             |
| Transcriptome                              | Immediate early signaling genes                          | Not tested                                                    | Not tested                                          | Post-synaptic density, cytoskeleton, channel activity |

# Supplementary material for: NCBP2 modulates neurodevelopmental defects of the 3q29 deletion in Drosophila and Xenopus laevis models
**Source:** PLoS Genet. 2020 Feb 13;16(2):e1008590. doi: 10.1371/journal.pgen.1008590
**Supplement:** S11 Table — This table shows the number of candidate autism, intellectual disability and schizophrenia genes annotated for apoptosis function. The minimum, mean and maximum numbers of apoptosis genes in 100,000 simulated sets of candidate genes are shown, along with the percentiles and empirical p-values of the observed overlap with apoptosis genes for each simulation.

| Candidate gene set                | Overlap with apoptosis (%) | Simulated overlap with apoptosis |      |      | Percentile of observed overlap | Empirical p-value         |
|-----------------------------------|----------------------------|----------------------------------|------|------|--------------------------------|---------------------------|
|                                   |                            | Min.                             | Mean | Max. |                                |                           |
| Autism (n=756)                    | 106 (14.0%)                | 40                               | 71   | 104  | 100%                           | $p < 1.00 \times 10^{-5}$ |
| Intellectual disability (n=1,854) | 265 (14.3%)                | 121                              | 170  | 223  | 100%                           | $p < 1.00 \times 10^{-5}$ |
| Schizophrenia (n=2,546)           | 268 (10.5%)                | 180                              | 237  | 302  | 98.6%                          | $p = 0.014$               |

# Supplementary material for: NCBP2 modulates neurodevelopmental defects of the 3q29 deletion in Drosophila and Xenopus laevis models
**Source:** PLoS Genet. 2020 Feb 13;16(2):e1008590. doi: 10.1371/journal.pgen.1008590
**Supplement:** S12 Table

| <b><i>X. laevis</i> homolog</b> | <b>Morpholino</b>                            |
|---------------------------------|----------------------------------------------|
| <i>ncbp2</i>                    | for L, 5'- CGGTTTCCCTAGAATAGAAACAGGT-3'      |
| <i>fbxo45</i>                   | for L and S, 5'-TATCTGTGGTGGGAAGAAAAGGTCA-3' |
| <i>dlg1</i>                     | for L, 5'-CAAATGAGGCAGCAACTTACTTTCT-3'       |
| <i>pak2</i>                     | for L and S, 5'-AGAGATAAATCCTACCTTTTCTGT-3'  |
| standard control                | 5'-cctctacctcagttacaatttata-3'               |

# Supplementary material for: NCBP2 modulates neurodevelopmental defects of the 3q29 deletion in Drosophila and Xenopus laevis models
**Source:** PLoS Genet. 2020 Feb 13;16(2):e1008590. doi: 10.1371/journal.pgen.1008590
**Supplement:** S13 Table

| <b><i>X. laevis</i> homolog</b> | <b>Primers</b>                                                                                                    |
|---------------------------------|-------------------------------------------------------------------------------------------------------------------|
| <i>ncbp2</i>                    | forward for L allele 5'- ATCTGAGTCAGTATCGGGACC-3'<br>reverse for L allele 5'- CCCTTCCTTAAATCCTGCATCC-3'           |
| <i>fbxo45</i>                   | forward for L and S allele 5'- CCGACATACTGTGCAACCTG-3'<br>reverse for L and S allele 5'-TGTCCAAGATCACCCGAATCC-3'  |
| <i>dlg1</i>                     | forward for L allele 5'-CTCTCCTATGAACCCGTCAC-3'<br>reverse for L allele 5'-CCGGCCTCTATGAATTTGTG-3'                |
| <i>pak2</i>                     | forward for L and S allele 5'-AGGATAAACCACCAGCTCCTC-3'<br>reverse for L and S allele 5'-GGGAGCCCATCTTTATCTGGTG-3' |
| <i>ODC1</i> control             | forward 5'- GCCATTGTGAAGACTCTCTCCATTC-3'<br>reverse 5'- TTCGGGTGATTCTTGCCAC-3'                                    |

How the deposited data were processed for this re-analysis (not part of the article)

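RNA-sequencing libraries were analysed from the heads of female flies of 7 groups with 3 biological replicates each: pan-neuronal knockdown of *Cbp20*, *dlg1*, *Fsn*, *Cbp20/dlg1* and *Cbp20/Fsn* with *Elav-GAL4*, and *Elav-GAL4* controls of the GD and KK backgrounds. The paper states 35 heads per replicate, and the sample descriptions state collections of 40 to 50 flies. Groups were assigned from the sample descriptions. The other individual knockdown of the experiment was not analysed here.

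The authors trimmed the reads with Trimmomatic, aligned them to fly build 6.08 with TopHat2 and deposited the raw count of reads on each gene from HTSeq, without normalization, in a separate column for each sequencing batch. The HTSeq summary rows were removed and the batches of each library were summed. Each library has counts for 17559 genes. Gene symbols were matched for 17253 gene identifiers. The deposited counts carry no coordinates, so the coordinates given are those of the BDGP6.54 annotation, which is a later release than the annotation the authors used. Total gene counts ranged from 17712938 to 28759171 per library, with a median of 22289840. At these depths 3 counts correspond to between 0.104 and 0.169 CPM, which was taken as the floor of detection in a library. Values below it rest on fewer than 3 counts. This floor covers counting error only.

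Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by the filterByExpr function with the groups given, which left 10558 genes. Library sizes were normalized by TMM. A quasi-likelihood model with 1 coefficient per group was fitted to all 21 libraries, with the estimation used in earlier releases of edgeR (legacy option), since the statistics of S3 File show a joint fit of all groups with that test. Each individual knockdown was compared with the control of the same background. The pairwise knockdowns, which carry a KK line and a GD line, were compared with Control KK. The log2 fold change threshold of 1 and the FDR threshold of 0.05 (Benjamini-Hochberg correction) are those of the paper. The effect of each pairwise knockdown was also tested against the sum of the effects of its individual knockdowns, and Control KK was compared with Control GD. Standard errors are the absolute log2 fold change divided by the square root of the F statistic, and none is given for a gene without counts in a group. CPM values are TMM-normalized, and 0.5 was added before taking log2 for the means of marker genes.

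The procedure was tested on simulated counts with 200 genes changed. Every simulated change was well past the fold-change threshold, and genes were drawn independently with the average spread for their expression. The rates below therefore do not cover changes near the threshold, or genes that vary together or widely between replicates. The quasi-likelihood test recovered 193 of these 200 genes (96.5%) and called 1 unchanged gene. For the test of a pair against the sum, it recovered 192 of 200 (96%) and called 4 unchanged genes.

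The genes named were set by a rule before the data were examined. They are the targeted genes, the genes the paper names for this experiment, and the genes S3 File lists for *Fsn* as homologs of NR4A, EGR or FOS genes. For each comparison with a control, they also include the 2 genes with the largest rise and the 2 with the largest fall among differentially expressed genes with a mean of at least 5 CPM and every knockdown library beyond every control library. Marker genes and the genes *w* and *tio* are named where they were tested. Marker gene sets for antenna, ovary germline, eggshell, flight muscle, midgut, heat shock, antimicrobial peptides, mitosis and photoreceptors were listed before the data were examined, and 137 of their 141 genes are among the genes counted. Set members with a mean of at least 0.5 CPM were averaged. Sets were compared by a 2-sided exact permutation test of 3 against 3 libraries.

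The alternatives set before the data were examined were RLE normalization, DESeq2 1.42.0, the quasi-likelihood estimation of edgeR 4, the likelihood ratio test, no low-count filter, a filter of at least 10 counts in every library, only the groups compared in the model, the replicate number as a block, no fold-change threshold, an FDR threshold of 0.01, the first sequencing batch only, the control of the other background, and each replicate left out in turn. The pairing behind the replicate block comes from the replicate numbers in the sample descriptions, which do not say that same-numbered libraries were prepared together. Further calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Permutation tests of correlations drew 100000 permutations, and random gene sets matched on mean expression numbered 10000. The enrichment analyses, the mapping to human homologs and the tissue expression analysis were not repeated.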

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

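The test with the germline markers as a covariate was chosen after the result it concerns had been seen.

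Each pairwise knockdown departed from the sum of its individual knockdowns. The test of that difference gave 274 genes past the threshold for *Cbp20/Fsn* and 466 for *Cbp20/dlg1*. The replicate numbers were used to ask how often other assignments of the libraries give as many genes. In each of 32 assignments the labels were exchanged within same-numbered pairs of libraries, in a model of the 4 groups that enter the test, pairwise with *Cbp20* libraries and the other individual knockdown with Control GD libraries. For *Cbp20/Fsn*, 4 of the 32 assignments, the real one included, gave at least the 178 genes of the real assignment, and for *Cbp20/dlg1* 2 of the 32 gave at least the 459 of the real assignment. All the other assignments that reached the real count (3 for *Cbp20/Fsn*, 1 for *Cbp20/dlg1*) left the pairwise and *Cbp20* libraries in place, so the difference between these groups was still in the contrast. Among the 24 assignments that exchanged pairwise and *Cbp20* libraries, the highest count was 55 genes for *Cbp20/Fsn* and 56 for *Cbp20/dlg1*. The share of all 32 assignments is therefore not a measure of chance alone. The test sets the difference between pairwise and *Cbp20* flies against that between the other individual knockdown and Control GD. The pairwise flies carry a GD line beside the KK line of *Cbp20*, so the first difference also contains the added GD line. The second was measured within the GD background, so an effect that depends on the background enters the test. A gene higher in Control GD than in the other individual knockdown is moved above the sum. Antennal genes were so on average for both pairs, and antimicrobial peptide genes for *Fsn*. The gene *w* lay below the sum, being no higher on average in pairwise than in *Cbp20* flies but higher in *dlg1* and *Fsn* flies than in Control GD. How many of the counted genes are of these kinds was not tested. An interaction between the homologs remains a hypothesis beside these.

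For *Cbp20/Fsn*, the genes found in that pair alone depended on the flies used as control. Of the 215 genes, 56 remained past the threshold in the same direction against Control GD. Of the other 159, 67 were past the threshold between the controls, in the direction that sets Control KK apart. That direction follows from how these 67 genes were picked, past the threshold against Control KK and not against Control GD. It is therefore no separate evidence, and a difference in genetic background is only a candidate explanation for the 67. The rest were not past the threshold between the controls, and missing a threshold against Control GD does not point to background for them. They include *Cdk1*, *lok* and *CycE*.

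The paper does not compare the 2 controls with each other. Between Control KK and Control GD, 355 genes were differentially expressed, 173 higher and 182 lower in Control KK. With 3 libraries against 3, the real split was the only 1 of the 4 splits that part all same-numbered pairs to give as many genes, and this design cannot give a share under 0.05. The other 6 splits keep at least 1 same-numbered pair together. The median depth was 22615443 gene counts in Control KK and 26623759 in Control GD, and the counts were normalized for it. Among antimicrobial peptide genes, 14 of 15 were lower in Control KK, as were 10 of 13 antennal genes. The controls differ in strain and may also differ in rearing or handling, which no sample separates from strain, so the source of the 355 differences cannot be told.

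In *Cbp20/Fsn* flies 5 of 14 ovary germline marker genes, which the paper does not discuss, were higher past the threshold than in Control KK. Their mean log2 CPM was 3.15, 2.09 and 3.94 in replicates 1, 2 and 3, against 2.26 ± 0.15 (SD, n = 3) in Control KK. The 14 include genes expressed in every group, such as *stau* at a mean of 219.45 CPM over all libraries. The count of 5 is therefore no measure of the amount of germline RNA. The samples were female heads, and RNA from ovary germline in 2 of them is a candidate explanation. Across the 21 libraries, the means of the germline and mitosis genes had a Pearson correlation of 0.848 (permutation p = 6e-05) and a Spearman correlation of 0.706 (permutation p = 6e-04). Without the 2 libraries farthest from the median, *Cbp20/Fsn* replicates 1 and 3, the Pearson correlation was 0.501 (permutation p = 0.029). This was the 1 relation of this kind computed. Each library was sequenced in several batches, so no batch holds libraries of 1 group alone. A germline source therefore remains for the rise in mitosis genes. With the germline mean of each library as a covariate, 60 of the 155 genes higher in *Cbp20/Fsn* flies alone stayed past the threshold, but the covariate is itself high in the group tested, so this cannot tell the germline from the knockdown. RNA from other body tissue was also examined. The mean log2 CPM of 5 eggshell genes differed by −1.025 from Control KK, but this reflects eggshell reads in Control KK itself, where *Cp36* was at 7.08, 0.137 and 2.92 CPM and *Cp38* at 7.08, 0.0456 and 2.34 CPM. Eggshell reads were also seen in *dlg1* replicate 3, with *Cp15* at 58.2 CPM. The 2 of these 5 genes that passed the low-count filter, *Cp18* and *psd*, had log2 fold changes of 0.32 and 0.11 in *Cbp20/Fsn* flies, neither past the threshold. The eggshell mean therefore cannot decide. The mean of the flight muscle genes used was higher in all 3 *Cbp20/Fsn* replicates (7.08, 7.22 and 7.23 against a mean of 6.09), replicate 2 included. It rests on 3 of the 5 genes listed, *Act88F*, *Act79B* and *Mlp60A*. The others, *fln* and *TpnC4*, were left out for low expression. *fln* was at 0.297, 0.0884 and 0.0452 CPM in *Cbp20/Fsn* flies and 0.289, 0.182 and 0.389 in Control KK. *TpnC4* was at 0.186, 0.133 and 0.316 CPM, with no counts in Control KK. Both lie near the floor and cannot decide. The mean of the 3 genes used was also higher than in Control KK in *Cbp20* (by 0.634) and *Cbp20/dlg1* flies (by 0.519). It was lower in Control KK than in Control GD (−0.339), so part of this rise is common to the comparisons with Control KK. The midgut gene *alphaTry* had no counts in the *Cbp20/Fsn* libraries, while *Cbp20/dlg1* replicate 3 had 18.4 CPM, so midgut RNA was visible in that library and not in these. Other body tissue cannot be excluded. An effect of the knockdown on the cell cycle cannot be told apart from these sources.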

How the results depend on the processing

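Counts of differentially expressed genes were within 1.5 times the reported counts in every comparison under RLE normalization, DESeq2, the likelihood ratio test, the quasi-likelihood estimation of edgeR 4, no low-count filter and the replicate block. The named genes kept their direction and their side of the threshold under all of these but the block, under which 3 became weaker (*Cdk1* and *lok* in *Cbp20/Fsn* and *Obp83a* in *dlg1* flies). Over the alternatives set for them before the data were examined, which do not include other thresholds, the named genes and the marker set means (RLE normalization and replicates left out only) gave the same result 703 times, a weaker one 37 times, a stronger one 1 time and a reversed one 5 times. The marker set means with a replicate left out are among the 703 by construction. Their limit was the larger SD of the groups, which leaving out 1 of 3 libraries cannot exceed. Genes removed by a stricter filter have no value there. At an FDR under 0.01, which was set for the counts of genes only, *Cdk1*, *lok* and *CycE* in *Cbp20/Fsn* and *Obp83a* in *dlg1* flies would not be past the threshold.

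With at least 10 counts required in every library, 92 genes were differentially expressed in *dlg1*, 131 in *Fsn*, 93 in *Cbp20/dlg1* and 142 in *Cbp20/Fsn* flies, 184 between the controls, 167 for *Cbp20/Fsn* against the sum, and 93 in *Cbp20/Fsn* alone, meaning in neither *Cbp20* nor *Fsn* flies. Without a fold-change threshold there were 978 in *dlg1*, 4035 in *Fsn*, 2285 in *Cbp20*, 1386 in *Cbp20/dlg1* and 1803 in *Cbp20/Fsn* flies, 2207 between the controls, 1910 and 709 for *Cbp20/dlg1* and *Cbp20/Fsn* against the sums, and 707 in *Cbp20/Fsn* alone. At an FDR under 0.01 there were 193 in *Cbp20/Fsn* flies, 141 for *Cbp20/Fsn* against the sum and 127 in *Cbp20/Fsn* alone. With the first sequencing batch only there were 132 in *dlg1* and 210 in *Cbp20/Fsn* flies, 165 for *Cbp20/Fsn* against the sum and 136 in *Cbp20/Fsn* alone. With the control of the other background there were 464 in *dlg1* flies. With only the groups compared in the model there were 178 for *Cbp20/Fsn* against the sum. The cause of these changes was not tested.

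With each replicate left out in turn, the counts ranged from 168 to 192 in *dlg1*, from 174 to 306 in *Fsn*, from 301 to 366 in *Cbp20*, from 171 to 214 in *Cbp20/dlg1* and from 206 to 368 in *Cbp20/Fsn* flies, each over 6 fits. They ranged from 313 to 341 between the controls, from 411 to 480 for *Cbp20/dlg1* against the sum and from 205 to 315 for *Cbp20/Fsn* against the sum. The genes in *Cbp20/Fsn* alone ranged from 121 without *Cbp20/Fsn* replicate 3 to 249 without *Cbp20/Fsn* replicate 2. Among named genes, 17 results became weaker when a replicate was left out.

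Against the control of the other background, 5 named genes reversed: *Sid* (−1.01) and *Hsc70-2* (1.00) in *Cbp20/Fsn*, *Obp83a* (2.57) in *dlg1*, and *DptA* (3.11) and *CecA1* (1.75) in *Fsn* flies. Of the 5, *Sid* was significant in the reversed direction (FDR = 0.0106, edgeR quasi-likelihood test with Benjamini-Hochberg correction), and *Hsc70-2* (FDR = 0.084), *Obp83a* (FDR = 0.0918), *DptA* (FDR = 0.313) and *CecA1* (FDR = 0.617) were not. Another 11 became weaker and 1 stronger. With the first batch only 3 became weaker, and with only the groups compared 3. The other splits of the libraries bear on the counts too. For each of the comparisons of *dlg1*, *Fsn*, *Cbp20*, *Cbp20/dlg1* and *Cbp20/Fsn* flies with their control, 1 of the 4 splits that part all same-numbered pairs, the real one, gave as many genes, and 3 libraries against 3 cannot show a share under 0.05. Depth limits genes of low expression: 3 counts are 0.104 to 0.169 CPM, so that *Cdk1* and *tor* in *Cbp20/Fsn* replicate 2 lay near the floor.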

Differences from the paper's values

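With the settings reported, none of the paper's gene counts or log2 fold changes that were compared differed from the value computed here by more than the limits set for such differences, while some of the alternatives did. The paper's list for *Cbp20/Fsn* flies was not used, so its gene count and log2 fold changes were not compared. The counts were 207 against the paper's 215 for *dlg1*, 254 against the paper's 282 for *Fsn*, 342 against the paper's 368 for *Cbp20*, 214 against the paper's 229 for *Cbp20/dlg1*, and 215 against the paper's 229 for genes in *Cbp20/Fsn* alone.

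The paper's qPCR values of S2 Table, in percent of the *Elav-GAL4* control, are 43.900 for *Cbp20*, 62.691 for *dlg1* and 55.230 for *Fsn*. From the counts, expression was 36.5% for *Cbp20*, 87.9% for *dlg1* and 67.8% for *Fsn*. These are different assays, and none of the 3 pairs differed by more than 1.5 times. That limit applies to the expression that remained, where even a weak fall would seldom exceed it, so it does not test the size of the fall. By the counts the fall was larger than by qPCR for *Cbp20* and smaller for *dlg1* and *Fsn*. The fall of *dlg1* in *dlg1* flies was not significant here (FDR = 0.316, edgeR quasi-likelihood test with Benjamini-Hochberg correction).

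The paper names *Glt* and *nAChRβ3* as synaptic transmission genes dysregulated with knockdown of *dlg1* and *Cbp20*. *Glt* had a log2 fold change of −1.27 in *Cbp20* flies and −0.35 in *dlg1* flies, where it was short of the fold-change threshold. *nAChRbeta3* had a log2 fold change of −1.26 in *dlg1* flies and −0.09 in *Cbp20* flies. The paper states that *Fsn* knockdown altered every early immediate gene, and *Hr38* and *sr* had log2 fold changes of −1.04 and −1.08.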

Other observations

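The tests of *w*, of the antimicrobial peptide genes and of the genes changed in all comparisons with Control KK were chosen after these results had been seen.

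*Hsp70Bb* was higher in every knockdown, while at most 1 of the 8 other heat shock genes was past the threshold upwards in any of the 5 comparisons. Reads from hsp70 sequence in the RNAi transgene, which the controls lack, may account for this rise. The counts cannot show where in the gene the reads lie.

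Expression of *w* was at least 197.8 CPM in every library with an RNAi insertion and at most 39.5 in every control library. A candidate source is the mini-white marker of the insertions. The pairwise flies, with 2 insertions, had 793.3 (*Cbp20/dlg1*) and 827.8 (*Cbp20/Fsn*) CPM on average, not more than the 844.1 of *Cbp20* flies with 1 insertion, so the test does not settle it. *tio*, which an insertion at a KK site can drive, was not raised here. Its largest log2 fold change among the 3 knockdowns with the KK insertion was 0.234.

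The mean log2 CPM of 13 antennal genes was low in Control KK (0.51), *Fsn* (0.78) and *dlg1* flies (1.16) and higher in Control GD (2.43), *Cbp20* (2.42), *Cbp20/dlg1* (2.40) and *Cbp20/Fsn* flies (2.27). A candidate explanation is the loss of antennae from some head samples. This mean varied within groups more than that of random gene sets of the same expression (percentile 100.0 of 10000 random sets). Genes that vary together for any reason would give this, so it does not favour such a loss. In each comparison of a knockdown with Control KK, 9 of the 13 genes were past the threshold. How many of them a loss of antennae would move was not tested, so such a loss cannot be told from a difference in expression.

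Of the 15 antimicrobial peptide genes, 14 were lower past the threshold in *Fsn* than in Control GD flies, the exception being *PGRP-SD* (log2 fold change 0.08). The mean of the 15 was higher in *Fsn* flies than in Control KK by 0.562 on the log2 scale, and *dlg1* flies (5.07) were as high as Control GD (4.33). The mean also varied within a group, at 4.06 in *Cbp20/Fsn* replicate 2 against 1.33 and 1.52 in replicates 1 and 3. A higher level in Control GD may account for the difference, but a fall in *Fsn* flies would give the same values, and a level that changes between libraries of 1 genotype cannot be excluded.

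Of 40 genes changed in the same direction in all 3 comparisons with Control KK, 29 also differed between the controls, in the direction that sets Control KK apart. These genes may mark Control KK flies themselves and not the knockdowns. The same Control KK libraries enter each of these comparisons. Genes shared by both pairwise knockdowns and no individual knockdown numbered 66, all changed in the same direction. If they came from a shared segment of the X chromosome of the recombined stock, they would lie on it more often than other genes. Of the 66, 10 (15.2%) were on the X chromosome, against 16.2% of the genes tested (Fisher's exact test, p = 1), so the test gives no sign of it. Their placement was uneven elsewhere, with 23 genes on 3L (34.8%, against 19.1% of the genes tested), 20 on 3R (30.3% against 24.3%) and 3 on 2R (4.5% against 19.9%). A shared segment on another chromosome was not tested.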
